# The GFI1–FOXO1 axis regulates NK cell maturation and function

**DOI:** 10.1038/s41467-026-72022-6

**Published:** 2026-04-22

**Authors:** Qiutong Huang, M. Zeeshan Chaudhry, James Dight, Louisa Alim, Huiyang Yu, Renae Denman, Hiu On Man, Jaring Schreuder, Alexandra L. Garnham, Zewen K. Tuong, Fernando Souza-Fonseca-Guimaraes, Nicolas Jacquelot, Gabrielle T. Belz

**Keywords:** Epigenetics in immune cells, NK cells

## Abstract

Natural killer cells defend against malignancies and viral infections through a tightly controlled program of differentiation and maturation. However, the transcriptional mechanisms guiding this process remain incompletely defined. Using paired single-cell multiomic profiling, we identify GFI1 as an epigenetic regulator of NK cell differentiation, coordinating EOMES and T-BET transcriptional balance to promote NK cell proliferation and the transition from immature to terminally differentiated NK cell states. GFI1 represses FOXO1 chromatin accessibility in mature NK cells, which normally limits NK cell proliferation and maturation. Co-deletion of both GFI1 and FOXO1 largely rescues NK cell differentiation, identifying a critical GFI1–FOXO1 axis required for protection against tumour metastasis. These findings position GFI1 as a key transcriptional node integrating NK cell differentiation, activation and effector programs.

## Abstract (web summary)

NK cell differentiation is critical for immune defence but its transcriptional control remains unclear. The authors here define a GFI1–FOXO1 axis that balances EOMES/T-BET to drive NK cell maturation, proliferation and tumour control.

## Introduction

Natural killer (NK) cells are critical for immune surveillance against tumours and viral infections. Their capacity to rapidly sense cellular stress and initiate cytotoxic and cytokine responses limits pathogen spread and restrains tumour progression. These protective functions depend on the generation of mature peripheral NK cells equipped with a repertoire of effector mechanisms^1,2^.

Murine NK cells arise from the common lymphoid progenitor and progress through NK precursor and immature stages in the bone marrow before differentiating into mature NK subsets in peripheral tissues. The process is intrinsically guided by stage-specific transcriptional regulators that control (i) early development (e.g., *Spi1*^3^ and *Ets1*^4^), (ii) the immature to mature NK transition (e.g., *Id2*^5^ and *Tcf7*^6^), and (iii) terminal maturation (e.g., *Foxo1*^7^, *Zeb2*^8^*, Eomes* and *Tbx21*). Terminal differentiation proceeds through discrete immature (Imm), M1 and M2 developmental stages defined by differential expression of the integrin CD11b (*Itgam*), CD27 and KLRG1^9–11^. Although these transcription factors promote NK cell maturation and effector development, mechanisms that also restrain excessive cytokine and cytolytic activity are essential to calibrate NK cell responses and prevent immunopathology^7,8,12^.

How different transcriptional cues are integrated to coordinate NK cell maturation and functional competence remains incompletely understood. T-BET (*Tbx21*) promotes late NK cell maturation and effector function^13^, while FOXO1 acts upstream as a ‘brake’ on the differentiation programme^7^. However, the circuitry that links these pathways is unclear. Growth factor independent-1 (GFI1) is a transcriptional repressor expressed in early bone marrow progenitors^14,15^ where it directs cell fate decisions in myeloid and B cell compartments and is required for the generation or maintenance of multiple lymphoid and myeloid populations, including group 2 innate lymphoid cells^16^, dendritic cells^17^ and memory CD8^+^ T cells^18,19^. Despite evidence for GFI1 expression in progenitor cells^20^, its role in NK cell differentiation or function has not been defined.

Here, we identify GFI1 as an intrinsic regulator of NK cell differentiation. We show that GFI1 expression varies across NK cell subsets and is required for the generation of mature M1 (CD11b⁺KLRG1⁻) and M2 (CD11b⁺KLRG1⁺) NK cells, where it coordinates transcriptional and chromatin programmes controlling proliferation and terminal maturation. Mechanistically, GFI1 balances EOMES, FOXO1 and T-BET to regulate NK cell developmental progression and loss of FOXO1 substantially rescues differentiation defects caused by GFI1 deficiency, revealing a GFI1-FOXO1 regulatory axis. These findings identify a transcriptional circuit that integrates opposing regulatory inputs to control NK cell maturation and function. More broadly, this work provides insight to how transcriptional networks shape innate lymphocyte differentiation and may inform strategies to enhance NK-cell mediated anti-tumour immunity.

## Results

### Intrinsic GFI1 controls NK cell development and differentiation

To understand how GFI1 is regulated in NK cells, we quantitated tdTomato reporter expression in naïve *Gfi1*^*tdTomato/+*^ mice in which tdTomato is expressed under control of the endogenous GFI1 promoter^21^ (Supplementary Fig. 1a). NK cells expressed higher levels of GFI1-tdTomato expression than CD4^+^ and CD8^+^ T cells (Fig. 1a). Bone marrow (BM) NK cells expressed lower levels of GFI1-tdTomato than spleen, liver and lung NK cells (Supplementary Fig. 1b) and GFI1-tdTomato expression in NK cells was inversely correlated with the frequency of immature (Imm, CD11b^-^KLRG1^-^) NK cells (Supplementary Fig. 1c) suggesting that GFI1 expression increases with NK cell maturation. To ascertain this, GFI1-tdTomato expression was analysed in splenic NK cell subsets, revealing that CD11b^+^KLRG1^-^ M1 cells expressed significantly higher GFI1-tdTomato than Imm and CD11b^+^KLRG1^+^ M2 NK cells (Fig. 1b). This is consistent with a potential checkpoint at the Imm to M1 transition. NK cells isolated from the liver and lungs also showed significantly higher GFI1-tdTomato expression in M1 NK cells, but not in BM NK cell subsets (Supplementary Fig. 1d). Thus, GFI1 expression correlates with NK cell differentiation and maturation in peripheral tissues.

**Fig. 1:**
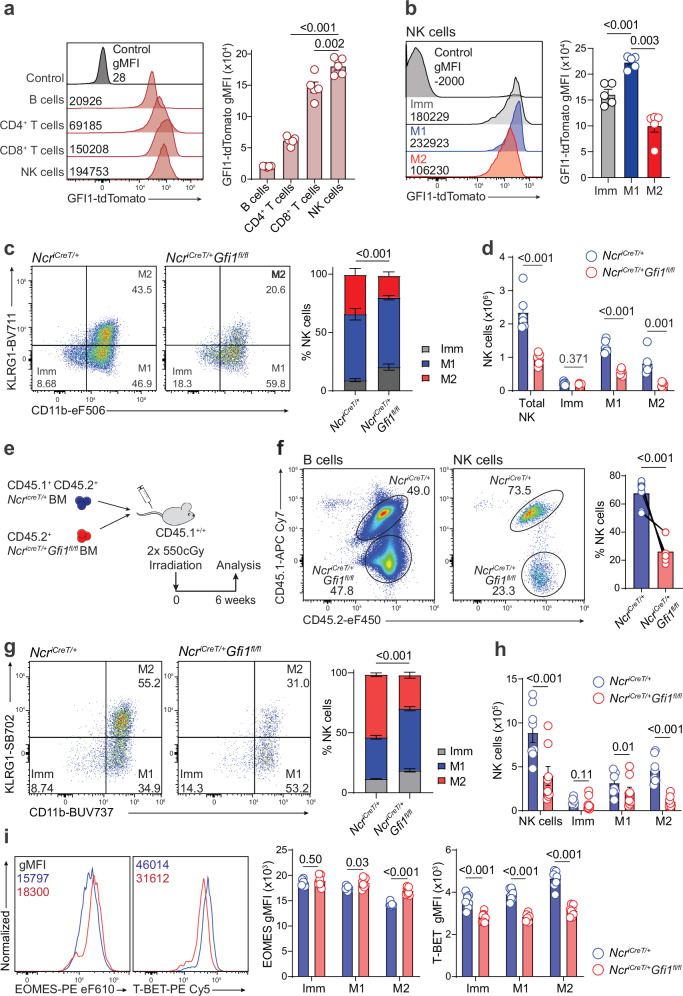
Intrinsic GFI1 expression is required for NK cell differentiation. **a** Histograms (left) and geometric mean fluorescence intensity (gMFI) quantification (right) of GFI1-tdTomato expression in B cells (live CD3^-^CD19^+^), CD4^+^ T cells (live CD19^-^CD3^+^CD4^+^CD8a^-^), CD8^+^ T cells (live CD19^-^CD3^+^CD4^-^CD8a^+^) and NK cells (live CD3^-^TCRβ^-^CD19^-^NK1.1^+^NKp46^+^CD49b^+^) isolated from the spleen of naive *Gfi1*^*tdTomato*/+^ mice. Control NK cells were isolated from the spleen of naïve C57BL/6 mice. **b** Histograms (left) and gMFI quantification (right) of GFI1-tdTomato expression in immature (Imm, CD11b^-^KLRG1^-^), M1 (CD11b^+^KLRG1^-^) and M2 (CD11b^+^KLRG1^+^) NK cells isolated from the spleen of naive *Gfi1*^*tdTomato*/+^ mice. Control NK cells were isolated from the spleen of naïve C57BL/6 mice. **a**,** b** Data show mean ± s.e.m. for one of two independent experiments (*n* = 5 individual mice/experiment). **c** Flow cytometric dot plots (left) and bar plots (right) show frequency of NK cell subsets among total splenic NK cells isolated from naïve *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice. **d** Total number of splenic NK cell subsets isolated from naïve *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice. **c**, **d** Data from one of five independent experiments shown as mean ± s.e.m. (*n* = 6 individual mice/experiment). **e** Schematic of bone marrow chimeric mice generation. **f** Flow cytometric dot plots show frequency of donor *Ncr*^*iCreT/+*^ (CD45.1^+^CD45.2^+^) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (CD45.2^+^) splenic B and NK cells 6 weeks after bone marrow reconstitution (left). Frequency of NK cells isolated from the spleen of naïve bone marrow chimeric mice (right), as in (**e**). **g** Representative plot (right) and quantification (left) of donor NK cell subsets frequency in the spleen as in (**f**). **h** Total number of splenic donor NK cell subsets as in (**f**). **i** Histograms (left) and gMFI quantification (right) of EOMES and T-BET expression in donor splenic NK cells as in (**f**). **f**–**i** Data pooled from two independent experiments shown as mean ± s.e.m. (*n* = 8 mice). Statistical significance was determined using a one-way ANOVA and Tukey’s post-test (**a**, **b**), a two-tailed Student’s *t* test (**c**, **d**), or a two-tailed paired *t* test (**f**–**i**).

Next, we tested whether GFI1 was required for NK cell development and differentiation. At steady-state, NK cell-specific deletion (using *Ncr1*^*tm1.1(icre)Viv*^ referred to as *Ncr*^*iCreT/+*^) of GFI1^22^ (*Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice) showed an increase in the frequency of Imm NK cells and reduced frequency of M2 cells in the spleen compared with controls (*Ncr*^*iCreT/+*^ mice)(Fig. 1c). The number of M1 and M2 NK cells were reduced in the absence of GFI1 in spleen, lungs and liver (Fig. 1d and Supplementary Fig. 1e). These data indicate that loss of GFI1 in NK cells impaired differentiation of Imm NK cells into M1 and M2 NK cells.

To determine whether this requirement was cell intrinsic, we generated mixed bone marrow chimeras using congenically-marked *Ncr*^*iCreT/+*^ (CD45.1^+^CD45.2^+^) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (CD45.2^+^) donor BM combined in an equal ratio (1:1) which was then transplanted into lethally-irradiated CD45.1^+^ mice (Fig. 1e). Reconstitution of chimeras resulted in the development of B cells equally from each donor BM, while the frequency of NK cells developing from *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ BM was significantly reduced compared with wildtype bone marrow (*Ncr*^*iCreT/+*^) (Fig. 1f). This was accompanied by both a lower frequency (Fig. 1g) and total number of mature NK cells (Fig. 1h). This reduction was most marked in the M2 NK subset across spleen, lungs and liver (Fig. 1h and Supplementary Fig. 1f). In contrast to spleen and lungs, total Imm NK cells were reduced in BM by a lack of GFI1 (Supplementary Fig. 1f). Consistent with altered differentiation, GFI1-deficient NK cells displayed increased EOMES and reduced T-BET across all NK cell subsets compared with wildtype (*Ncr*^*iCreT/+*^) NK cells (Fig. 1i). Together, these data establish a cell-intrinsic requirement for GFI1 in NK cell differentiation and transcriptional programming.

### GFI1 programmes NK cell differentiation

To understand the NK cell molecular programmes regulated by GFI1, splenic NK cells were purified from naïve *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice, and single-cell multiomic sequencing (scMultiomic-seq), which combines paired transcriptional and epigenetic analysis, was performed. 

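Nuclei were isolated from splenic NK cells pooled from 3 to 5 naïve mice per genotype, in a suspension of 100000 cells, and the BD Rhapsody platform was used to read RNA and open chromatin from the same nuclei. The values given here and at the claims on chromatin accessibility come from the chromatin part. In that part the Tn5 transposase inserts adapters into accessible DNA, so that each sequenced fragment marks an insertion at both of its ends. There was 1 library per genotype. The spread between mice could therefore not be estimated and no test was run. Intervals given are 95% intervals (exact Poisson for a count, exact conditional binomial for a ratio) that cover counting error only. Those of shares of peaks are exact binomial and treat neighbouring peaks as independent, although changed peaks can cluster. The authors mapped the reads to mm39 (GRCm39) with the BD Rhapsody Sequence Analysis Pipeline and provided the unique fragments of every barcode, without normalization and before the selection of cells. The control (WT) library held 70788029 fragments from 485547 barcodes and the GFI1-deficient library 46010486 fragments from 494180 barcodes, with 5.39 and 10.4 reads per fragment. From there, consensus peaks of equal width were called on all 4 libraries of the study after thinning each to 37641900 fragments, which gave 53945 peaks. Barcodes with 1000 to 20000 fragments in these peaks were kept as nuclei, the range the authors state for ATAC counts. Their limits on RNA features and mitochondrial RNA were not applied, and no doublet caller was run beyond the upper limit. This left 7316 control and 6649 GFI1-deficient nuclei, beside the 6225 and 5654 cells the study reports. The median nucleus had 5082.5 fragments in peaks in the control and 3443 in the GFI1-deficient library, and 69.7% and 72.4% of the fragments of nuclei lay in peaks. Insertions were summed over all nuclei of a library, scaled to insertions per 1000000 insertions in peaks (IPM), and compared as log2 ratios with a pseudocount of 1 IPM. This scaling removes the lower number of insertions per GFI1-deficient nucleus, a log2 ratio of -0.49 in the mean. Accessibility at a locus is the sum over the consensus peaks in a window set from the positions printed on the authors' track for that gene. Its percentile is its place among the 1000 runs of as many neighbouring autosomal peaks with the closest summed accessibility.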

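The deletion itself was visible in the libraries. An interval of 2626 bp at Gfi1, on chromosome 5 of GRCm39 from 107866597 to 107869222, was delimited by 2 fragments that span it in the library in which both genes were deleted. It held 511 insertions in control nuclei, 4.54 per 1000000 insertions of the nuclei in all (4.15 to 4.95), and 26 in GFI1-deficient nuclei, 0.37 on the same scale (0.24 to 0.55). The signal left was 5.82% (3.79% to 8.56%) of that in the control and FOXO1-deficient libraries together, in which Gfi1 is intact.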

Uniform manifold approximation and projection (UMAP) and unsupervised clustering of reciprocal principal component analysis (RPCA) integrated wildtype (*Ncr*^*iCreT/+*^) and GFI1-deficient NK cells resolved them into 11 clusters based on their transcriptional profile (Fig. 2a). Cluster 1, 2 and 11 were enriched with *Ncr*^*iCreT/+*^cells, cluster 4, 5, 7 and 8 had higher number of GFI1-deficient NK cells, while cluster 3, 6, 9 and 10 had comparable numbers of both genotypes (Fig. 2b). Cluster 1 and 10 showed high levels of *Itgam* (CD11b), *Klrg1* and *Zeb2* expression (Fig. 2c and Supplementary Fig. 2a), identifying them as terminally differentiated M2-like NK cell population. Cluster 10 further displayed elevated levels of *Itgax* (CD11c) and *Itga2* (CD49b), predominantly enriched in *Ncr*^*iCreT/+*^ NK cells. Cluster 6 exhibited the highest expression of *Bcl11b* and *Il7r*, while *Itgam*, *Gzma* and *Zeb2* expression was the lowest (Supplementary Fig. 2a, b), consistent with an immature NK cell cluster. Cluster 2, 3 and 9 had higher levels of *Itgam*, but relatively lower levels of *Klrg1*, consistent with the intermediate (M1-like) stage of NK cell differentiation. To further assess the differentiation status of NK cell clusters, we applied CD11b^+^KLRG1^-^ immature and CD11b^+^KLRG1^+^ differentiated NK cell signature to our single-cell clusters. This showed that cluster 1 and 10 cells had terminally differentiated NK cell signature, whereas cluster 6 cells were enriched for immature NK cell signature (Fig. 2d). Cluster 4, 5, 7 and 8 that are enriched for *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ cells (Fig. 2b), exhibited a transcriptional signature similar to immature NK cells (Fig. 2d), with elevated *Eomes* expression (Fig. 2c). Comparing differential abundance of cellular neighbourhoods using Milo^23^ revealed that neighbourhoods in immature NK cells (cluster 6) were significantly enriched for GFI1-deficient NK cells (Fig. 2e), although the frequency of both genotype cells was similar in this cluster (Fig. 2b). In contrast, local enrichment of *Ncr*^*iCreT/+*^ NK cells was detected in cluster 2 and 11. Notably, cluster 11 was identified as proliferating cells as it had high expression of cell cycle-related genes, such as *Mki67*, *Top2a* and E2F family members (Supplementary Fig. 2a), but this expression pattern was restricted to *Ncr*^*iCreT/+*^ cells. These data suggest that GFI1 drives the NK differentiation programme, as GFI1-deficient NK cells were largely restricted to an immature NK cell transcriptional profile.

**Fig. 2:**
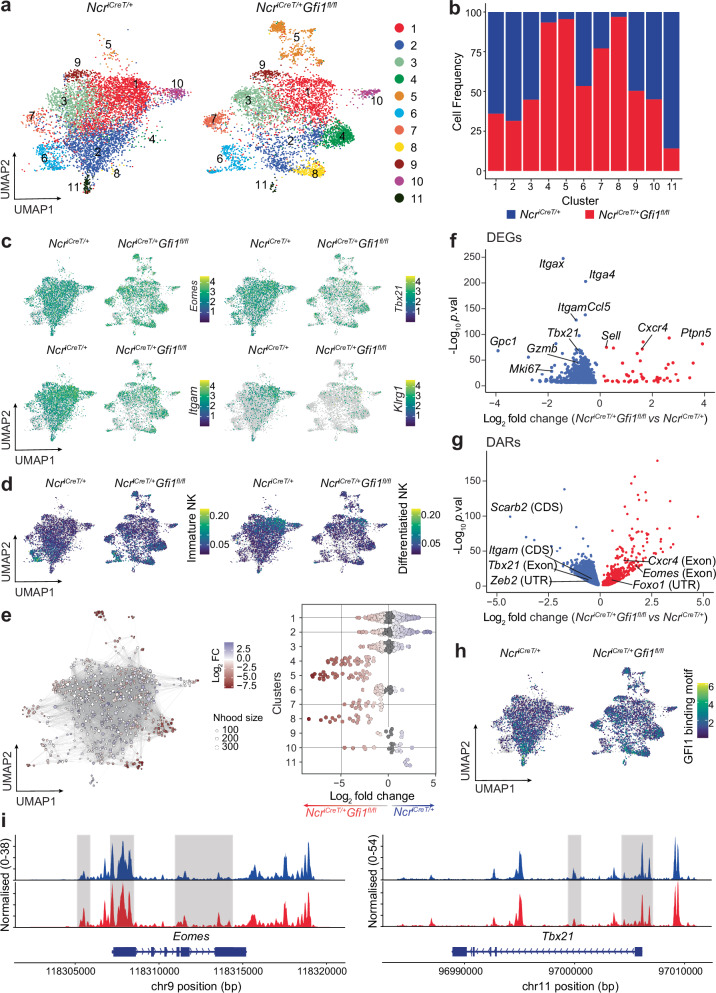
scMultiomic-seq delineated GFI1-mediated epigenetic and transcriptional regulation of NK cell differentiation. **a** UMAP shows scRNA-seq based unsupervised clustering of splenic *Ncr*^*iCreT/+*^ (*n* = 6225 cells) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (*n* = 5654 cells) NK cells isolated from naïve mice. **b** Frequency of *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells in each cluster identified in panel (**a**). **c** UMAP showing normalised RNA expression of *Eomes, Tbx21, Itgam* and *Klrg1* in NK cells as in (**a**). **d** UMAP showing immature and differentiated NK cell gene expression signature enrichment as in (**a**). **e** Differential neighbourhood abundance (Log_2_FC), calculated using scRNA-seq data, is shown on the UMAP (right) and beeswarm plots (left). Blue and red dots indicate neighbourhoods significant enriched (*p* < 0.05, negative binomial generalised linear model testing with spatial FDR correction) for *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells, respectively, while grey dots represent neighbourhoods without significant enrichment (*p* > 0.05). **f**–**g** Differentially expressed genes (**f**) and differentially accessible regions (**g**) in total NK cells detected using scRNA-seq and scATAC-seq pseudobulk analysis, respectively. Blue dots indicate genes (DEGs) or regions (DARs) significantly (*p* < 0.05, Wilcoxon rank-sum test with Bonferroni post-test) upregulated in *Ncr*^*iCreT/+*^ NK cells, while red dots indicate those significantly upregulated in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells. **h** GFI1 DNA binding motif enrichment in chromatin peaks identified using scATAC-seq as in (**a**). **i** Cluster 1 *Ncr*^*iCreT/+*^ (blue histogram) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (red histogram) NK cell chromatin accessibility at *Eomes* (left) and *Tbx21* (right) gene loci as in (**a**). Grey boxes highlight differentially accessible chromatin regions.

Pseudobulk scRNA-seq analysis showed reduced expression of key transcription factors involved in NK cell differentiation, such as *Tbx21* and *Zeb2*, in GFI1-deficient cells (Fig. 2f and Supplementary Fig. 2a). The expression of these genes remained reduced even in mature *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells within cluster 1 (Supplementary Fig. 2a, b), while expression of *Foxo1*, a known suppressor of NK cell differentiation^7^, was elevated in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cell enriched clusters (Supplementary Fig. 2b). Moreover, *Itgam*, *Klrg1*, *Mki67*, *Gzmb* and *Ifng* expression was reduced in GFI1-deficient NK cells globally as well as cluster 1 and 6 cells (Supplementary Data 1), suggesting that GFI1 promotes NK cell proliferation, cytotoxicity and differentiation. These findings were further supported by bulk RNA-seq analysis of *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cell subsets showing reduced *Tbx21* and cell cycle-related gene expression in differentiated *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells together with elevated expression of *Eomes* and *Foxo1* in all *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cell subsets (Supplementary Fig. 2c and Supplementary Data 2). Moreover, loss of functional GFI1 led to increased *Gfi1* transcripts, confirming an autoregulatory feedback loop^24^. These transcriptional changes were associated with an altered chromatin accessibility profile in GFI1-deficeint cells (Fig. 2g and Supplementary Data 3). 

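Of 52257 autosomal consensus peaks with at least 100 insertions summed over the GFI1-deficient and control libraries, 523 were at least 2-fold more accessible in GFI1-deficient nuclei and 63 at least 2-fold less accessible. Counting error alone gave 0 peaks in either direction on average over 20 simulated draws. The median log2 ratio over the tested peaks was -0.082. Chromosome X, counted apart, had 5 higher peaks and 1 lower. The share of lower peaks among those changed depended on the scaling. It was 10.8% as reported and 77.0%, with 217 peaks higher and 728 lower, when insertions per nucleus were compared without scaling for depth, an alternative that moved the median to -0.50. A pseudocount of 0.1 IPM gave 907 higher and 670 lower peaks. Among peaks with at least 200 insertions, the highest log2 ratio was 3.83 (3.72 to 3.87) on chromosome 4 from 152841725 to 152842225, where the control held 2 insertions and the GFI1-deficient library 656. This peak was also present in FOXO1-deficient nuclei, with 801 insertions, and outside peaks the control held 12 insertions over 19332 bp around it. The next was 3.82 (3.63 to 3.98) on chromosome 8 from 10558801 to 10559301, with 36 and 962 insertions, in a region the study lists for Myo16. Peaks on chromosome 7 from 112427582 to 112428082, on chromosome 13 from 18149326 to 18149826 (listed for Yae1d1) and on chromosome 9 from 96839273 to 96839773 (listed for Spsb4) had log2 ratios of 3.34, 3.09 and 3.01. Around the peak on chromosome 7, the control and FOXO1-deficient libraries held 114 insertions outside peaks over 8581 bp. At the other end, a peak listed for Scarb2 on chromosome 5 from 92632614 to 92633114 fell from 1340 to 50 insertions, a log2 ratio of -3.22 (-3.43 to -2.99), and a peak listed for Rchy1 on the same chromosome from 92121882 to 92122382 had -2.34. Peaks on chromosome 5 from 64187815 to 64188315 and from 97220774 to 97221274 had -2.33 and -2.09. The former held 346 insertions in the control and 6, 2 and 3 in the GFI1-deficient, FOXO1-deficient and DKO libraries, the latter 335, 14, 400 and 9 in the same order. A peak on chromosome 13 from 21995582 to 21996082 held 296 insertions in the control and 0 in the GFI1-deficient, FOXO1-deficient and DKO libraries. Chromosome 5 also carries Gfi1, and within 20 Mb of it 2.08% of the tested peaks were changed (1.38% to 3.02%), against 1.10% elsewhere. Of these 27 changed peaks, 18 lay from 90 to 100 Mb, and the interval leaves such clustering out of account.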

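At the Tbx21 window, on chromosome 11 of GRCm39 from 96985001 to 97015000, accessibility was 161 IPM (159 to 164) in control and 165 (161 to 169) in GFI1-deficient nuclei, summed over 4 peaks. The log2 ratio was 0.030 (-0.011 to 0.071), an interval that includes 0, and it lay at percentile 64.7. Insertions per nucleus without scaling for depth moved it most, to -0.46, while all insertions of the window gave -0.10 (-0.038 when scaled to all insertions) and the median of ratios 0.13. The Klrg1 window, on chromosome 6 from 122242501 to 122267500 with 4 peaks, had 129 (126 to 131) and 125 (121 to 128) IPM and a log2 ratio of -0.048 (-0.095 to -0.0021), at percentile 42.4. Of its peaks 3 were lower. The peak from 122251374 to 122251874 fell most, from 986 to 511 insertions, a log2 ratio of -0.30 (-0.44 to -0.15). The peak from 122261641 to 122262141 was higher, with 0.11. The sign of the window's value changed with scaling to all insertions, which gave 0.017, and with the median of ratios, which gave 0.049. All insertions of the window gave -0.14 (-0.072 when scaled to all insertions), and insertions per nucleus without scaling for depth -0.53. The Itgam window, on chromosome 7 from 127650001 to 127730000, had 238 (235 to 242) and 213 (209 to 217) IPM over 10 peaks and a log2 ratio of -0.16 (-0.20 to -0.13), at percentile 3. Of these peaks 9 were lower. The most accessible, from 127649904 to 127650404 with 7327 and 4941 insertions, was higher, with 0.058. The last 3 peaks of the window fell most, with -0.52, -0.82 and -0.60, and that with -0.82, from 127728346 to 127728846, overlaps a region the study lists for Itgax. Zeb2 was not analysed here. The Eomes window, on chromosome 9 from 118302501 to 118322500, had 72.9 (71.0 to 74.9) and 73.5 (71.1 to 75.9) IPM over 2 peaks and a log2 ratio of 0.010 (-0.051 to 0.070). These 2 peaks held 5439 of the 18632 control insertions in the window, and all insertions in it gave a log2 ratio of 0.081, and 0.15 when scaled to all insertions. Outside the window, the region the study lists for Eomes from 118290299 to 118290986 rose from 312 to 858 insertions, a log2 ratio of 1.86 (1.70 to 2.02). At the Foxo1 locus, on chromosome 3 from 52160001 to 52280000, 9 of 13 peaks were higher in GFI1-deficient nuclei and 4 were lower.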

Chromatin accessibility at key genetic loci associated with NK cell maturation, such as *Tbx21*, *Zeb2*, *Klrg1* and *Itgam,* was reduced in GFI1-deficient NK cells (Fig. 2g and Supplementary Fig. 2d), while *Eomes* and *Foxo1* loci displayed increased epigenetic accessibility. Motif enrichment analysis further demonstrated the epigenetic changes, with significant enrichment of GFI1 binding motif within clusters dominated by GFI1-deficent NK cells (Fig. 2h), suggesting that the altered gene expression in these clusters is linked to a lack of GFI1 binding motif engagement. In addition to global changes in epigenetic profile, mature NK cells (cluster 1) lacking GFI1 displayed dysregulated accessibility at key NK differentiation regulator gene loci, with increased accessibility at the *Eomes* locus and reduced accessibility at *Tbx21* (Fig. 2i and Supplementary Fig. 3). Together, these data show that GFI1 regulates the NK cell chromatin landscape and promotes NK cell differentiation by regulating crucial NK cell genes such as *Eomes* and *Tbx21*.

### Loss of GFI1 impairs NK cell proliferation and surface receptor expression

GFI1-deficient Imm NK cells exhibited reduced expression of cyclin dependent kinases such as *Cdk1* and *Cdk2*, DNA replication machinery including *Mcm2, Mcm3 and Mcm4*, E2F family transcription factors and other cell cycle regulator genes (Supplementary Fig. 4a). 

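The Mki67 window, on chromosome 7 of GRCm39 from 135280001 to 135320000, had 79.0 IPM (77.0 to 81.1) in control and 75.2 (72.8 to 77.7) in GFI1-deficient nuclei, over all nuclei of each library. The log2 ratio was -0.071 (-0.13 to -0.012), at percentile 41.4, close to the median of all peaks. The largest of its 3 peaks, from 135318134 to 135318634, held 5622 and 3493 insertions and had a log2 ratio of -0.059. With the median of ratios the sign of the window's value changed, to 0.025, and with all insertions of the window it was -0.18, or -0.11 scaled to all insertions.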

Cell cycle pathway analysis showed reduced pathway enrichment in GFI1-deficient NK cells (Fig. 3a) that was associated with reduced *Mki67* chromatin accessibility (Fig. 3b). All GFI1-deficient NK cell subsets showed a reduction in Ki-67 expression suggesting reduced proliferation across all NK cell subsets in GFI1-deficient mice (Fig. 3c). Previously, we have shown that GFI1 is necessary to promote CD8^+^ T cell proliferation *via* E2F family of cell cycle regulators^18^. To ascertain whether GFI1 regulates NK cell proliferation *via* the E2F pathway, we quantified the E2F target gene enrichment score for cluster 11 (proliferating cells). This showed reduced enrichment in NK cells lacking GFI1 (Fig. 3d) and was accompanied by reduced *E2f1* and *E2f2* gene expression and chromatin accessibility (Supplementary Fig. 4b). These data argue that GFI1 promotes NK cell proliferation via epigenetic regulation of E2F proteins.

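Over all nuclei rather than the proliferating cluster alone, the E2f1 window on chromosome 2 of GRCm39, from 154397501 to 154417500, had 95.9 IPM (93.7 to 98.2) in control and 88.4 (85.8 to 91.1) in GFI1-deficient nuclei. Its log2 ratio was -0.12 (-0.17 to -0.062), at percentile 11.3, and both of its peaks were lower. The E2f2 window, on chromosome 4 from 135895001 to 135935000, had 144 (141 to 147) and 122 (119 to 125) IPM. Its log2 ratio was -0.24 (-0.28 to -0.19), at percentile 0.6, and each of its 7 peaks was lower, with log2 ratios from -0.30 to -0.074. Both signs held under every alternative tried. From insertions per nucleus without scaling for depth to the median of ratios, the value ranged from -0.60 to -0.020 at E2f1 and from -0.72 to -0.14 at E2f2.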

**Fig. 3:**
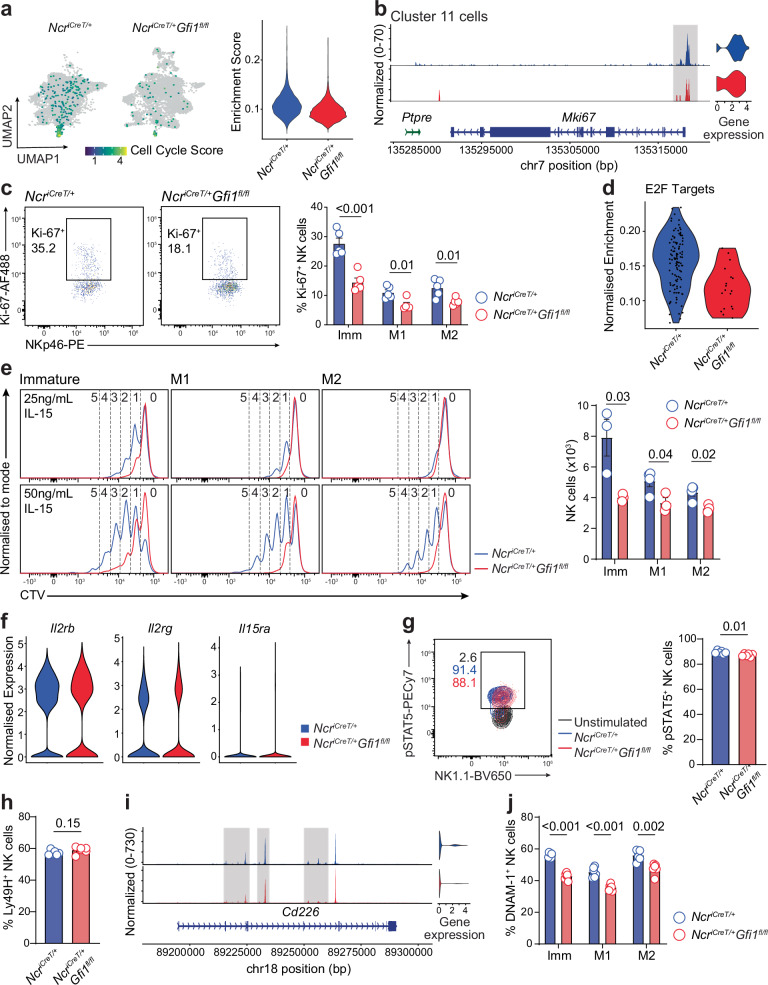
GFI1-deficient NK cells exhibit reduced proliferation and aberrant NK cell activatory receptor expression. **a** UMAP (left) and violin plots (right) showing KEGG cell cycle pathway enrichment score in splenic NK cells isolated from naïve *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice for scMultiomic-seq. **b** Cluster 11 *Ncr*^*iCreT/+*^ (blue histogram and violin plots) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (red histogram and violin plots) NK cell chromatin accessibility and gene expression at the *Mki67* gene locus as in (**a**). Grey box highlights a differentially accessible chromatin region. **c** Representative plots (left) and quantification (right) showing frequency of Ki-67^+^ cells among total NK cells isolated from the spleen of naïve mice. Data show the mean ± s.e.m. pooled from two independent experiments (*n* = 5 mice). **d** Hallmark E2F target gene enrichment score in cluster 11 NK cells as in (**a**). **e** Proliferation of CTV-labelled NK cell subsets purified from the spleen of naïve mice cultured in vitro with 25 ng/mL or 50 ng/mL of recombinant IL-15 for 5 days. Dotted lines mark cell divisions (right panel). Enumeration of NK cells after 5 days of in vitro culture (right panel). Data show mean cells/well ± s.e.m. for one of two independent experiments (*n* = 3 mice/experiment). **f** Normalised gene expression in splenic NK cells as in (**a**). **g** Flow cytometric plot (left) and quantification (right) show frequency of phosphorylated STAT5 (pSTAT5) in splenic NK cells following 30 min in vitro culture with recombinant 50 ng/mL IL-15 as in (**e**). Data shown as mean ± s.e.m. for one of two independent experiments (*n* = 6 mice/experiment). **h** Frequency of splenic Ly49H^+^ NK cells isolated from naïve mice. Data shown as mean ± s.e.m. for one of three independent experiments (*n* = 6 mice). **i** Total *Ncr*^*iCreT/+*^ (blue histogram and violin plots) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (red histogram and violin plots) NK cell chromatin accessibility and gene expression at *Cd226* gene locus as in (**a**). Grey box highlights a differentially accessible chromatin region. **j** Frequency of DNAM1^+^ NK cell subsets isolated from the spleen of naïve mice. Data shown as mean ± s.e.m. for one of three independent experiments (*n* = 6 mice). Statistical significance was calculated using a two-tailed Student’s *t* test (**c**, **e**, **g**, **h** and **j**).

Given the change in genes affecting proliferation of GFI1-deficient NK cells, we investigated the ability of GFI1-deficient NK cells to respond to the cytokine IL-15 which supports NK cell survival and homeostatic proliferation^25^. Imm, M1 and M2 NK cells were purified from the spleen of naïve *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice, labelled with the cell tracker dye CTV and cultured in high (50 ng/mL) and low (25 ng/mL) concentrations of recombinant IL-15. This showed that very few GFI1-deficient NK cells entered cell division at higher concentrations of IL-15 and exhibited limited proliferative capacity when compared with *Ncr*^*iCreT/+*^ NK cells (Fig. 3e). Thus, GFI1 is required for IL-15-driven NK cell proliferation. Next, we examined genes involved in IL-15 signal transduction to test if reduced GFI1-deficient NK cell proliferation is due to defective IL-15 stimulation. IL-15 receptor genes such as *Il2rb*, *Il2rg* and *Il15ra* did not change in the absence of GFI1 (Fig. 3f), although *Stat5a* and *Stat5b* were reduced in GFI1-deficient NK cells (Supplementary Fig. 4c and Supplementary Data 1). Following IL-15 stimulation of NK cells, STAT5 phosphorylation was modestly reduced in NK cells lacking GFI1 compared with *Ncr*^*iCreT/+*^ NK cells (Fig. 3G). However, GFI1-tdTomato expression did not change following IL-15 treatment (Supplementary Fig. 4d), suggesting that GFI1 is not directly regulated by IL-15 signalling. Thus, IL-15 signalling remained largely intact, indicating that impaired proliferation reflects defects in cell-cycle control rather than cytokine responsiveness.

Next, we investigated whether GFI1 regulates NK cell activatory and inhibitory receptor expression. Among the Ly49 family of NK cell receptors, *Klra8*, which encodes Ly49H, was elevated in GFI1-deficient NK cells (Supplementary Fig. 4e). However, the frequency of Ly49H^+^ NK cells remained unchanged in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice compared to *Ncr*^*iCreT/+*^ mice (Fig. 3h). DNAX accessory molecule-1 (DNAM-1) and T cell immunoreceptor with immunoglobulin and ITIM domains (TIGIT) are paired activating and inhibitory receptors that regulate NK cell effector function. In GFI1-deficient NK cells, expression of *Cd226* (DNAM-1) and *Tigit* was reduced (Supplementary Fig. 4e and Supplementary Data 1), accompanied by decreased chromatin accessibility at the *Cd226* and *Tigit* loci across both immature and differentiated NK cell states (Fig. 3i, Supplementary Fig. 4f, and Supplementary Data 3). Moreover, GFI1-deficient NK cells showed reduced expression of both DNAM-1 and TIGIT proteins at steady-state compared with wildtype NK cells (Fig. 3j and Supplementary Fig. 4g). 

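The Cd226 window, on chromosome 18 of GRCm39 from 89187501 to 89312500, had 96.6 IPM (94.4 to 98.9) in control and 78.9 (76.4 to 81.4) in GFI1-deficient nuclei. The log2 ratio was -0.29 (-0.35 to -0.23), at percentile 3.6. All 8 of its peaks with at least 100 insertions over both libraries were lower. The most accessible, from 89232824 to 89233324, had 2623 and 1415 insertions and a log2 ratio of -0.26. These values cover all nuclei, without a division into immature and differentiated states. Tigit was not analysed here.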

Altogether, these data demonstrate that loss of GFI1 impacted NK cell proliferation and key NK cell surface receptors.

### GFI1 regulates NK cell cytotoxicity and promotes tumour control

In cancer, NK cells are responsible for mediating protection through inflammatory cytokines and cytotoxic molecules that kill tumour cells^26^. Pathway enrichment analysis using scRNA-seq data showed NK cell cytotoxicity and NK cell cytokine production pathways were both downregulated in NK cells lacking GFI1 compared to wildtype NK cells (Fig. 4a). Analysis of NK cell function showed that ablation of GFI1 in NK cells resulted in diminished IFN-γ production in response to a stimulus, especially in differentiated M1 and M2 NK cells (Supplementary Fig. 5a). Moreover, *Gzmb* gene expression (Fig. 4b) and chromatin accessibility (Supplementary Fig. 5b) was reduced in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells suggesting that GFI1 controlled NK cell cytotoxicity. Thus, to investigate whether the absence of GFI1 affected the capacity of NK cells to control tumour, *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice were inoculated with 2×10^5^ B16-F10 murine melanoma cells *via* tail vein injection and the development of lung metastasis was tracked. 

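The Gzmb window, on chromosome 14 of GRCm39 from 56495001 to 56501000, held 1 consensus peak, from 56499481 to 56499981. Over all nuclei rather than within clusters, it had 90.3 IPM (88.2 to 92.5) in control and 100.1 (97.3 to 103) in GFI1-deficient nuclei, a log2 ratio of 0.15 (0.094 to 0.20), at percentile 86.4. With all insertions of the window the log2 ratio was 0.064, and 0.13 when these were scaled to all insertions. Compared per nucleus without scaling for depth it was -0.34. From reduced Gzmb expression and accessibility in these mice, the paper proposes that GFI1 controlled NK cell cytotoxicity. It also draws on cytotoxicity pathway scores, lower IFN-γ and granzyme B protein, and a killing assay with equal cell numbers, none of which was examined here.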

Although GFI1-sufficient NK cells largely controlled the B16-F10 melanoma as evidenced by low tumour burden, GFI1-deficient NK cells were unable to prevent the development of tumours in lungs, resulting in higher tumour burden than controls (Fig. 4c and Supplementary Fig. 5c). This limited control was paralleled by the detection of fewer NK cells in the lung and spleen, particularly M2 NK cells, in tumour-bearing GFI1-deficient mice (Fig. 4d and Supplementary Fig. 5d). To understand the factors influencing this lack of tumour control, mixed bone marrow chimeras were generated that were challenged with B16-F10 cells, six weeks after BM reconstitution. In this setting, GFI1-deficient NK cells were significantly outcompeted by their wildtype counterparts in lungs and spleen of tumour-bearing chimeric mice (Fig. 4e and Supplementary Fig. 5d). Among GFI1-deficient lung NK cells of chimeric mice, fewer than 40% were M2 NK cells compared with 75% M2 NK cells among wildtype NK cells (Fig. 4f). Lung NK cells isolated from tumour-bearing chimeric mice showed reduced frequency of GFI1-deficient NK cells (Supplementary Fig. 5e), with elevated EOMES and reduced T-BET expression in NK cell lacking GFI1 (Fig. 4g). Moreover, chimeric mice showed reduced DNAM-1 and TIGIT expression (Fig. 4g and Supplementary Fig. 5f) and impaired NK cell proliferation in GFI1^–/–^ NK cells (Fig. 4h). Loss of GFI1 also impaired IFN-γ and granzyme B production from NK cells isolated from tumour-bearing lungs (Fig. 4i and Supplementary Fig. 5g). As GFI1 deficiency impaired both NK cell proliferation and NK cell cytotoxic molecule production, we performed an in vitro B16-F10 killing assay with equal number of control and GFI1-deficient NK cells to ascertain whether impaired tumour control in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice is due to reduced NK cell number, impaired cytotoxicity or both. In vitro killing assay demonstrated that the lack of GFI1 severely reduced NK cell killing capacity (Fig. 4j), in line with reduced cytotoxic effector molecule production. Together, these data demonstrate that intrinsic GFI1 expression in NK cells regulates NK cell cytotoxicity and tumour control capacity.

**Fig. 4:**
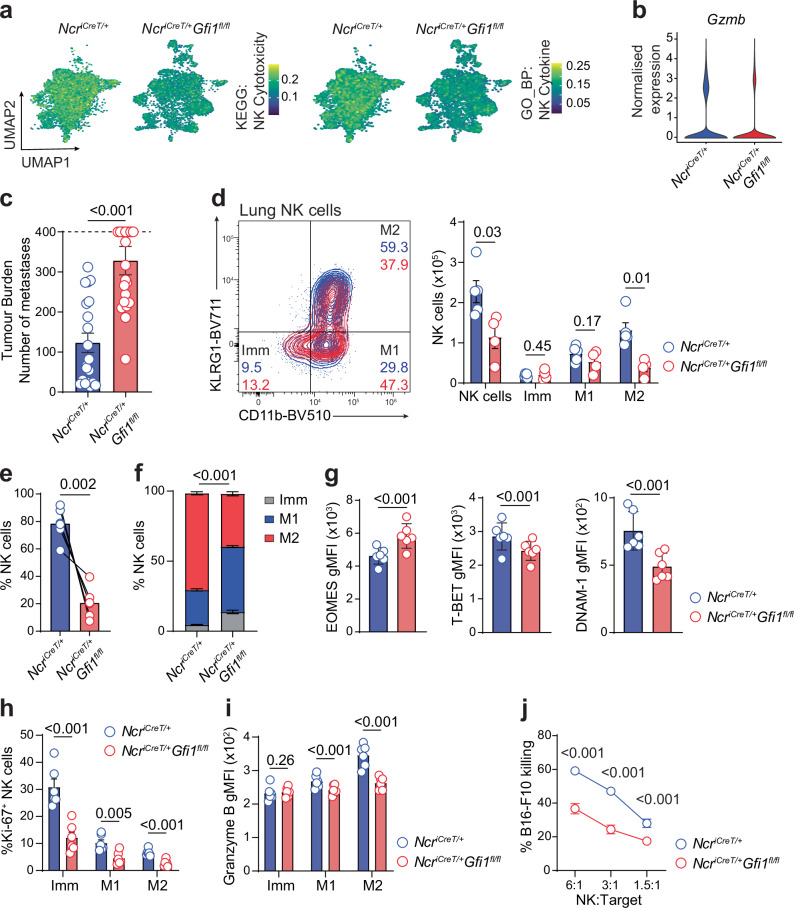
GFI1-deficient NK cells show impaired tumour metastasis control. **a** scMultiomic-seq data projected on UMAP showing NK cell cytotoxicity and NK cell cytokine pathway signature in NK cells isolated from the spleen of *Ncr*^*iCreT/+*^and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice. **b** scMultiomic-seq based *Gzmb* expression in NK cells as in (**a**). **c** Number of tumour metastases in the lungs of *Ncr*^*iCreT/+*^and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice 14 days after intravenous inoculation of B16-F10 tumour cells. The dashed line represents the upper detection limit. Data pooled from three independent experiments shown as mean ± s.e.m. (*n* = 17 or 19 mice/genotype). **d** Representative plot (left) and quantification (right) of NK cell subset frequency in lungs of *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice at day 14 after tumour inoculation. Data from one of the two independent experiments shown as mean ± s.e.m. (*n* = 4 *Ncr*^*iCreT/+*^; 5 *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice). **e** Frequency of *Ncr*^*iCreT/+*^ (CD45.1^+^CD45.2^+^) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (CD45.2^+^) NK cells among total donor NK cells in the lungs of chimeric mice (CD45.1^+^) that received B16-F10 cell intravenously 6 weeks after bone marrow reconstitution, and lungs were isolated 14 days after tumour inoculation. **f** Frequency of Imm, M1 and M2 NK cell subsets isolated from the lungs of bone marrow chimeric mice as in (**e**). **g** EOMES, T-BET and DNAM-1 expression levels in lung NK cells as in (**e**). **h** Frequency of Ki-67^+^ cells among NK cell subsets isolated from lungs as in (**e**). **i** Granzyme B expression in NK cell subsets isolated from lungs as in (**e**). NK cells were stimulated with PMA + ionomycin for 4 hours before analysis. **e**–**i** Data pooled from two independent experiments shown as mean ± s.e.m. (*n* = 6 mice). **j** In vitro killing of B16-F10 target cells by splenic NK cells at the indicated NK:effector ratios. Data from one of the two independent experiments shown as mean ± s.e.m. (*n* = 5-6 mice/genotype). Statistical significance was calculated using a two-tailed Mann-Whitney U test (**c**), a two-tailed Student’s *t* test (**d** and **j**) or a two-tailed paired *t* test (**e**–**i**).

### GFI1 expression is required for antiviral NK cell responses

To investigate how GFI1 is regulated in NK cells following virus infection, *Gfi1*^*tdTomato/+*^ reporter mice were challenged with murine cytomegalovirus (MCMV) that is known to induce strong NK cell responses^27,28^. This induced strong NK cell maturation characterised by upregulation of CD11b, CD62L, KLRG1 and DNAM-1 while CD27 and CD127 were downregulated (Fig. 5a and Supplementary Fig. 6a). This MCMV-induced maturation^29^ was parallelled by significant GFI1-tdTomato downregulation in all NK cell subsets that was maintained at day 3 and 5 (Fig. 5b and Supplementary Fig. 6b). Following virus infection, GFI1^low^ NK cells showed higher Ki-67 and EOMES expression than GFI1^high^ NK cells, while T-BET expression was slightly higher in GFI1^high^ NK cells at day 3 after infection (Fig. 5c). Next, we analysed the anti-viral response of *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells in mixed bone marrow chimeras (Fig. 5d). In peripheral blood, the frequency of GFI1-deficient NK cells remained lower after infection (Supplementary Fig. 6c). While the prevalence of *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells was similar to *Ncr*^*iCreT/+*^ NK cells in the spleen at day 3 after infection, this decreased at day 5 after infection (Fig. 5e). The frequency and total number of GFI1-deficient M2 cells was lower than GFI1 competent cells at day 5 after infection in the spleen (Fig. 5f) and lungs (Fig. 5g). Both NK cell populations had a similar frequency of Ki-67^+^ cells at day 3 after infection, however GFI1-deficient NK cells showed lower Ki-67 expression by day 5 after infection (Fig. 5h). Collectively, these data show that intrinsic GFI1 expression was required to maintain NK cell terminal maturation and proliferation following virus infection.

**Fig. 5:**
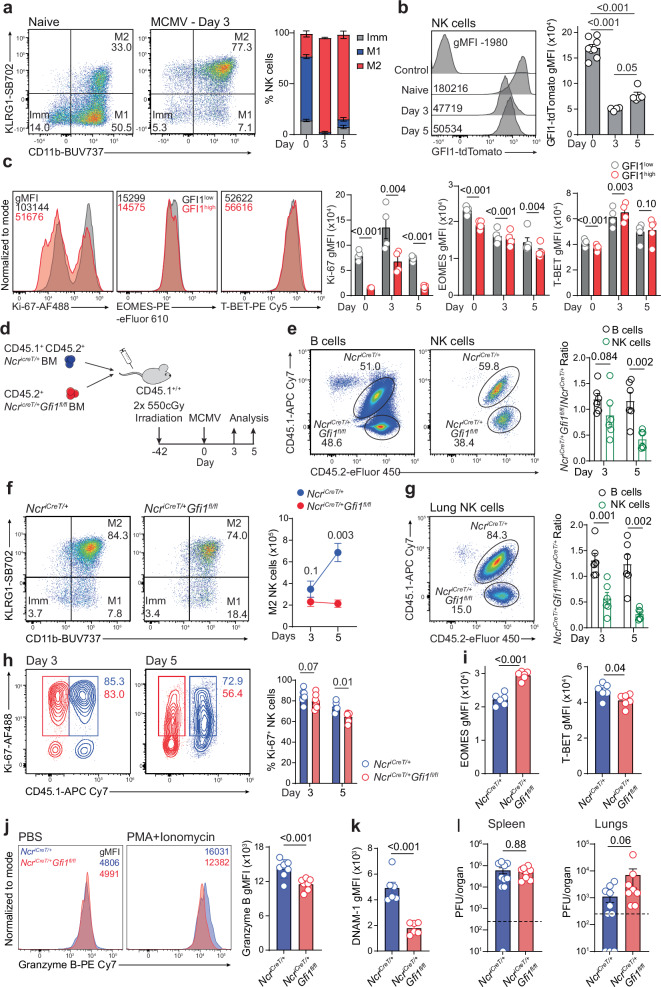
Loss of GFI1 impairs NK cell proliferation and activation following virus infection. **a** Flow cytometric dot plots (left) and bar plots (right) showing the frequency of NK cell subsets isolated from the spleen of *Gfi1*^*tdTomato*/+^ mice infected with 2 × 10^5^ PFU of MCMV intraperitoneally. **b** Histograms (left) and gMFI quantification (right) of GFI1-tdTomato expression in NK cells isolated from the spleen as in (**a**). **c** Histograms showing Ki-67, EOMES and T-BET expression in GFI1high (red) and GFI1low (grey) NK cells isolated from the spleen of *Gfi1*^*tdTomato/+*^ mice at 3 days after infection (left panels). Bar plots show Ki-67, EOMES and T-BET gMFI as mean ± s.e.m. (right panels). **a**–**c** Data pooled from two independent experiments and show mean ± s.e.m. (*n* = 4, 5 or 8 mice/ timepoint). **d** Schematic showing bone marrow chimeric mice generation, MCMV infection (2×10^5^ PFU) and analysis timeline. **e** Flow cytometric dot plots showing frequency of splenic B and NK cells derived from donor *Ncr*^*iCreT/+*^ (CD45.1^+^CD45.2^+^) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (CD45.2^+^) bone marrow at 3 days after MCMV infection of chimeric mice (CD45.1^+^), 8 weeks after bone marrow reconstitution (left). Ratio of *Ncr*^*iCreT/+*^ to *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ cells in B and NK cell populations from the spleen after infection (right panel). **f** Flow cytometric dot plots showing frequency of Imm, M1 and M2 NK cells from the spleen as in D (left). Total number of M2 (CD11b^+^KLRG1^+^) NK cells isolated from the spleen after infection (right). **g** Dot plot showing frequency of NK cells in lungs of chimeric mice at 3 days after infection (left). Ratio of *Ncr*^*iCreT/+*^ to *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ cells in B and NK cell populations from the lungs as in (**e**) (right). **h** Flow cytometric plots (left) and quantification (right) showing frequency of Ki-67^+^ cells among total *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells after infection as in (**e**). **i** gMFI of EOMES and T-BET in splenic NK cells isolated at 3 days after infection, as in (**e**). **j** Histogram (left) and gMFI quantification (right) of Granzyme B expression in splenic *Ncr*^*iCreT/+*^ (blue lines) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (red lines) NK cells at day 3 after infection, as in (**e**) and stimulated with PMA + ionomycin in vitro for 4 hours. **k** DNAM-1 expression in NK cells isolated from the spleen of chimeric mice at day 3 after infection, as in (**e**). **e**–**k** Data pooled from two independent experiments are shown as mean ± s.e.m. (*n* = 6 mice/timepoint). **l** Virus replication in spleen and lungs of *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice euthanized at day 3 after infection with 1 × 10^6^ PFU of MCMV is measured using plaque- forming assay and shown as mean ± s.e.m. Broken line represents assay detection limit. Data pooled from two independent experiments (*n* = 8 or 10 mice/genotype). Statistical significance was calculated using one-way ANOVA and Tukey’s post-test (**b**), a two-tailed paired Student’s *t* test (**c**,**e**–**k**) or a two-tailed Mann-Whitney U test (**l**).

Previously, MCMV-induced maturation of NK cells has been shown to be associated with downregulation of EOMES in immunocompetent animals^29^. GFI1-deficient NK cells showed an increase in EOMES expression after virus infection in spleen and lungs, while T-BET expression was reduced (Fig. 5i and Supplementary Fig. 6d, e). Loss of GFI1 also impaired granzyme B production and DNAM-1 expression (Fig. 5j, k). These findings suggest that GFI1 expression is required for maintaining NK cell responses following virus infection. MCMV virus replication was measured in *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ mice to determine if virus control was impaired. However, virus control was similar in the spleen and lungs (Fig. 5l). Thus, NK cell cytotoxicity alone does not appear to be essential for virus control that can be redundantly controlled by other immune cell populations such as conventional CD8^+^ T cells and γδ T cells^30^.

### Loss of EOMES fails to rescue GFI1-deficient NK cell maturation

EOMES is required for early NK cell development but is downregulated during terminal maturation^31^. Consistent with this stage-specific role, GFI1-deficient NK cells exhibited elevated EOMES expression at steady-state (Fig. 1i) and following inflammatory challenge (Fig. 5h). To test whether increased EOMES contributed to the maturation defect observed in the absence of GFI1, mice lacking both GFI1 and EOMES in NK cells (*Ncr*^*iCreT/+*^*Eomes*^*fl/fl*^*Gfi1*^*fl/fl*^ mice) were analysed. Deletion of either GFI1 or EOMES alone resulted in a reduction of M2 NK cell frequency in the spleen, while combined deletion resulted in a severe reduction of total NK cells in the spleen and BM, and a marked failure in the generation of M1 and M2 NK cell subsets (Supplementary Fig. 7a–d). Thus, removal of EOMES did not rescue, but instead exacerbated the NK cell developmental defects caused by GFI1-deficiency.

To assess whether partial reduction of EOMES might alleviate GFI1-dependent defects, we analysed GFI1-deficient NK cells heterozygous for EOMES (*Ncr*^*iCreT/+*^*Eomes*^*fl/+*^*Gfi1*^*fl/fl*^). EOMES haploinsufficiency failed to restore NK cell numbers or maturation (Supplementary Fig. 7e), likely due to the critical role of EOMES in early bone marrow NK cell precursors^32^. Together, these data indicate that although GFI1 normally restrains EOMES expression during later stages of NK cell differentiation, EOMES remains indispensable for early NK cell development and cannot substitute for GFI1-dependent regulatory programmes.

### GFI1-FOXO1 axis controls NK cell proliferation and differentiation

Previous studies have shown that FOXO1 is a suppressor of NK cell maturation and function^7,33^, but how FOXO1 is regulated in NK cells is not known. The scMultiomic-seq analysis showed that GFI1-deficient NK cells upregulated *Foxo1* gene expression along with increased chromatin accessibility (Fig. 6a and Supplementary Fig. 8a). 

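Over the whole Foxo1 window, accessibility was 162 IPM (159 to 165) in control and 194 (190 to 198) in GFI1-deficient nuclei. The log2 ratio was 0.25 (0.22 to 0.29), at percentile 93.9. The highest ratio among its peaks was 0.88, from 52240975 to 52241475, with 153 and 222 insertions. A peak with more signal, from 52250810 to 52251310, held 1825 and 1763 insertions and had a log2 ratio of 0.56. The most accessible peak, from 52204722 to 52205222, had 3187 and 2291 insertions and 0.15. Compared per nucleus without scaling for depth, the window had a log2 ratio of -0.23.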

Analysis of FOXO1 protein showed that it was significantly elevated in all GFI1^–/–^ NK cell subsets (Fig. 6b). This suggests that GFI1-mediated FOXO1 suppression may regulate NK cell maturation and function. To test this, both *Gfi1* and *Foxo1* were genetically ablated in NK cells by generating *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ double knockout (DKO) mice. While the loss of FOXO1 alone resulted in an increase in the prevalence of M2 NK cells, the combined loss of FOXO1 and GFI1 reduced the frequency of M2 NK cells to that of *Ncr*^*iCreT/+*^ NK cells (Fig. 6c). The NK cell and M2 cell number in spleen, lungs and liver of *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ mice was restored to the level of *Ncr*^*iCreT/+*^ (wildtype) mice, while the number of FOXO1-deficient NK cells was increased in these tissues (Supplementary Fig. 8b, c).

**Fig. 6:**
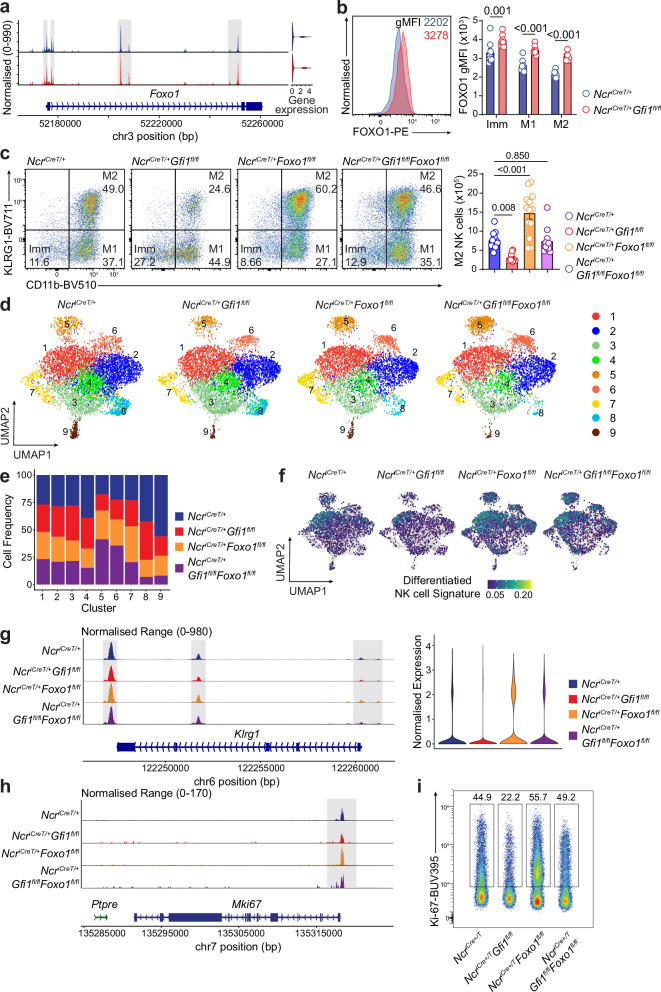
GFI1 mediated FOXO1 repression is important for NK cell differentiation and proliferation. **a** scMultiomic-seq data showing *Foxo1* chromatin accessibility and gene expression in total *Ncr*^*iCreT/+*^ (blue histogram and violin plots) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (red histogram and violin plots) NK cells isolated from the spleen of naïve mice. Grey boxes highlight differentially accessible chromatin regions. **b** Histograms (left) and gMFI quantification (right) of FOXO1 expression in splenic NK cells isolated from naïve mice. Data pooled from two independent experiments are shown as mean ± s.e.m. (*n* = 8 mice/genotype). **c** Representative plots showing frequency of NK cell subsets isolated from spleen of naïve *Ncr*^*iCreT/+*^*, Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*, Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ *and Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ mice (left). Frequency of M2 NK cells across the different genotypes is shown as mean ± s.e.m. (right). Data pooled from two independent experiments (*n* = 10 or 13 mice/genotype). **d** UMAP shows scRNA-seq based unsupervised clustering of splenic *Ncr*^*iCreT/+*^ (*n* = 6225 cells), *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (*n* = 5654 cells), *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ (*n* = 4909) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ (*n* = 4839) NK cells isolated for scMultiomic-seq from naïve mice. **e** Frequency of NK cells in each cluster identified in panel (**d**). **f** UMAP showing differentiated NK cell gene expression signature enrichment as in (**d**). **g** *Klrg1* chromatin accessibility (left) and gene expression (right) in splenic NK cells as in (**d**). Grey boxes highlight differentially accessible chromatin regions. **h** *Mki67* chromatin accessibility in splenic NK cell loci as in (**d**). Grey boxes highlight differentially accessible chromatin regions. **i** Frequency of Ki-67^+^ NK cells isolated from the spleen of naïve mice. Concatenated data are representative of two independent experiments (*n* = 4 or 5 mice/genotype). Statistical significance was calculated using a two-tailed Student’s *t* test (**b**) or a one-way ANOVA with Dunnett’s post-test (**c**).

To understand the epigenetic and transcriptional regulatory networks regulated by the GFI1-FOXO1 axis or GFI1 alone, splenic NK cells were purified from naïve *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ and *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^*Gfi1*^*fl/fl*^ mice, and scMultiomic-seq was performed. 

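Both further libraries were made and processed as those of the control and GFI1-deficient nuclei, with 1 library per genotype. The FOXO1-deficient library held 60562224 fragments from 451382 barcodes and the DKO library 37701976 fragments from 415182 barcodes, with 5.84 and 9.41 reads per fragment. The same limits left 5838 and 5572 nuclei, beside the 4909 and 4839 cells of the study, with a median of 5651 and 3659 fragments in peaks per nucleus. In peaks lay 71.4% and 71.7% of the fragments of nuclei. The mean number of insertions in peaks per nucleus, on the log2 scale, was 0.11 above the control in FOXO1-deficient nuclei, 0.52 below it in DKO nuclei (a log2 ratio of -0.52), and nearly equal in DKO and GFI1-deficient nuclei (-0.03). At Foxo1, 5 fragments of the FOXO1-deficient library span an interval of 3435 bp on chromosome 3 of GRCm39 from 52251565 to 52254999, and none does in the other libraries. This interval had little signal in any library. It held 94 insertions in control and 104 in GFI1-deficient nuclei, against 25 in FOXO1-deficient and 25 in DKO nuclei, which was 24.0% (15.2% to 36.6%) and 39.2% (24.7% to 59.5%) of the control and GFI1-deficient libraries together, scaled to the insertions of the nuclei. The Gfi1 interval held 826 insertions in FOXO1-deficient nuclei and 33 in DKO nuclei, and the signal left in DKO nuclei was 8.75% (6.00% to 12.4%) of both libraries with intact Gfi1.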

The scRNA-seq data from FOXO1-deficient and DKO NK cells were then integrated with our GFI1-deficient and wild-type (*Ncr*^*iCreT/+*^) NK cell datasets using reciprocal principal component analysis to perform unsupervised clustering. NK cells segregated into 9 distinct clusters spanning across the 4 genotypes (Fig. 6d). Clusters 1 was composed of differentiated NK cells exhibiting highest levels of *Gzma*, *Itgam* and *Zeb2* expression, together with low *Cd27* and *Il7r* expression (Supplementary Fig. 8d). The four NK cell genotypes were equally represented in cluster 1, with *Ncr*^*iCreT/+*^, *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^, *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ and *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^*Gfi1*^*fl/fl*^ NK cells comprising 27.8%, 24.8%, 24.1% and 23.3% of total cells in cluster 1, respectively (Fig. 6e). Cluster 8 represented the immature NK cells defined by high *Il7r* and *Tcf7* expression and lower levels of *Klrg1*, *Itgam* and *Gzma* expression. FOXO1-deficient and DKO NK cells were under-represented in this clusters (Supplementary Data 4). In contrast, NK cells lacking FOXO1, alone or together with GFI1, were enriched in clusters 5 and 6. These clusters represented differentiated NK cells, similar to cluster 1, with high levels of *Gzma, Klrg1* and *Zeb2* expression (Supplementary Fig. 8d). Notably, cluster 5 was distinguished from cluster 1 by higher *Klrg1* expression (Supplementary Data 5). The NK cell differentiation signature was highly enriched in FOXO1-deficient NK cell transcriptome, while the lowest score was observed in cells lacking GFI1 (Fig. 6f). Notably, NK cells lacking both GFI1 and FOXO1 exhibited a differentiation signature comparable to wild-type NK cells. 

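The Klrg1 window had 162 IPM (159 to 165) in FOXO1-deficient and 143 (139 to 147) in DKO nuclei. DKO nuclei had a log2 ratio of 0.20 (0.15 to 0.25) over GFI1-deficient nuclei, at percentile 84.9, and of 0.15 (0.10 to 0.20) over the control, and all 4 peaks of the window were higher in both comparisons. The peak from 122251374 to 122251874 rose most over GFI1-deficient nuclei, from 511 to 664 insertions, a log2 ratio of 0.62. With every nucleus thinned to the same number of fragments in peaks, the window's log2 ratio over GFI1-deficient nuclei was 0.072 and that over the control 0.023. Compared per nucleus without scaling for depth, its log2 ratio over the control changed sign, to -0.36. The log2 ratio of the Itgam window over GFI1-deficient nuclei was 0.053 (0.012 to 0.094), at percentile 54.8, with 4 of its 10 peaks higher and 6 lower. Over the control it was -0.11 (-0.14 to -0.070), with 3 peaks higher and 7 lower, and 0.026 with the median of ratios.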

*Klrg1* and *Itgam* expression was rescued in DKO NK cells (Fig. 6g and Supplementary Fig. 8e), likely due to increased chromatin accessibility of the *Klrg1* locus. Thus, GFI1 and FOXO1 co-regulate NK cell maturation and expression of key NK cell receptors. 

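At Mki67, FOXO1-deficient nuclei had 83.1 IPM (80.8 to 85.3) and DKO nuclei 79.6 (76.8 to 82.4), over all nuclei of each library. The log2 ratio of DKO over GFI1-deficient nuclei was 0.081 (0.013 to 0.15), at percentile 53.2, and that of FOXO1-deficient nuclei over the control was 0.071 (0.018 to 0.12), at percentile 63.7. Centred on peaks of the same accessibility, these values were -0.00085 and -0.019. DKO nuclei over the control had a log2 ratio of 0.010 (-0.052 to 0.072), which depended on the processing: 0.14 with the median of ratios, -0.056 centred, -0.088 with all insertions of the window and -0.50 per nucleus without scaling for depth.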

Although the frequencies of *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ NK cells in clusters 9, annotated as proliferating cells due to high expression of cell cycle related genes such as *Mki67*, *Top2a* and *E2f2*, were reduced as compared to *Ncr*^*iCreT/+*^ NK cells, FOXO1-deficient and DKO NK cells showed higher *Mki67* chromatin accessibility than NK cells lacking GFI1 (Fig. 6h). FOXO1-deficeint cells exhibited higher frequency of Ki-67^+^ NK cells in spleen, whereas combined loss of both GFI1 and FOXO1 restored Ki-67^+^ NK cell frequency to levels comparable to *Ncr*^*iCreT/+*^ NK cells (Fig. 6i). Together, these data position GFI1 and FOXO1 as opposing regulators that converge on shared chromatin programmes to balance NK cell maturation, proliferation and effector function.

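Across 52657 autosomal peaks, the effects of deleting Gfi1 and of deleting Foxo1 were compared. Control nuclei were split at random into 2 equal parts, so that both log2 ratios shared no nucleus. Both parts come from the same pool of mice, so a feature of that pool enters both ratios and moves their correlation upward. The peak on chromosome 4 from 152841725 to 152842225, nearly absent in the control alone, may be such a case. Pearson's r was -0.074 and Spearman's rho -0.014, where simulated libraries without any effect gave r from -0.0079 to 0.0104. Peaks are not independent replicates, and these correlations describe these libraries alone. With at least 500 insertions required, r was -0.15. The effect of deleting Gfi1 in the presence of Foxo1 correlated with its effect in the absence of Foxo1 at r = 0.48 (rho 0.30), and the effect of deleting Foxo1 with and without Gfi1 at r = 0.66 (rho 0.60), over 52749 peaks. Among the peaks at least 2-fold higher in GFI1-deficient nuclei than in the first part of the control, 547 in number with a median log2 ratio of 1.28, 81.0% were lower in FOXO1-deficient nuclei than in the second part. Their median log2 ratio there was -0.47, against -0.24 for 10000 random lists of peaks matched on accessibility. Of the 75 peaks at least 2-fold lower, 40% moved the opposite way in FOXO1-deficient nuclei. Their median log2 ratio there was -0.14, against -0.19 for matched random lists, at percentile 83.0. Random lists were thus lower too, and without their shares neither percentage measures opposition by itself. In all, 174 peaks were at least 2-fold higher and 1969 at least 2-fold lower in FOXO1-deficient nuclei than in the control, of 52172 tested, and 886 and 2745 in DKO nuclei, of 52122 tested. The share that was lower among the latter was 75.6%. It was 64.8% with the median of ratios, 51.4% centred on peaks of the same accessibility, and 95.5% per nucleus without scaling for depth. In DKO over FOXO1-deficient nuclei 980 peaks were higher and 374 lower, of 48747 tested. From its data on these genotypes, the paper concludes that GFI1 and FOXO1 oppose each other on shared chromatin programmes.

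**Figure D1:**
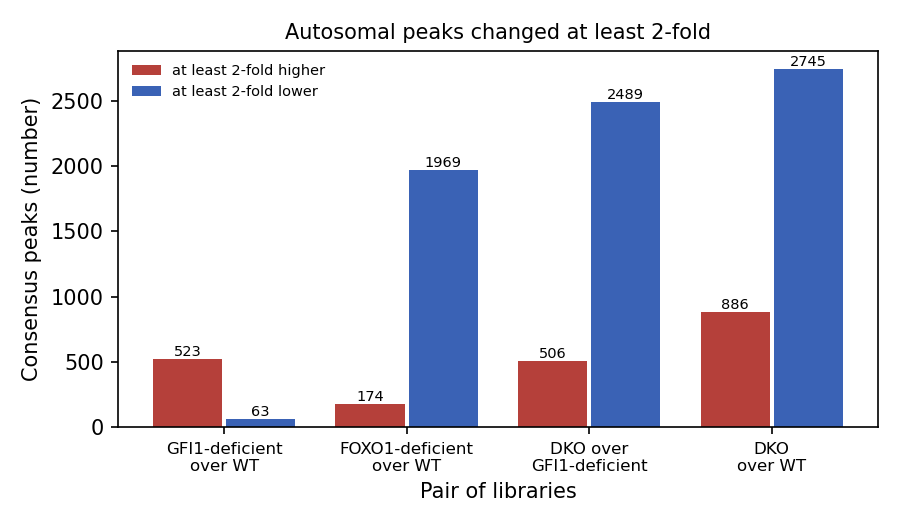
Number of autosomal consensus peaks at least 2-fold higher (red) or lower (blue) for 4 pairs of libraries, 1 library per genotype, with at least 100 insertions summed over the pair. Higher peaks outnumber lower peaks in GFI1-deficient nuclei over the control, and lower peaks outnumber higher peaks in the other comparisons drawn; without scaling for depth per nucleus, lower peaks outnumber higher peaks in all 4. DKO over FOXO1-deficient nuclei, where higher peaks outnumber lower ones, is not drawn.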

### FOXO1-driven NK cell molecular programmes

FOXO1 has been shown to supress NK cell differentiation^7^, yet the downstream molecular pathways regulated by FOXO1 remain undefined. We focused on the analysis of FOXO1-deficient NK cells to define the molecular pathways regulated by FOXO1 in NK cells. Neighbourhood analysis showed that NK cells lacking FOXO1, either alone or in combination with GFI1 loss, were enriched in cluster 5, 6 and 7, with a corresponding depletion in cluster 8 (immature NK cells) and 9 of integrated datasets (Supplementary Fig. 9a). Cluster 5 and 6 were composed of differentiated NK cells (Supplementary Fig. 9b) and FOXO1-deficient NK cell enrichment in these clusters was aligned with the known role of FOXO1 to suppress NK cell differentiation^33^. FOXO1-deficient NK cells showed elevated levels of transcription factors that promote NK cell differentiation, such as *Zeb2* and *Tbx21*, alongside reduced levels of *Tcf7*, *Id2* and *Eomes* (Supplementary Fig. S9B). Loss of FOXO1 resulted in elevated *Itgam*, *Klrg1* and *Sell* expression, while *Itgax* (CD11c) was reduced compared to wildtype NK cells. The expression of cytotoxic effector molecules such as *Gzma*, *Gzmb* and *Prf1* increased in the absence of FOXO1, which aligns with the critical role of FOXO1 in regulating NK cell killing capacity. Cell-cycle and proliferation regulating genes such as *E2f1* and *E2f2* were elevated in the absence of FOXO1 (Supplementary Fig. 9b). These transcriptional changes were associated with corresponding epigenetic changes such as open chromatin at *Tbx21*, *Zeb2* and *Klrg1* loci (Supplementary Fig. 9c). 

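In FOXO1-deficient nuclei the Tbx21 window had 227 IPM (224 to 231), a log2 ratio of 0.49 (0.46 to 0.53) over the control, at percentile 99.8, and all 4 of its peaks were higher. The largest ratio was 0.77, at the peak from 96994816 to 96995316, with 2873 insertions in the control and 4275 in FOXO1-deficient nuclei. The log2 ratio of the Klrg1 window was 0.33 (0.29 to 0.37), at percentile 98.6. Over all alternatives tried, these values stayed between 0.42 and 0.60 and between 0.29 and 0.44. Zeb2 was not analysed here.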

*Foxo1* expression itself increased in the absence of functional FOXO1 (Supplementary Fig. 3c), suggesting self-regulation of its transcription. Most FOXO1-dependent DEGs exhibited reciprocal regulation relative to GFI1, but some genes, including *Ccr2, Jun* and *Fosb*, displayed FOXO1-specific regulation that was not mirrored by GFI1 (Supplementary Fig. 9c and Supplementary Data 6). Together, these data indicate that while GFI1 and FOXO1 co-regulate many targets, GFI1 also independently controls a broader NK cell gene programme. Consistent with this model, a substantially larger number of genes were regulated by GFI1 alone compared with FOXO1 (4934 DEGs in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ versus 638 DEGs in *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ relative to *Ncr*^*iCreT/+*^ NK cells), including genes such as *Nt5e* and *Sgk1* that were elevated in GFI1-deficient and DKO NK cells but remain unchanged in FOXO1-deficient cells (Supplementary Data 1 and 6). Notably, the molecular expression patterns of FOXO1-deficient NK cells were reciprocal to those observed in GFI1-deficent NK cells, suggesting that NK cell transcriptional programmes that control NK cell proliferation, differentiation and effector function are controlled by opposing actions of GFI1 and FOXO1.

### Combined loss of GFI1 and FOXO1 partially restores NK cell tumour protection

Given that the GFI1-FOXO1 axis regulated NK cell maturation and proliferation, and that GFI1- and FOXO1-driven molecular programmes were reciprocal, we analysed scMultiomic-seq data to identify gene co-regulated by GFI1 and FOXO1. Comparison of the transcriptional and epigenetic profiles of *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells using pseudobulk analysis showed significant upregulation of NK cell differentiation-associated genes, such as *Tbx21* and *Zeb2*, in the double knockout, together with increased chromatin accessibility at these loci (Fig. 7a and Supplementary Fig. 10a). 

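The Tbx21 window had 218 IPM (213 to 223) in DKO nuclei, a log2 ratio of 0.40 (0.36 to 0.44) over GFI1-deficient nuclei, at percentile 99.1. Of its 4 peaks 3 were higher, and the peak from 96994816 to 96995316 rose from 1756 to 2490 insertions, a log2 ratio of 0.77. Among 48761 autosomal peaks tested between these libraries, 506 were at least 2-fold higher in DKO nuclei and 2489 at least 2-fold lower. The highest log2 ratio was 2.83 (2.60 to 3.00) on chromosome 17 from 68526527 to 68527027, with 12 and 312 insertions, where the libraries other than DKO held 39 insertions outside peaks over 9000 bp around it. The lowest was -3.57 (-3.80 to -3.31) on chromosome 15 from 42521546 to 42522046, with 945 and 29. Within 20 Mb of Foxo1, 11.3% of the tested peaks were changed (8.62% to 14.4%), against 6.09% elsewhere.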

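DKO nuclei had 80.6 IPM (77.9 to 83.5) in the Eomes window and FOXO1-deficient nuclei 70.2 (68.2 to 72.3). The log2 ratio of DKO nuclei was 0.13 (0.064 to 0.20) over GFI1-deficient nuclei and 0.14 (0.080 to 0.21) over the control. In the region listed for Eomes upstream of the window, which is open in GFI1-deficient nuclei, DKO nuclei had 712 insertions, a log2 ratio of 0.015 (-0.12 to 0.15) over GFI1-deficient nuclei, and FOXO1-deficient nuclei 145. At Tbx21 the log2 ratio of DKO nuclei over the control was 0.43 (0.39 to 0.47), at percentile 98.5. Per nucleus without scaling for depth, the values over the control changed sign, to -0.37 at Eomes and -0.086 at Tbx21. Across the 622 autosomal peaks changed at least 2-fold in GFI1-deficient nuclei over the first part of the control nuclei, the log2 ratio of DKO nuclei over the second part was regressed on that change through the origin. The slope was 0.70, where 1 stands for no restoration and 0 for full restoration, and simulations without any effect of Foxo1 gave 0.97 to 0.98. It was 0.69 for the 547 higher peaks, where simulations gave a mean of 0.98, and 0.85 for the 75 lower peaks, where they gave 0.92. With nuclei thinned to equal depth it was 0.56, where simulations at that depth gave a mean of 0.91. These simulations leave out any general effect of Foxo1 on accessibility. They also leave out features of the control pool, which enter both ratios and move the slope toward 1. Centred, which sets the median log2 ratio of peaks with the same accessibility to 0 in each comparison, the slope was 0.75, where simulations gave 0.966 to 0.985.

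**Figure D2:**
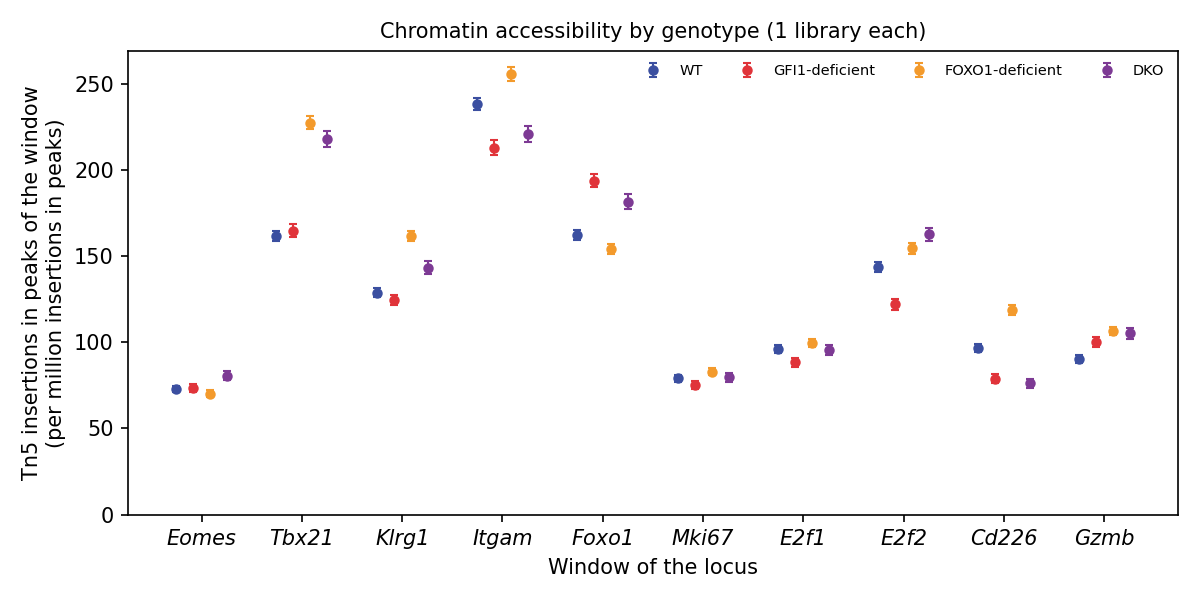
Tn5 insertions in the peaks of each locus window per 1000000 insertions in peaks, for 1 library per genotype. Bars are exact 95% Poisson intervals, which cover counting error only. At Tbx21 the FOXO1-deficient and DKO libraries lie above the control and the GFI1-deficient library, and without scaling for depth per nucleus the DKO library lies below the control.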

*Eomes* expression was significantly reduced in DKO NK cells compared with GFI1-deficient NK cells (Supplementary Fig. 10b and Supplementary Data 6) while chromatin accessibility at *Eomes* and *Tbx21* loci were restored in NK cells lacking both GFI1 and FOXO1 (Fig. 7b). However, only EOMES protein expression was restored to wildtype levels in DKO NK cells, whereas T-BET expression remained lower in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ NK cells (Fig. 7c). This indicated that GFI1 regulated T-BET expression independently of FOXO1, while EOMES expression was regulated *via* FOXO1.

**Fig. 7:**
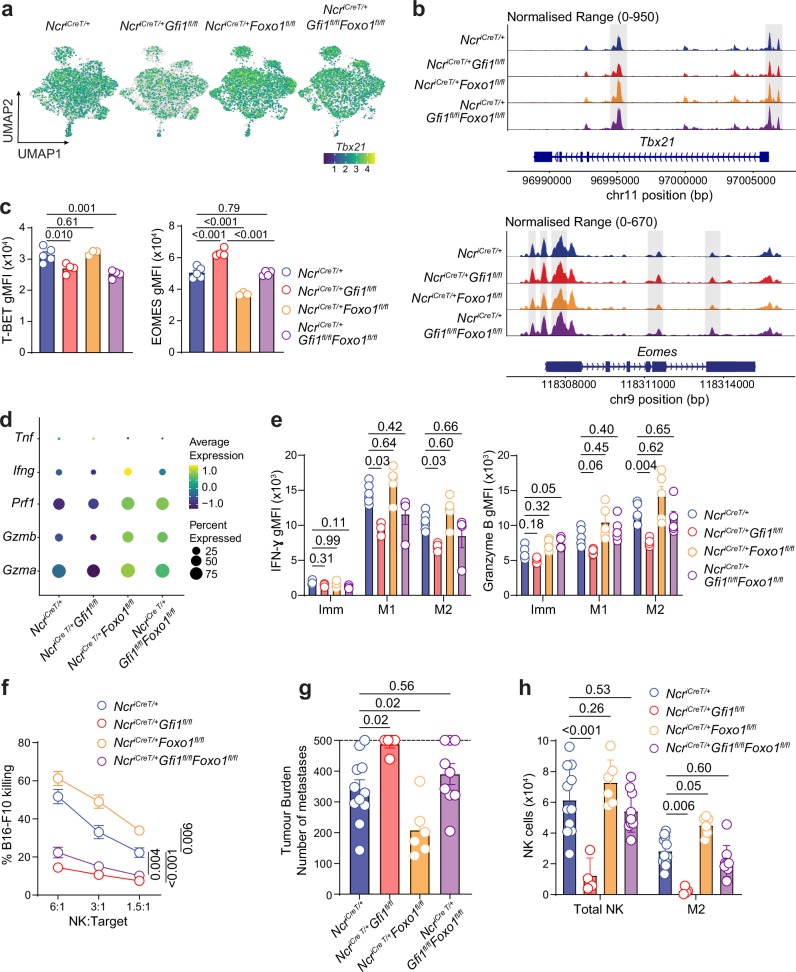
Genetic abrogation of FOXO1 restores GFI1-deficient NK cell tumour control. **a** UMAP showing *Tbx21* gene expression in splenic NK cells isolated for scMultiomic-seq from the spleen of naïve mice. **b** *Tbx21* (top) and *Eomes* (bottom) chromatin accessibility in total splenic NK cells as in (**a**). Grey boxes highlight differentially accessible chromatin regions. **c** Quantification of T-BET and EOMES expression in splenic NK cells isolated from naïve mice. Data from one of three experiments are shown as mean ± s.e.m. (*n* = 3, 4 or 5 mice/genotype/experiment). **d** Dot plots showing expression of cytotoxicity related gene in splenic NK cells as in (**a**). **e** IFN- γ and Granzyme B expression in splenic NK cell subsets isolated from naïve mice after 4 h in vitro stimulation with PMA + ionomycin. Data from one of two independent experiments is shown as mean ± s.e.m. (*n* = 4, 5 or 6 mice/genotype/experiment). **f** In vitro killing of B16-F10 target cells by splenic NK cells at the indicated NK:effector ratios. Data from one of the two independent experiments shown as mean ± s.e.m. (*n* = 4 mice/ genotype/experiment). **g** Number of tumour metastases in mice lungs 14 days after intravenous inoculation of B16-F10 tumour cells. The dashed line represents the upper detection limit. Data pooled from two independent experiments shown as mean ± s.e.m. (*n* = 6, 9 or 11 mice/genotype). **h** Number of total and M2 NK cells isolated from lungs at 14 days after tumour inoculation. Data pooled from two independent experiments shown as mean ± s.e.m. (*n* = 4, 6, 9 or 11 mice/genotype). Statistical significance was calculated using a one-way ANOVA and Tukey’s post-test (**c** and **g**) or a two-way ANOVA test with Dunnett’s post-test (**e**, **f** and **h**).

Loss of FOXO1 in GFI1-deficient NK cells substantially restored expression of NK cell genes involved in differentiation and function (Supplementary Fig. 10b). We next investigated whether the combined loss of GFI1 and FOXO1 was sufficient to rescue NK cell cytotoxicity and cytokine production. Indeed, loss of FOXO1 in GFI1-deficient cells recovered *Gzma*, *Gzmb*, and *Ifng* transcript expression and restored IFN-γ and granzyme B protein production to wild-type levels (Fig. 7d, e). Given this, we next quantified the killing capacity of DKO NK cells. While NK cell lacking FOXO1 killed B16-F10 target cells significantly more efficiently than wildtype NK cells, combined loss of FOXO1 and GFI1 led to a modest, but not statistically significant, increase (54.3%) in NK cell killing capacity compared with GFI1-deficient NK cells (Fig. 7f). Analysis of genes involved in NK cell degranulation, including lysosomal transport, SNARE components and cytoskeleton machinery, showed that combined loss of GFI1 and FOXO1 did not restore cytoskeleton and immune synapse related genes such as *Rac2*, *Coro1a* and *Cfl1* (Supplementary Fig. 10c). These findings show that while loss of FOXO1 largely rescued effector molecule production in GFI1-deficient NK cells, full restoration of cytotoxic function requires additional GFI1-dependent pathways.

Next, we investigated whether the anti-tumour functions of GFI1-deficient NK cells were restored by FOXO1 ablation. *Ncr*^*iCreT/+*^*Foxo1*^*fl/fl*^ mice had a lower number of tumour metastasis than wildtype mice (Fig. 7g and Supplementary Fig. 11a). In contrast, mice lacking both GFI1 and FOXO1 developed a tumour burden comparable with wildtype mice (Fig. 7g). Paralleling these responses, the combined loss of GFI1 and FOXO1 in NK cells rescued NK cell number and the development of M1 and M2 subsets in lungs of tumour-bearing mice (Fig. 7h and Supplementary Fig. 11b). The improved tumour control and increase in NK cells in *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^*Foxo1*^*fl/fl*^ mice was associated with improved proliferation (Ki-67 expression) and DNAM-1 expression in Imm NK cells that give rise to M1 and M2 cells compared with GFI1-deficient Imm NK cells (Supplementary Fig. 11c, d). Altogether, these data demonstrate that although the combined loss of GFI1 and FOXO1 did not fully restore NK cell killing capacity, the recovery of NK cell differentiation and proliferation was sufficient to provide effective protection against tumour metastasis.

## Discussion

In this study, we identify GFI1 as a central, cell-intrinsic regulator of NK cell differentiation and effector function. By integrating transcriptional and epigenetic programmes that govern maturation, proliferation and receptor acquisition, GFI1 enables the generation of terminally differentiated NK cells capable of effective tumour control. Unlike transcription factors that primarily promote or restrain discrete stages of NK cell differentiation, GFI1 coordinates multiple regulatory layers, including chromatin accessibility, transcription factor balance and proliferative capacity to establish the NK cell differentiation programme. GFI1 epigenetically repressed genes such as *Eomes* and *Foxo1* necessary to regulate NK cell activatory receptor expression and effector functions important for controlling tumour metastasis. In addition, we show that the GFI1-FOXO1 axis is a key regulatory pathway that fine-tunes NK cell maturation and functional capacity by regulating effector molecule production. Altogether, we demonstrate that GFI1 is required for progression from immature to mature NK cell states through a previously unrecognised GFI1-FOXO1 axis and that its loss disrupts the balance of key transcription factors that orchestrate NK cell fate and function essential for NK cell–mediated immunity.

GFI1 is highly expressed in hematopoietic stem cells, common lymphoid progenitors and T cells, and it regulates cell cycle and self-renewal capacity in these cells^15,18,20^. However, its role in mature NK cells and stage-specific requirements in peripheral NK cell development has not been previously elucidated. Our data support a model in which GFI1 shapes the NK cell chromatin landscape to coordinate differentiation with proliferative and effector programmes. NK cells lacking GFI1 were transcriptionally and epigenetically skewed toward an immature state with reduced M1 and M2 subsets across peripheral tissues. Specific deletion of GFI1 in NKp46-expressing NK cells resulted in a significant defect in multiple NK cell regulatory pathways, revealing a global rewiring of transcription factors that were de-repressed in the absence of GFI1. This uncovered two pathways, EOMES and FOXO1, that were co-regulated by GFI1, but each pathway was uniquely regulated. It was also revealed that loss of GFI1 alone disrupted the responsiveness of NK cells to IL-15-driven amplification, resulting in poor survival and proliferation of NK cells. Furthermore, it affected multiple inhibitory, activatory and homing molecules, potentially resulting in a redistribution of NK cells across tissues and a failure of the normal NK cells immunosurveillance programme. This revealed that rather than GFI1 acting as a lineage-specific switch, GFI integrates multiple regulatory inputs to enforce the coordinated execution of NK cell differentiation programmes necessary for mature NK cell development and homoeostasis.

It is well established that EOMES and T-BET are essential for NK cell development, and the balance between these two factors is critical for NK cell maturation and activation^34^. EOMES and T-BET have generally been considered to function independently. Yet despite clear evidence that their relative expression levels are critical, the molecular mechanisms that establish and maintain this balance are poorly defined. Furthermore, how other transcription factors influence their function has not been well understood. Here, we show that EOMES expression in NK cells is increased in the absence of GFI1. Complete loss of EOMES resulted in significantly impaired Imm NK cell development, likely through enhanced apoptosis^34,35^, while GFI1-deficient Imm NK cells were not significantly impacted. However, combined deletion of EOMES and GFI1 failed to rescue NK cell development and function, but instead further exacerbated the defects. EOMES itself is not a repressor and is essential for NK cell maturation and functional specification^32,36,37^. The level of EOMES expression is finely tuned relative to T-BET. However, how this precise level is regulated remains unclear. From our data, we would posit that GFI acts to calibrate EOMES expression to establish the EOMES–T-BET balance necessary for NK cell specification. A similar dichotomy has been observed for GFI1, which regulates TH2 and TH17 effector programmes and thereby shapes the balance of cytokines produced by CD4^+^ T cell subsets^16^.

In contrast to the loss of EOMES in GFI1-deficient NK cells, loss of FOXO1 resulted in a substantial, albeit partial, rescue of the GFI1 phenotype. FOXO1 has been identified as a suppressor of NK cell activation through the regulation of T-BET^7^. Our findings identify FOXO1 as a key downstream mediator of GFI1-dependent regulation and establish a GFI1–FOXO1 axis that integrates opposing transcriptional cues to regulate NK cell differentiation. FOXO1 has been previously proposed to regulate NK cell maturation *via* T-BET, a conclusion drawn from studies of *Ncr1*^*iCre*^*Foxo1*^*fl/fl*^*Tbx21*^–/–^ double-knockout mice^7^. In our study, we show that *Tbx21* is normally expressed at low levels in wild-type NK cells across the different mouse strains, but was downregulated in GFI1^–/–^ NK cells. While EOMES expression was restored to wild-type levels in GFI1^–/–^FOXO1^–/–^ NK cells, combined loss of GFI1 and FOXO1 did not rescue T-BET expression. Interestingly, chromatin accessibility at the *Tbx21* locus was rescued in GFI1^–/–^FOXO1^–/–^ NK cells, but this did not rescue T-BET protein expression, suggesting that GFI1 fine-tunes T-BET during NK cell differentiation in a FOXO1-independent manner. Furthermore, complete loss of T-BET in FOXO1^–/–^T-BET^–/–^ NK cells in vivo has previously failed to rescue mature NK cell development^7^. However, Deng et al. showed that mice carrying only a single copy of *Tbx21* substantially restored NK cells to wild-type levels^7^. Thus, consistent with previous findings, T-BET is essential for NK cell development^34,35,38^, but that the level of expression is regulated in vivo either directly or indirectly by FOXO1^7^. Together, these data indicate that GFI1 functions as a developmental checkpoint by repressing EOMES and FOXO1, thereby regulating the EOMES–T-BET balance essential for NK cell development.

Loss of FOXO1 alone resulted in an expansion of NK cell populations accompanied by increased EOMES expression. Although *Gfi1* mRNA levels were also elevated, GFI1 primarily functions through direct binding to *cis*-regulatory elements to mediate potent transcriptional repression and autoregulation^39^. In this context, increased transcript levels likely reflect amplification of a non-functional *Gfi1* allele rather than enhanced GFI1 activity.

Dual deletion of FOXO1 and GFI1 rescued many features of the GFI1-induced defects, partially restoring elements of the transcriptional network and surface activating and inhibitory molecules. While some integrins and homing molecules, such as *Cd226* and *Itgam,* were fully rescued, others, such as *Itga4* and *Itgax,* were not rescued. These findings indicate that FOXO1 and GFI1 converge on a shared core NK cell programme, while also independently regulating distinct and essential transcriptional modules. Further studies will be necessary to fully delineate these parallel regulatory pathways.

In summary, we identify GFI1 as a cell-intrinsic regulator of NK cell development that governs maturation and tissue distribution by modulating a core transcriptional programme centred on FOXO1. This programme enables peripheral immature NK cells to progress through discrete maturation stages and their effective distribution to tissues. Mechanistically, we show that GFI1-dependent defects are not rescued by EOMES deletion alone, but are largely mediated through FOXO1, which in turn coordinates EOMES and T-BET expression. Together, these findings define a negative regulatory axis that integrates a broader transcriptional network, which ensures the balance between EOMES and T-BET in NK cell development and provides a framework for how NK cell homoeostasis and protective function are maintained across diverse tissue environments.

## Methods

### Mice

*Gfi1*^*tdTomato/+*^ ^21,40^, *Gfi1*^*fl/fl*^ ^22^, *Foxo1*^*tm1Rdp*^ (*Foxo1*^*fl/fl*^)^41^*, Eomes*^*tm1Gtbz*^ (*Eomes*^*fl/fl*^)^42^ and *Ncr1*^*tm1.1(iCre)Viv*^(*Ncr*^*iCre*^) ^11^ mice have been described previously (Supplementary Data 7). B6.SJL-Ptprc^a^ Pepc/BoyJ (CD45.1^+/+^) and C57BL/6 mice were purchased from The Jackson Laboratory. *Gfi1*^*tdTomato/+*^ were backcrossed for at least 10 generations to the C57BL/6 background. All mice were used at 6–12 weeks old. Both male and female mice were used. Mice were bred and maintained under specific pathogen-free conditions at the animal facility of The University of Queensland or the WEHI. Mice were housed under a 12 h light/12 h dark cycle at 22 °C ± 2 °C and 55% ± 15% humidity. Euthanasia was performed using CO_2_ asphyxiation. All experiments were approved by the University of Queensland and Walter and Eliza Hall Institute Animal Ethics Committees and were carried out in accordance with the Guidelines of the Australian Code for the Care and Use of Animals of the National Health and Medical Research Council of Australia. All experimental procedures were approved by the Animal Ethics Committees of the respective institutions.

### Cell lines and virus infection

B16-F10 (CRL-6475) and M2-10B4 (CRL-1972) cells were obtained from ATCC. All cell lines were maintained in DMEM supplemented with 10% heat-inactivated foetal calf serum (FCS), 2 mM L-glutamine, 100 U/mL penicillin and 100 μg/mL streptomycin. MCMV is derived from pSM3fr-MCK-2fl clone 3.3 BAC^43^. MCMV was reconstituted by BAC transfection of M2-10B4 cells. The virus was then propagated on M2-10B4 cells. Virus stocks were generated as previously described^43,44^. For analysing NK cell responses, mice were infected with 2 × 10^5^ plaque-forming units (PFU) of MCMV intraperitoneally. To determine MCMV replication in vivo, mice were intraperitoneally infected with 1 × 10^6^ PFU of MCMV, and infected tissues were homogenised and titrated on M2-10B4 cells as previously described^45^.

### Cell isolation and flow cytometric analyses

Single cell suspensions were generated by forcing tissues through 70 μm cell strainers. Red blood cells (RBC) were lysed using ACK buffer (150 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA). Blood samples were collected via retro-orbital bleeding, and RBC were lysed using ACK buffer. Lungs were perfused with approximately 5 mL phosphate-buffered saline (PBS) via the right ventricle to remove circulating blood. Then, lungs were placed in collagenase type IV (1 mg/mL, Worthington) deoxyribonuclease I (200 μg/mL, Roche) and dispase (0.4 U/mL; Gibco) in complete RPMI medium (RPMI 1640 medium containing 10% heat-inactivated FCS, 1 mM l-glutamine, 100 U/mL penicillin, 100 μg/mL streptomycin and 50 μM β-mercaptoethanol) and homogenized using the gentleMACS Dissociator (Miltenyi Biotec) mouse lung digestion protocol setting. After dissociation, mononuclear cells were purified by gradient centrifugation using a 40–80% Percoll gradient. Lymphocytes were isolated from the liver single cell suspension using a 33% isotonic Percoll gradient. Bone marrow cells were isolated from long bones by perfusion and filtered through 70 μm cell strainers. Cell suspensions were blocked with PBS containing 5 mg/mL anti-CD16/CD32 (2.4G2) and stained (30 min on ice) with fluorophore-conjugated antibodies or reagents in FACS buffer (PBS containing 2.5% heat-inactivated FCS and 50 mM EDTA), unless stated otherwise. For intracellular staining, surface-labelled cells were fixed using eBioscience Foxp3/Transcription Factor Staining Buffer (Thermo Fisher), then stained for intracellular cytokines or transcription factors. For cytokine detection, single cell suspensions were stimulated with phorbol 12-myristate 13-acetate (100 ng/mL), ionomycin (100 ng/mL) and brefeldin A (10 μg/mL) in complete RPMI 1640 medium for 4 h followed by surface and intracellular staining. Live cells were identified by exclusion staining with a fixable viability dye (BD Biosciences or BioLegend) or 7-AAD (BD Biosciences). All antibodies and staining reagents used in the study are outlined in Supplementary Data 8 and the reagents outlined in Supplementary Data 9. Flow cytometry analysis was performed on a Cytek Aurora (Cytek Biosciences) or LSRFortessa X-20 (BD Biosciences), and analysis undertaken using FlowJo analysis software v.10.10 (BD Biosciences).

### Generation of mixed bone marrow chimeras

CD45.1^+/+^ recipient mice (6–10 weeks old) were lethally irradiated with two doses of 5.5 Gy (3 h apart). Bone marrow cells were isolated from congenically-labelled *Ncr*^*iCreT/+*^ (CD45.1^+^CD45.2^+^, wildtype) and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ (CD45.2^+/+^) donor mice by flushing the femoral and tibial bones with sterile FACS buffer to make a single cell suspension. RBCs were lysed using ACK buffer, then washed twice with FACS buffer. Live cells were enumerated using Trypan blue exclusion. *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ bone marrow cells were mixed 1:1, and 2-4 × 10^6^ mixed bone marrow cells were then adoptively transferred into the irradiated recipients. Chimeric mice were allowed 6–10 weeks to fully reconstitute their hemopoietic compartment with donor bone marrow cells before virus infection or tumour inoculation.

### Pulmonary metastasis

B16-F10 murine melanoma cells were maintained in DMEM supplemented with 10% heat-inactivated FCS, 2mM L-Glutamine, 100 U/mL penicillin, and 100 μg/mL streptomycin. 2 × 10^5^ B16-F10 cells were injected via the tail vein of recipient mice. Animals were monitored daily for clinical and behavioural signs to ensure welfare and determine humane endpoints, in accordance with protocols approved by the Animal Ethics Committees at the University of Queensland and the Walter and Eliza Hall Institute. After 14 days, the lungs, liver, long bones and kidneys were harvested, fixed in formalin, and B16-F10 tumour metastases were counted using a dissecting microscope.

### In vitro NK cell culture and killing assay

For in vitro NK cell culturing, splenocytes were isolated from naïve mice and NK cells were enriched using EasySep Mouse NK Isolation Kit (StemCell Technologies) or MACS NK Cell Isolation Kit, mouse (Miltenyi Biotec, Inc.) according to the manufacturer’s protocol and then labelled with CellTrace Violet (CTV) (Invitrogen). Immature (Imm, CD11b^-^KLRG1^-^), M1 (CD11b^+^KLRG1^-^) and M2 (CD11b^+^KLRG1^+^) NK cell subsets were sorted using BD FACSAria Fusion (BD Biosciences) or Aurora CS Cell Sorter (Cytek Biosciences). Sorted NK cells were cultured in Complete RPMI (RPMI 1640 medium containing 10% heat-inactivated FCS, 1 mM l-glutamine, 100 U/mL penicillin, 100 μg/mL streptomycin and 50 μM β-mercaptoethanol) with 50 ng/mL of IL-15 (PeproTech). Cells were analysed at day 0, 3 and 5 of culturing.

For the in vitro killing assay, NK cells were sorted and cultured in RPMI without phenol red (Gibco) supplemented with 10% heat-inactivated FCS, 1% 4-(2-hydroxyethyl)−1-piperazineethanesulfonic acid (HEPES), 1% GlutaMAX, 1% NEAA, 50 μM 2-mercaptoethanol, 1% sodium pyruvate and 50 ng/mL IL-15 for 6 days. B16-F10 target cells were labelled with 15 μM calcein AM (Invitrogen) in Complete RPMI without phenol red for 30 min at 37 °C. Target cells were washed twice after labelling, then cocultured with NK cells for 4 h at 37 °C. After 4 h of co-culture, Calcein AM release was quantified as relative fluorescence units (RFU) using CLARIOstar plus (BMG Labtech) fluorescence microplate reader and specific lysis was calculated with the following formula:

Specific lysis (%) = (ER [RFU] − SR [RFU])/(MR [RFU] − SR [RFU]) × 100; ER denotes experimental release, SR is spontaneous release, and MR is maximal release.

### RNA isolation and bulk RNA-seq

NK cell subsets were sorted from splenocytes, and total RNA was extracted using the RNeasy Plus Micro kit (Qiagen) according to the manufacturer’s instructions. The quality and integrity of RNA was measured using Bioanalyzer or TapeStation systems (Agilent Technologies). Libraries were prepared using TruSeq Stranded Total RNA kit (Illumina) and sequenced ( > 50 million reads/sample) using NovaSeq S1 PE100 flow cell (Illumina) or NovaSeq SP 100 flow cell (Illumina).

RNA-seq read quality was assessed with *fastp*^46^ to trim low-quality reads. Reads were mapped to the mouse genome (mm10) using STAR v2.7.10^47^, and mapped reads were quantified with *featureCounts* v2.0.1^48^. Read counts were normalised and differential gene expression quantified with DESeq2 v1.4.0. A log-fold change larger than one and a false discovery rate cut-off of 5% was used to select significantly over- and under-represented genes. Volcano plots and heatmaps were plotted using *EnhancedVolcano* v1.18.0 and *pheatmap* v1.0.12 packages, respectively.

### Single cell multiomic sequencing

Single-cell multiomic sequencing was performed using BD Rhapsody WTA + ATAC analyses kits (BD Biosciences). NK cells were sorted from the spleen of naïve mice, and cells were pooled from 3–5 mice to make a cell suspension (1 × 10^5^ cells) for nuclei isolation. NK cells were spun at 400 × *g* for 5 min. Then, the pellet was resuspended in 100 µL of chilled cell lysis buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_, 0.1% tween-20, 0.1% IGEPAL CA-630, 0.01% digitonin, 1 mM dithiothreitol, 1 U/μL RNase inhibitor and 1% BSA) for 3 min to isolate nuclei. Cell lysis was stopped by adding 1 mL of wash buffer (10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween 20, 1 mM dithiothreitol, 1 U/µL RNase inhibitor and 1% BSA). Nuclei were washed twice with wash buffer and then resuspended in chilled Nuclei Buffer (1 × Nuclei Buffer, 0.1 mM dithiothreitol and 1 U/µL RNase inhibitor). A total of 50,00 NK cell nuclei were incubated at 37 °C in tagmentation mix according to BD Rhapsody single-cell ATAC-seq and mRNA Whole Transcriptome Analysis library preparation protocol v23-24474(01). After 30 min incubation, nuclei were loaded onto the BD Rhapsody 8-Lane Cartridge followed by loading BD Rhapsody Enhanced Cell Capture Beads V3. Single-cell ATAC and single-cell RNA libraries were prepared as per the user guide. For the ATAC-seq, libraries were sequenced using a NextSeq 200 P4 flow cell (Illumina) with the following read protocol: 50 cycles (read 1), 8 cycles (index 1), 60 cycles (index 2) and 50 cycles (read 2). RNA libraries were sequenced on a NextSeq 200 P4 flow cell (Illumina) with the following cycle settings: 51 cycles (read 1), 8 cycles (i7 index read), 8 cycles (i5 index read) and 71 cycles (read 2).

### Single-cell multiomic data processing

Single-cell RNA-seq and single-cell ATAC-seq FASTQ files were pre-processed using BD Rhapsody Sequence Analysis Pipeline v1.2 to map RNA transcripts and ATAC peaks to the mm39 genome. Seurat objects were created using RNA transcript matrix files, and ATAC-seq data (ATAC-seq fragments file) was added using *CreateChromatinAssay*. Quality control was performed by filtering cells with the following criteria: between 200 and 2000 total RNA features, between 1000 and 20,000 total ATAC counts and percent mitochondrial counts < 20. Following quality control, the object was split into independent RNA-seq and ATAC-seq objects for individual processing.

RNA-seq expression count data for each dataset was normalised using *SCTransform*. SCTransformed data from multiple datasets (e.g., *Ncr*^*iCreT/+*^ and *Ncr*^*iCreT/+*^*Gfi1*^*fl/fl*^ NK cells) were prepared for merging and integration using *PrepSCTIntegration* and principal component analysis was performed to find 50 nearest neighbours for each dataset using the Louvain algorithm. After preprocessing, datasets were merged and integrated using the *IntegrateData* (RPCAIntegration) function. For ATAC-seq datasets, consensus peaks were identified using Signac *CallPeaks* function with MACS3 and non-standard chromosome peaks were removed. Term-frequency inverse-document-frequency was calculated, and singular value decomposition was run using Signac *RunSVD* function. Then, dimension reduction was performed using latent semantic indexing (LSI), followed by graph-based clustering on the LSI components 2 to 30. ATAC-seq datasets were integrated using integration anchors calculated using *FindIntegrationAnchors* and merged using *IntegrateEmbeddings*. The integrated RNA-seq data was used to generate a UMAP using a joint weighted nearest neighbour map and unsupervised clustering was performed. UMAP plots showing NK cell clusters were produced with the *DimPlot* function and UMAP based gene expression plots were produced with scCustomize package v3.2.0 using the Viridis colour scale. Differentially expressed genes (DEGs) and differentially accessible regions (DARs) between two groups of cells were calculated using the *FindMarkers* function. Chromatin track plots were generated using the Signac *CoveragePlot* function. Differential abundance of cells in neighbourhoods was quantified using MiloR v2.2.0^23^. Pathway enrichment analysis was performed using AUCell v1.28.0. Immature NK cell signature was defined by comparing CD11b^-^KLRG1^-^ and CD11b^+^KLRG1^+^ *Ncr*^*iCreT/+*^ NK cell subsets and quantifying differentially expressed genes. DEGs were ranked by Benjamini-Hochberg procedure (fdr) corrected *p-*values and the top 100 DEGs were used to calculate the signature score and applied to single-cell data using the *AddModuleScore* function. Mature NK cell signature was defined similarly by comparing CD11b^+^KLRG1^+^ *Ncr*^*iCreT/+*^ NK cell transcriptome to CD11b^-^KLRG1^-^ and CD11b^+^KLRG1^-^ *Ncr*^*iCreT/+*^ NK cells.

### Quantification and statistical analysis

Statistical analyses were performed using Prism 10 software (GraphPad). Bar graphs show the mean ± SEM. Statistical tests for each dataset are indicated in the figure legend; exact *n-*values and *p-*values are indicated. Statistical significance was considered when the *p-*value was < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All data supporting the findings of this study are included in the main text, supplementary information and source data files. Raw data files for the bulk RNA sequencing have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE278867. Single-cell multiomic-seq data can be accessed using the accession number GSE313719. Source data are provided in this paper.

# Supplementary material for: The GFI1–FOXO1 axis regulates NK cell maturation and function
**Source:** Nat Commun. 2026 Apr 22;17:5593. doi: 10.1038/s41467-026-72022-6
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Materials for

**GFI1-driven epigenetic programs regulate NK cell maturation and function**

Qiutong Huang *et al.*

**The PDF file includes:**  
Supplemental Figs. 1 to 11

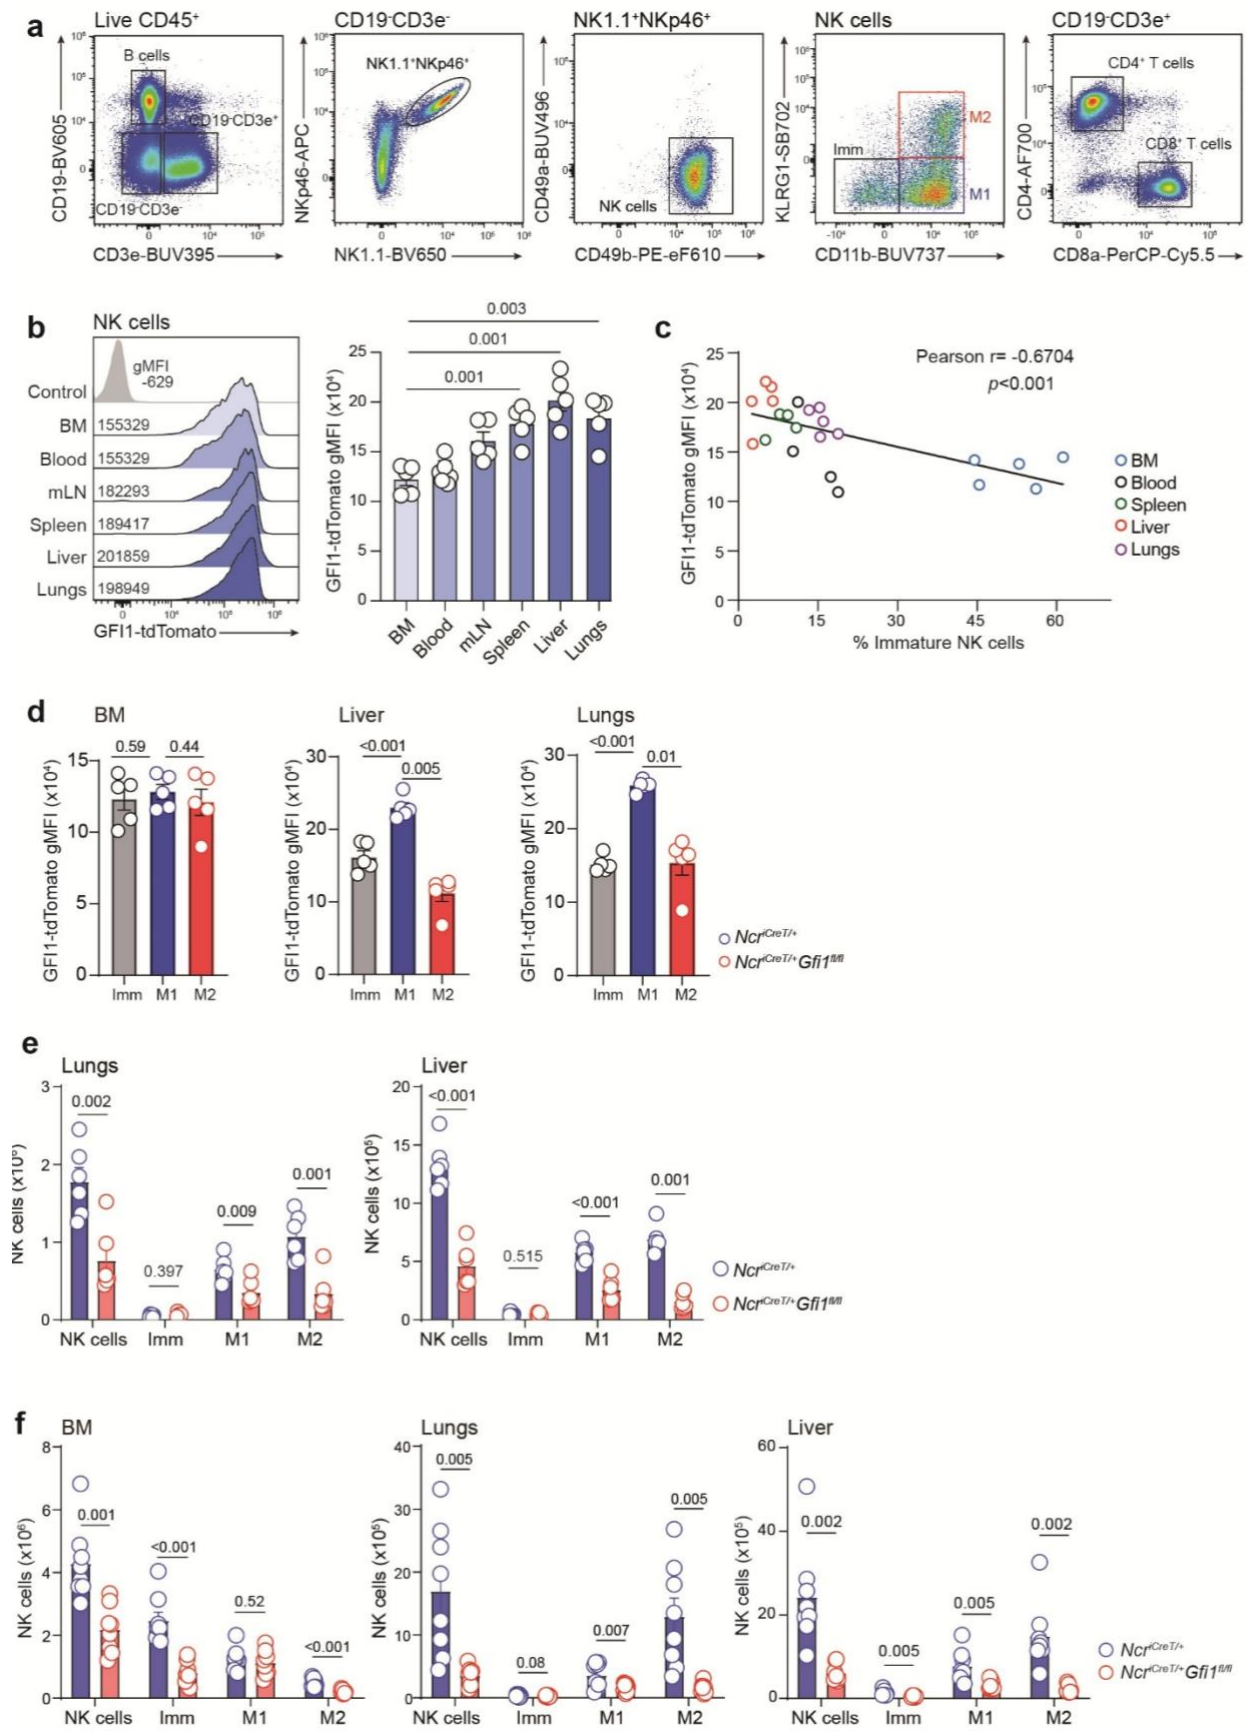

**Supplemental Figure 1. Genetic ablation of GF11 impairs NK cell maturation.** **a**, Flow cytometric plots showing gating strategy for NK cell subsets isolated from spleen of  $NCR^{iCreT/+}$  mice. **b**, Histogram (left) and geometric mean fluorescence intensity (gMFI) quantification (right) of GF11-tdTomato in total NK cells (live CD3<sup>-</sup>CD3ε<sup>-</sup>CD19<sup>-</sup>NK1.1<sup>+</sup>NKp46<sup>+</sup>CD49b<sup>+</sup>) from different tissues of naïve  $Gfi1^{tdTomato/+}$  mice. Control shows NK cells from C57BL/6 spleen. Data show one of the two independent experiments as mean ± s.e.m. ( $n=5$  biologically independent mice/ independent experiment). **c**, Correlation between GF11-tdTomato gMFI of total NK cells and frequency of Imm (CD11b<sup>-</sup>KLRG1<sup>-</sup>) NK cells isolated from naïve  $Gfi1^{tdTomato/+}$  mice tissue. Pearson correlation coefficient (r) and  $p$  value are shown. **d**, GF11-tdTomato expression in Imm (CD11b<sup>-</sup>KLRG1<sup>-</sup>), M1 (CD11b<sup>+</sup>KLRG1<sup>-</sup>) and M2 (CD11b<sup>+</sup>KLRG1<sup>+</sup>) NK cells isolated from bone marrow (BM), liver and lungs of  $Gfi1^{tdTomato/+}$  mice. Data show mean ± s.e.m. of one of two independent experiments ( $n=5$  biologically independent mice/independent experiment). **e**, Total number of NK cell subsets among total NK cells isolated from the lungs and liver of  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  mice. Data show mean ± s.e.m. of one of the three independent experiments ( $n=6$  biologically independent mice/ independent experiment). **f**, Frequency of donor  $Ncr^{iCreT/+}$  (CD45.1<sup>+</sup>CD45.2<sup>+</sup>) and  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  (CD45.2<sup>+</sup>) NK cells isolated from different tissues 6 weeks after bone marrow reconstitution. Data pooled from two independent experiments is shown as mean ± s.e.m. ( $n=8$  biologically independent mice). Statistical significance was calculated using one-way ANOVA and Tukey's post-test (**d**), a two-tailed Student's  $t$  test (**e**) or a two-tailed paired  $t$  test (**f**).

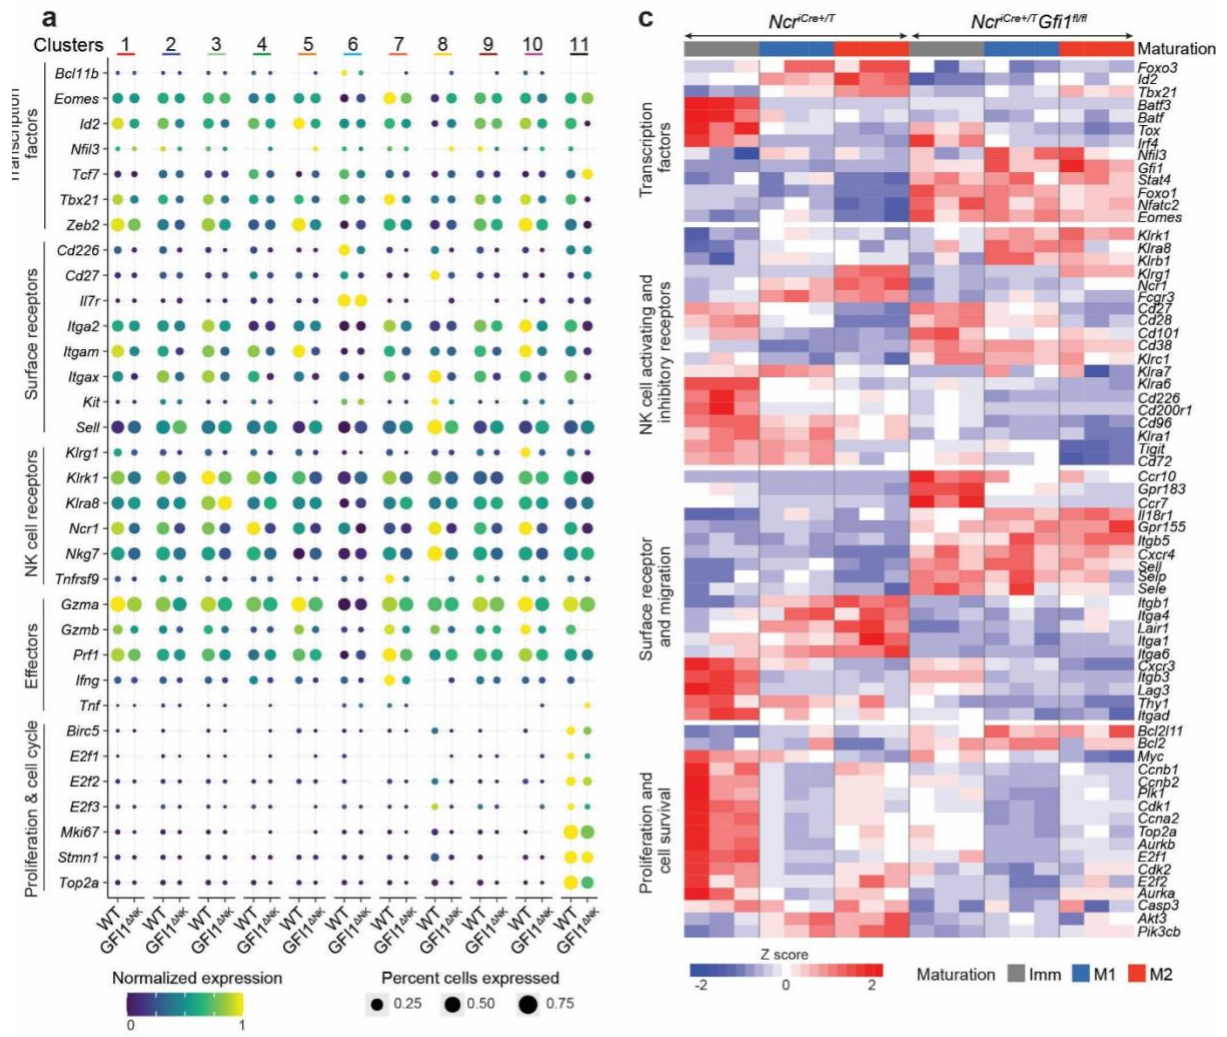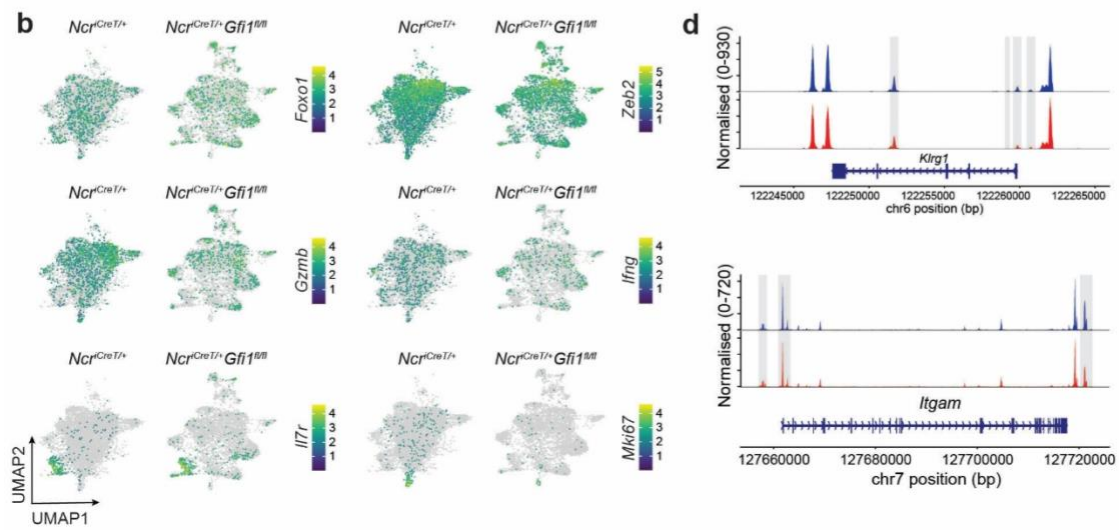

**Supplemental Figure 2. GFI1-mediated transcriptional regulation of NK cells.** **a**, Dot plot showing expression of selected genes in WT ( $Ncr^{iCreT/+}$ ) and GFI1 $\Delta$ NK ( $Ncr^{iCreT/+}Gfi1^{fl/fl}$ ) NK cells within different clusters calculated after RPCA integration of scRNA-seq data, with dot size indicating fraction of cells expressing gene and colour representing mean expression. **b**, UMAP showing normalized RNA expression of *Foxo1*, *Zeb2*, *Gzmb*, *Ifng*, *Il7r* and *Mki67* in NK cells as in **a**. **c**, Gene expression of selected differentially expressed genes ( $p < 0.05$ ) in Imm (CD11b $^{-}$ KLRG1 $^{-}$ ), M1 (CD11b $^{+}$ KLRG1 $^{-}$ ) and M2 (CD11b $^{+}$ KLRG1 $^{+}$ ) NK cells isolated from the spleen of naïve  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  mice for bulk RNA-seq analysis. **d**, Histograms showing chromatin accessibility at *Klrg1* (top) and *Itgam* (bottom) loci in total  $Ncr^{iCreT/+}$  (blue) and  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  (red) NK cells isolated as in **a**. Grey boxes highlight differentially accessible chromatin regions.

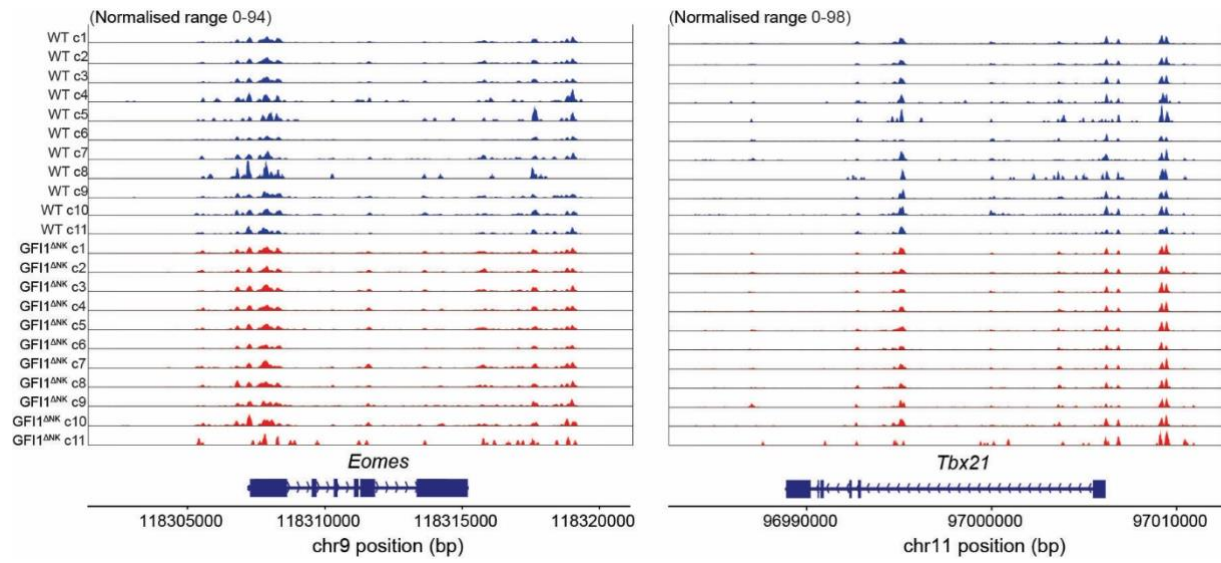

**Supplemental Figure 3. GFI1 epigenetically regulates NK cell transcription factors.** Histograms showing chromatin accessibility at *Eomes* (left) and *Tbx21* (right) loci in WT (*Ncr<sup>iCreT/+</sup>*) and GFI1<sup>ΔNK</sup> (*Ncr<sup>iCreT/+</sup> Gfi1<sup>fl/fl</sup>*) NK cells isolated from spleen for scMultiomic-seq and clustered using scRNA-seq data.

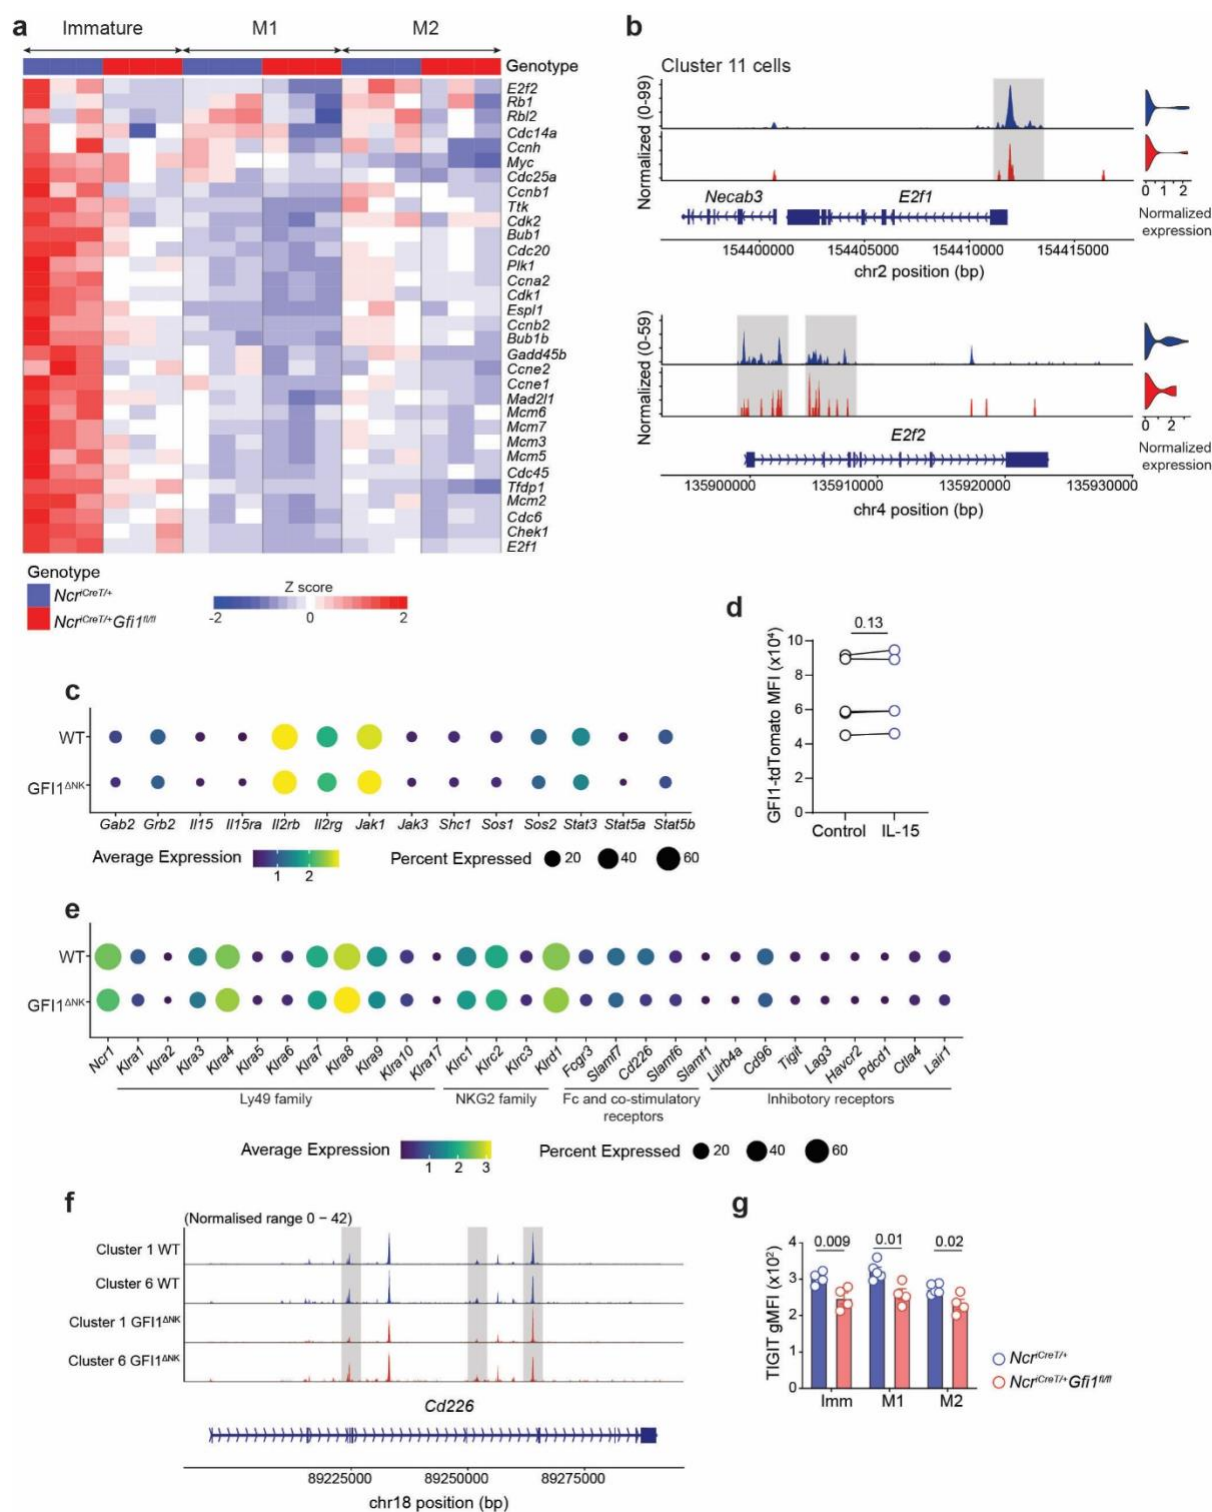

**Supplemental Figure 4. GFI1-mediated epigenetic control of NK cell proliferation and activatory receptors.** **a**, Gene expression of selected cell cycle related differentially expressed genes ( $p < 0.05$ ) in Imm (CD11b<sup>-</sup>KLRG1<sup>-</sup>), M1 (CD11b<sup>+</sup>KLRG1<sup>-</sup>) and M2 (CD11b<sup>+</sup>KLRG1<sup>+</sup>) NK cells isolated from the spleen of naïve  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  mice for bulk RNA-seq analysis. **b**, Chromatin accessibility and gene expression of *E2f1* (top) and *E2f2* (bottom) loci in splenic NK cells within cluster 11, identified using unsupervised clustering based on scRNA-seq data. Grey boxes highlight differentially accessible chromatin regions. **c**, Dot plot showing expression of selected IL-15 signalling pathway genes in total WT ( $Ncr^{iCreT/+}$ ) and GFI1<sup>ΔNK</sup> ( $Ncr^{iCreT/+}Gfi1^{fl/fl}$ ) NK cells isolated from spleen as in **b**. **d**, GFI1-tdTomato expression in splenic NK cells following 30 min *in vitro* culture with recombinant 50 ng/mL IL-15. Data from one of two independent experiments is shown ( $n=5$  biologically independent mice/ independent experiment). **e**, Dot plot showing expression of selected NK cell activatory and inhibitory receptor genes in total WT ( $Ncr^{iCreT/+}$ ) and GFI1<sup>ΔNK</sup> ( $Ncr^{iCreT/+}Gfi1^{fl/fl}$ ) NK cells isolated from spleen as in **b**, with dot size indicating fraction of cells expressing gene and colour representing mean expression. **f**, Chromatin accessibility at *Cd226* locus in different NK cell clusters, identified using unsupervised clustering based on scRNA-seq data. Grey boxes highlight differentially accessible chromatin regions. **g**, TIGIT expression in splenic NK cells isolated from  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  mice. Data show mean  $\pm$  s.e.m. from one of two independent experiments ( $n=4$  biologically independent mice/ genotype/ independent experiment). Statistical significance calculated using a two-tailed Student's *t* test.

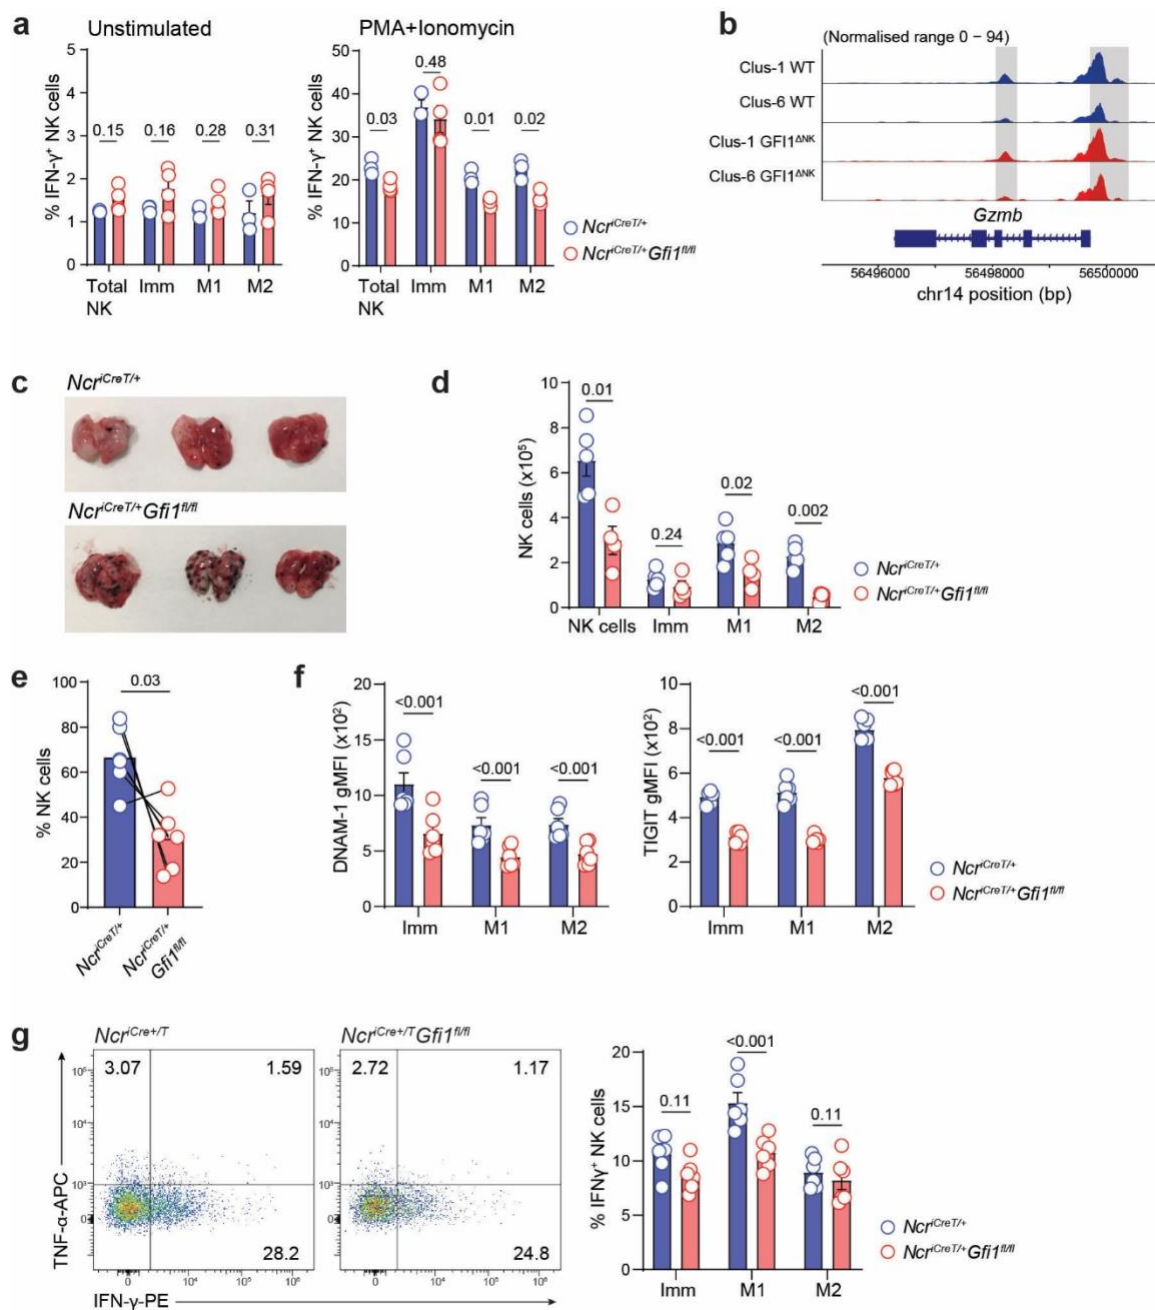

**Supplemental Figure 5. GFI1 is required for NK cell responses following tumour inoculation.** **a**, Frequency of IFN- $\gamma^+$  NK cells isolated from the spleen of  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfil^{fl/fl}$  mice quantified 4-hour after PMA+ionomycin stimulation *in vitro* in the presence of brefeldin A. Data from one of two independent experiments is shown as mean  $\pm$  s.e.m. ( $n=3$  biologically independent mice/independent experiment). **b**, Chromatin accessibility at *Gzmb* locus in different WT ( $Ncr^{iCreT/+}$ ) and GFI1 $^{\Delta NK}$  ( $Ncr^{iCreT/+}Gfil^{fl/fl}$ ) clusters, identified using unsupervised clustering based on scRNA-seq data. Grey boxes highlight differentially accessible chromatin regions. **c**, Infiltration of B16-F10 tumour cells in the lungs of  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfil^{fl/fl}$  mice 14 days after intravenous inoculation of B16-F10 cells. Representative images show tumour metastases. Data representative of three independent experiments ( $n=17$  or 19 biologically independent mice/genotype). **d**, Frequency of NK cell subsets isolated from spleen of tumour bearing  $NCR^{iCreT/+}$  and  $NCR^{iCreT/+}Gfil^{fl/fl}$  mice at 14 days after B16-F10 cell injection. Data show mean  $\pm$  s.e.m. (right) of one of two independent experiments ( $n=4$  or 5 biologically independent mice/genotype/ independent experiment). Statistical significance was calculated using a two-tailed Student's *t* test. **e**, Frequency of  $Ncr^{iCreT/+}$  (CD45.1 $^+$ CD45.2 $^+$ ) and  $Ncr^{iCreT/+}Gfil^{fl/fl}$  (CD45.2 $^{+/+}$ ) NK cells among total splenic NK cells at 14 days after tumour inoculation into chimeric mice (CD45.1 $^+$ ) that received bone marrow cells 6 weeks prior to tumour inoculation. **f**, DNAM-1 and TIGIT expression in splenic NK cells as in **e**. **g**, Flow cytometric plots showing frequency of IFN- $\gamma^+$  and TNF- $\alpha^+$  cells among lung  $Ncr^{iCreT/+}$  and  $Ncr^{iCreT/+}Gfil^{fl/fl}$  NK cells as in **e** (left). Bar plots showing frequency of IFN- $\gamma^+$  cells among NK cells isolated from lungs of chimeric mice following 4-hour PMA+ionomycin stimulation (right). **e-g**, Data pooled from two independent experiments ( $n=6$  biologically independent mice) show mean  $\pm$  s.e.m. Statistical significance was calculated using a two-tailed Student's *t* test (A and C) or a two-tailed paired *t* test (**d-f**).

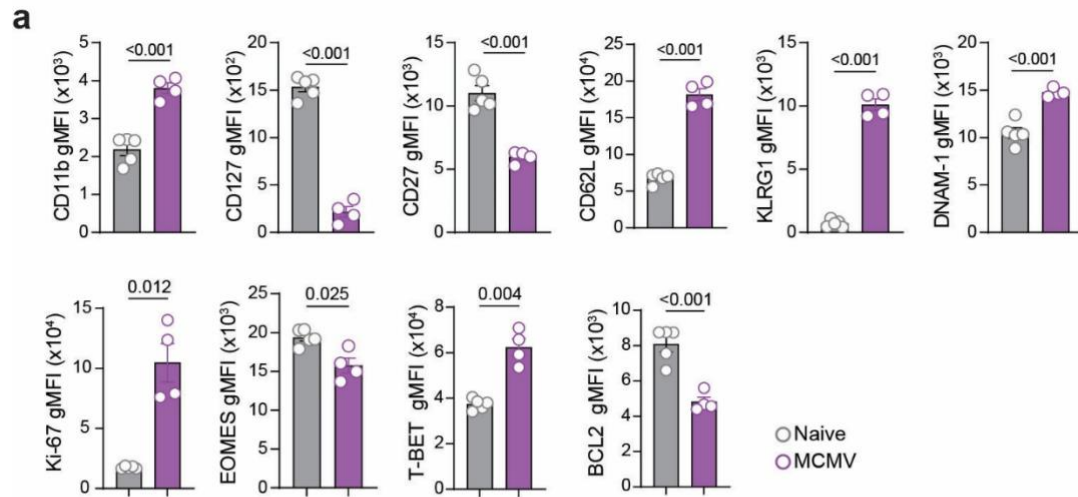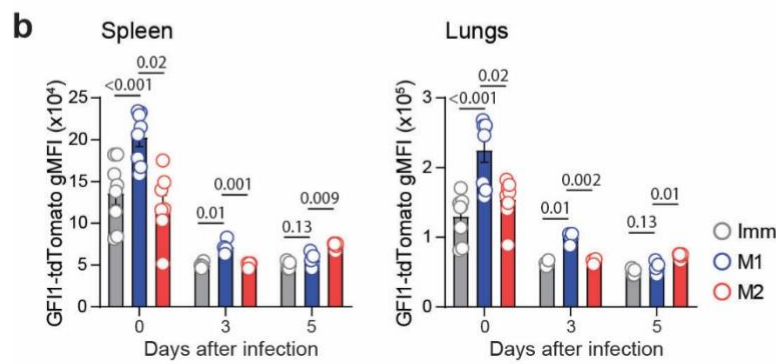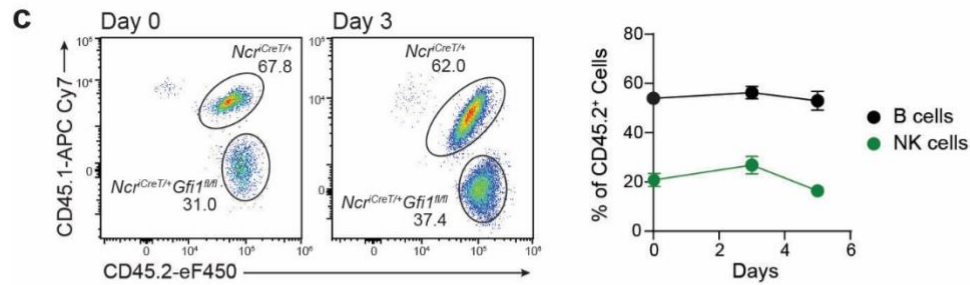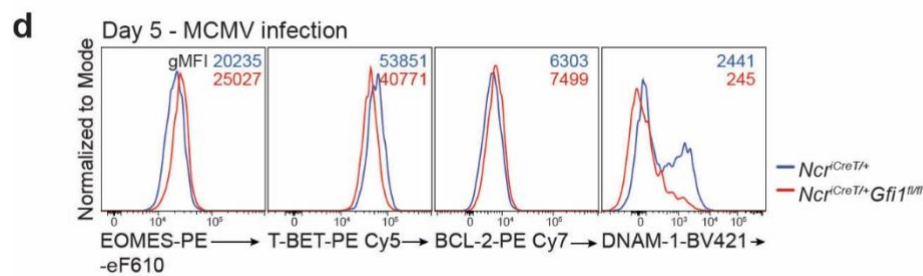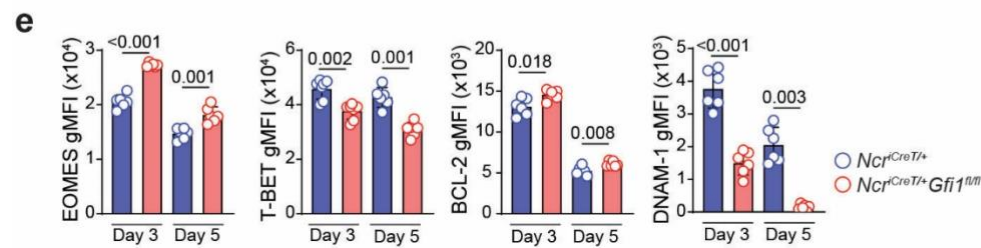

**Supplemental Figure 6. GFI1 expression is required for NK cell proliferation and activation following virus infection.** **a**, Expression of CD11b, CD127, CD27, CD62L, KLRG1, DNAM-1, Ki-67, EOMES, T-BET and BCL-2 in total NK cells isolated from the spleen of naïve and infected *Gfi1<sup>tdTomato/+</sup>* mice at 3 days after MCMV infection with  $2 \times 10^5$  PFU inoculated intraperitoneally. Data show one experiment as mean  $\pm$  s.e.m. ( $n=4$  or 5 biologically independent mice/treatment group). **b**, GFI1-tdTomato expression in NK cell subsets isolated from the spleen and lungs as in A. Data pooled from two independent experiments shown as mean  $\pm$  s.e.m. (day 0,  $n=8$  biologically independent mice), or a single experiment (day 3, 5,  $n=4$  or 5 biologically independent mice). **c**, Representative plots (left) and quantification (right) of *Ncr<sup>iCreT/+</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* NK cell frequency among total NK cells in peripheral blood at day 0 and 3 after MCMV infection of bone marrow chimeric mice reconstituted with *Ncr<sup>iCreT/+</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* bone marrow 6 weeks prior to virus infection. Data pooled from two independent experiments ( $n=7$  biologically independent mice). **d**, EOMES, T-BET, BCL-2 and DNAM-1 expression in *Ncr<sup>iCreT/+</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* NK cells isolated from spleen of BM chimeric mice 5 days after infection as in **c**. Data is representative of two independent experiments ( $n=7$  biologically independent mice/ independent experiment). **e**, EOMES, T-BET, BCL-2 and DNAM-1 expression in *Ncr<sup>iCreT/+</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* NK cells isolated from lungs of chimeric mice as in **c**. Data show mean  $\pm$  s.e.m. pooled from two independent experiments ( $n=7$  biologically independent mice). Statistical significance was calculate using a two-tailed Student's *t* test (**a**), two-way ANOVA with Tukey's post-test (**b**) or a two-tailed paired *t* test (**c-e**).

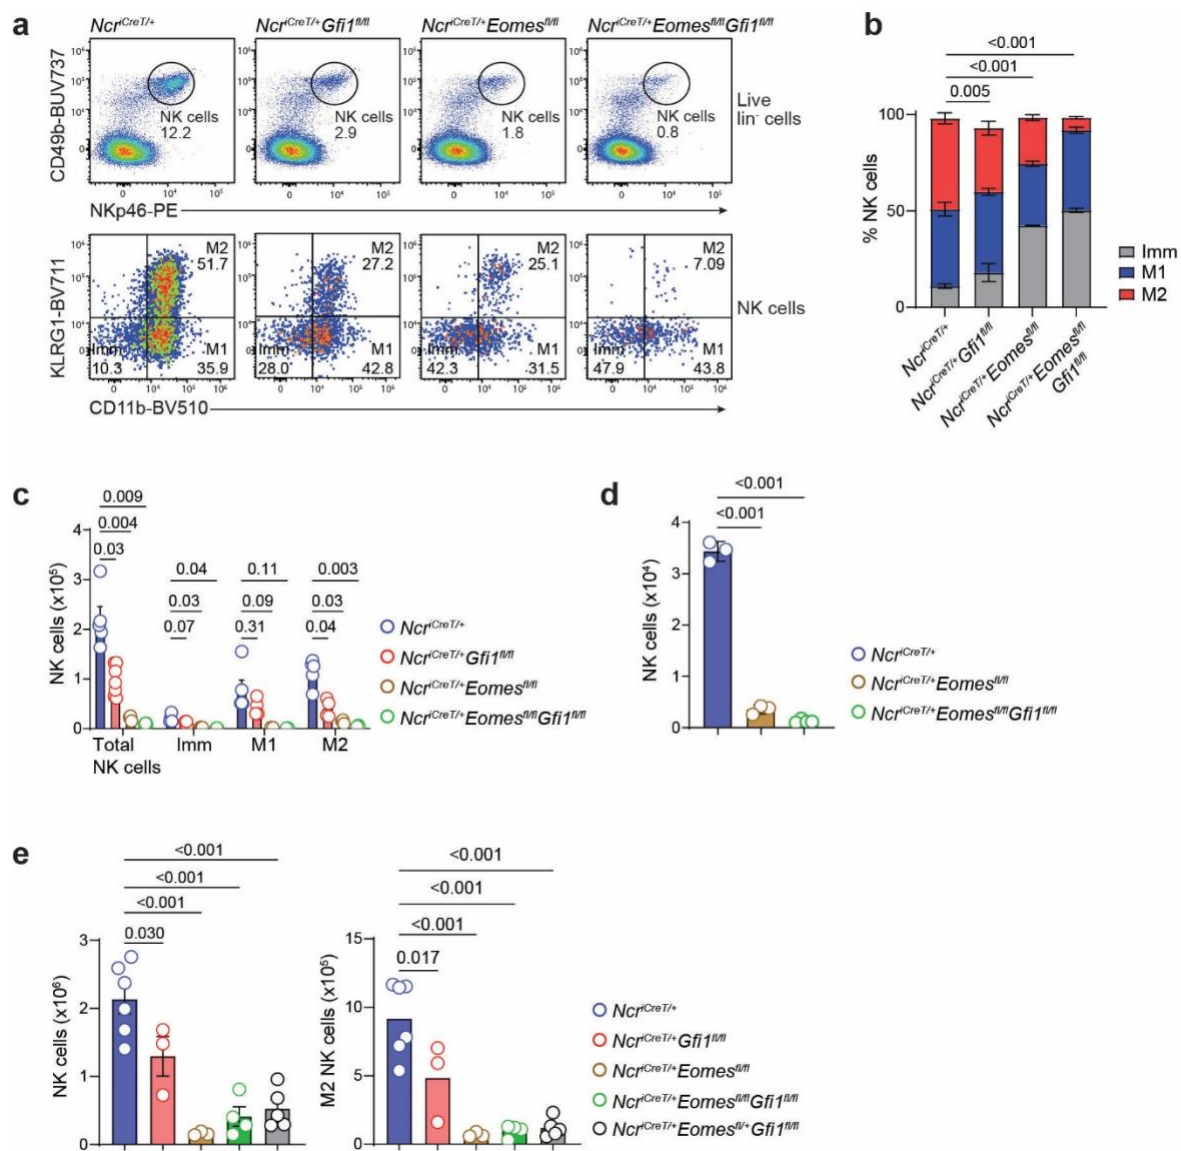

**Supplemental Figure 7. Impact of genetic ablation of EOMES on NK cells.** **a**, Flow cytometry plots showing frequency of NK cells among  $lin^-$  (live  $CD45^+CD3^-TCR\beta^-CD19^-$ ) cells isolated from spleen of  $Ncr^{iCreT/+}$ ,  $Ncr^{iCreT/+}Gfil^{fl/fl}$ ,  $Ncr^{iCreT/+}Eomes^{fl/fl}$  and  $Ncr^{iCreT/+}Eomes^{fl/fl}Gfil^{fl/fl}$  mice (top). NK cell subset frequency is shown among total NK cells (live  $CD45^+CD3^-TCR\beta^-CD19^-NK1.1^+NKp46^+CD49b^+$ ) isolated from spleen (bottom). **b**, Frequency of NK cell subsets isolated from spleen. **c**, Total number of NK cell subsets isolated from spleen of  $Ncr^{iCreT/+}$ ,  $Ncr^{iCreT/+}Gfil^{fl/fl}$ ,  $Ncr^{iCreT/+}Eomes^{fl/fl}$  and  $Ncr^{iCreT/+}Eomes^{fl/fl}Gfil^{fl/fl}$  mice. **d**, Total number of NK cells isolated from bone marrow of  $Ncr^{iCreT/+}$ ,  $Ncr^{iCreT/+}Eomes^{fl/fl}$  and  $Ncr^{iCreT/+}Eomes^{fl/fl}Gfil^{fl/fl}$  mice. **b-d**, Data from one experiment shown as mean  $\pm$  s.e.m. ( $n=3$  or 4 biologically independent mice/genotype). **e**, Total number of NK cells isolated from spleen of  $Ncr^{iCreT/+}$ ,  $Ncr^{iCreT/+}Gfil^{fl/fl}$ ,  $Ncr^{iCreT/+}Eomes^{fl/fl}$ ,  $Ncr^{iCreT/+}Eomes^{fl/fl}Gfil^{fl/fl}$  and  $Ncr^{iCreT/+}Eomes^{fl/+}Gfil^{fl/fl}$  mice. Data pooled from two independent experiment shown as mean  $\pm$  s.e.m. ( $n=3, 4, 5$  or 6 biologically independent mice/ genotype). Statistical significance was calculated using a one-way ANOVA and Dunnet's post-test (**b, d**) or a two-way ANOVA with Dunnet's post-test (**c, e**).

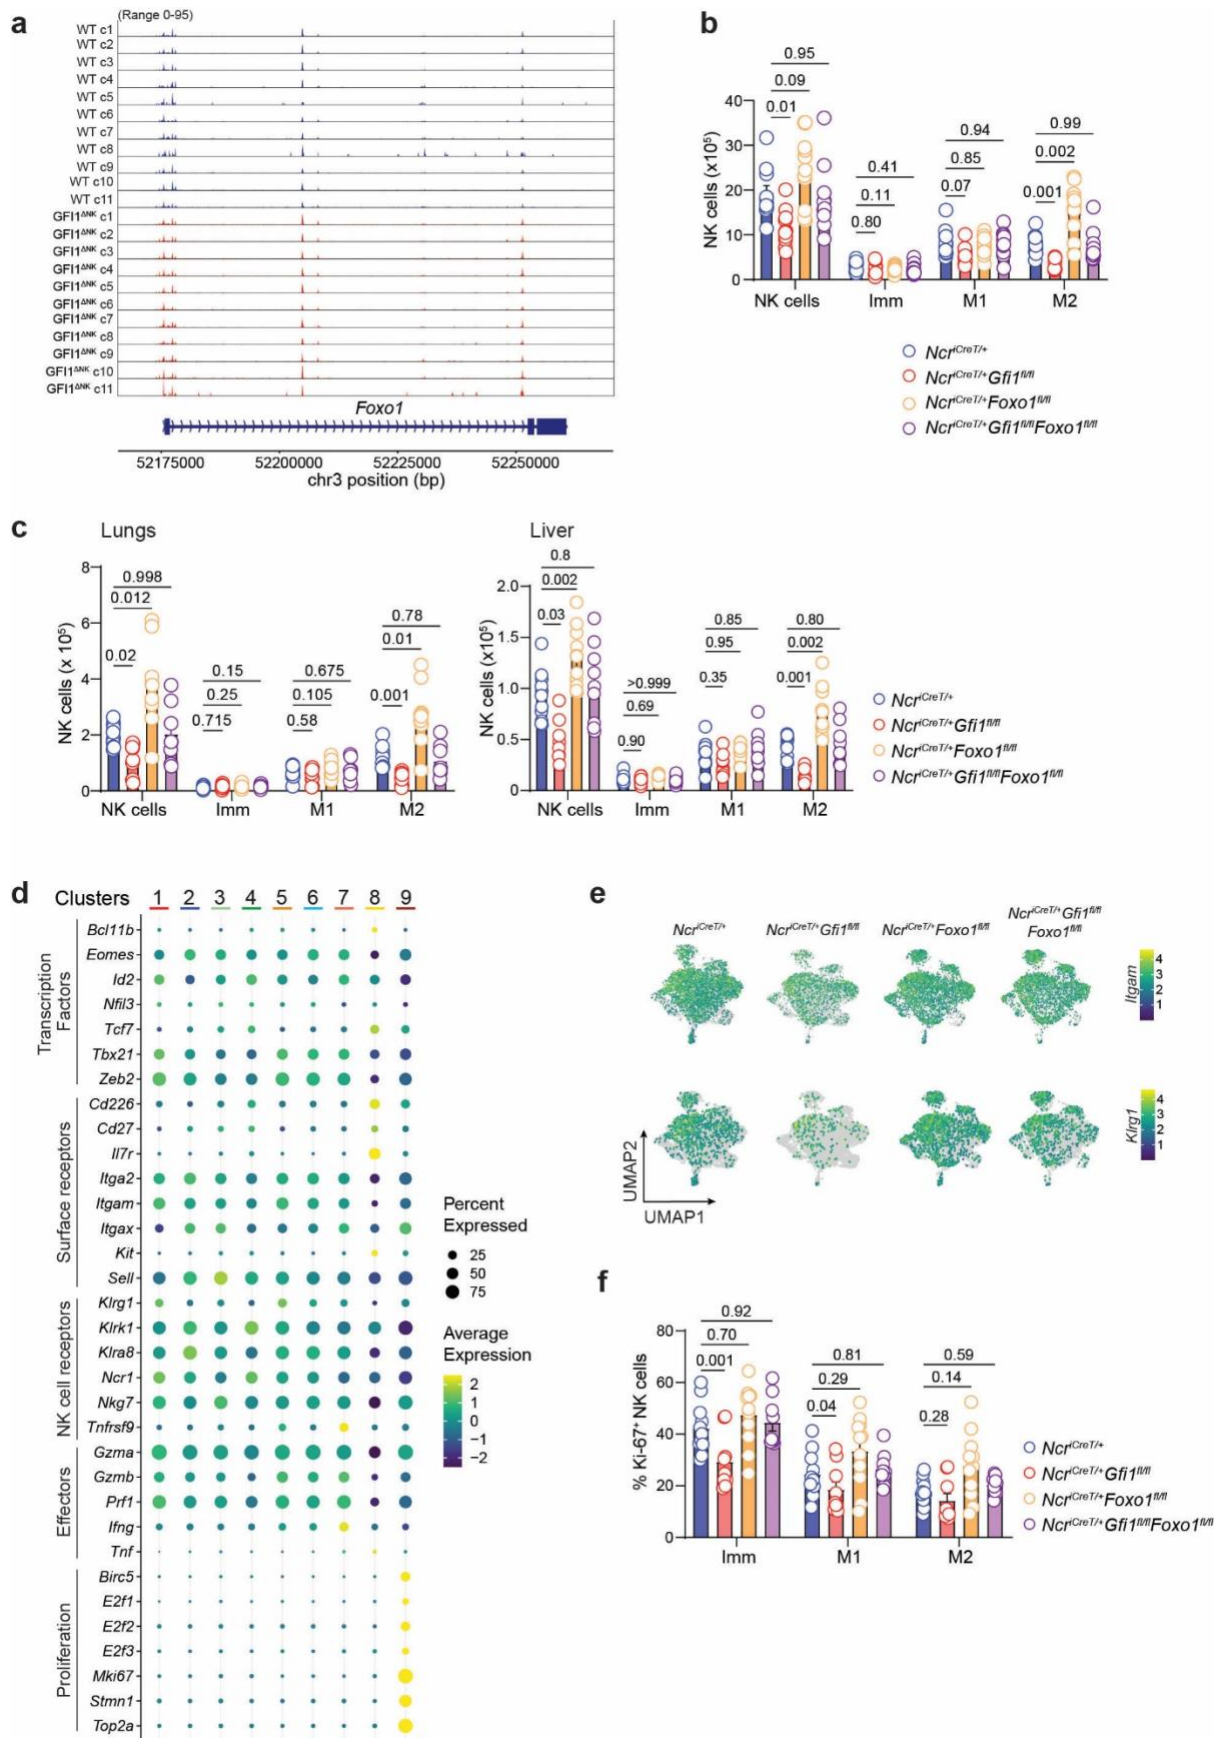

**Supplemental Figure 8. GFI1 epigenetically represses FOXO1 to regulate NK cell maturation.** **a**, Histograms showing normalised chromatin accessibility at *Foxo1* loci in WT ( $Ncr^{iCreT/+}$ ) and GFI1 $^{\Delta NK}$  ( $Ncr^{iCreT/+}Gfi1^{fl/fl}$ ) NK cells isolated from the spleen for scMultiomic-seq and clustered using scRNA-seq data. **b-c**, Total number of NK cell and subsets isolated from the spleen (**b**), lungs and liver (**c**) of naïve  $Ncr^{iCreT/+}$ ,  $Ncr^{iCreT/+}Gfi1^{fl/fl}$ ,  $Ncr^{iCreT/+}Foxo1^{fl/fl}$  and  $Ncr^{iCreT/+}Gfi1^{fl/fl}Foxo1^{fl/fl}$  mice. Data pooled from two independent experiments shown as mean  $\pm$  s.e.m. ( $n=10$  or 13 biologically independent mice/ genotype). **d**, Dot plots showing average expression of selected NK cell genes within different clusters calculated after RPCA integration of  $Ncr^{iCreT/+}$  ( $n=6225$  cells),  $Ncr^{iCreT/+}Gfi1^{fl/fl}$  ( $n=5654$  cells),  $Ncr^{iCreT/+}Foxo1^{fl/fl}$  ( $n=4909$ ) and  $Ncr^{iCreT/+}Gfi1^{fl/fl}Foxo1^{fl/fl}$  ( $n=4839$ ) NK cells isolated from naïve mice, with dot size indicating fraction of cells expressing gene and colour representing mean expression. **e**, UMAP showing normalised *Itgam* (top) and *Klrg1* (bottom) expression in NK cells as in **d**. **f**, Frequency of Ki-67 $^{+}$  NK cell subsets isolated from spleen of naïve  $Ncr^{iCreT/+}$ ,  $Ncr^{iCreT/+}Gfi1^{fl/fl}$ ,  $Ncr^{iCreT/+}Foxo1^{fl/fl}$  and  $Ncr^{iCreT/+}Gfi1^{fl/fl}Foxo1^{fl/fl}$  mice. Data pooled from two independent experiments shown as mean  $\pm$  s.e.m. ( $n=10$  or 13 biologically independent mice/ genotype). Statistical significance was calculated using a two-way ANOVA with Dunnett's post-test (**b**, **c**, **f**).

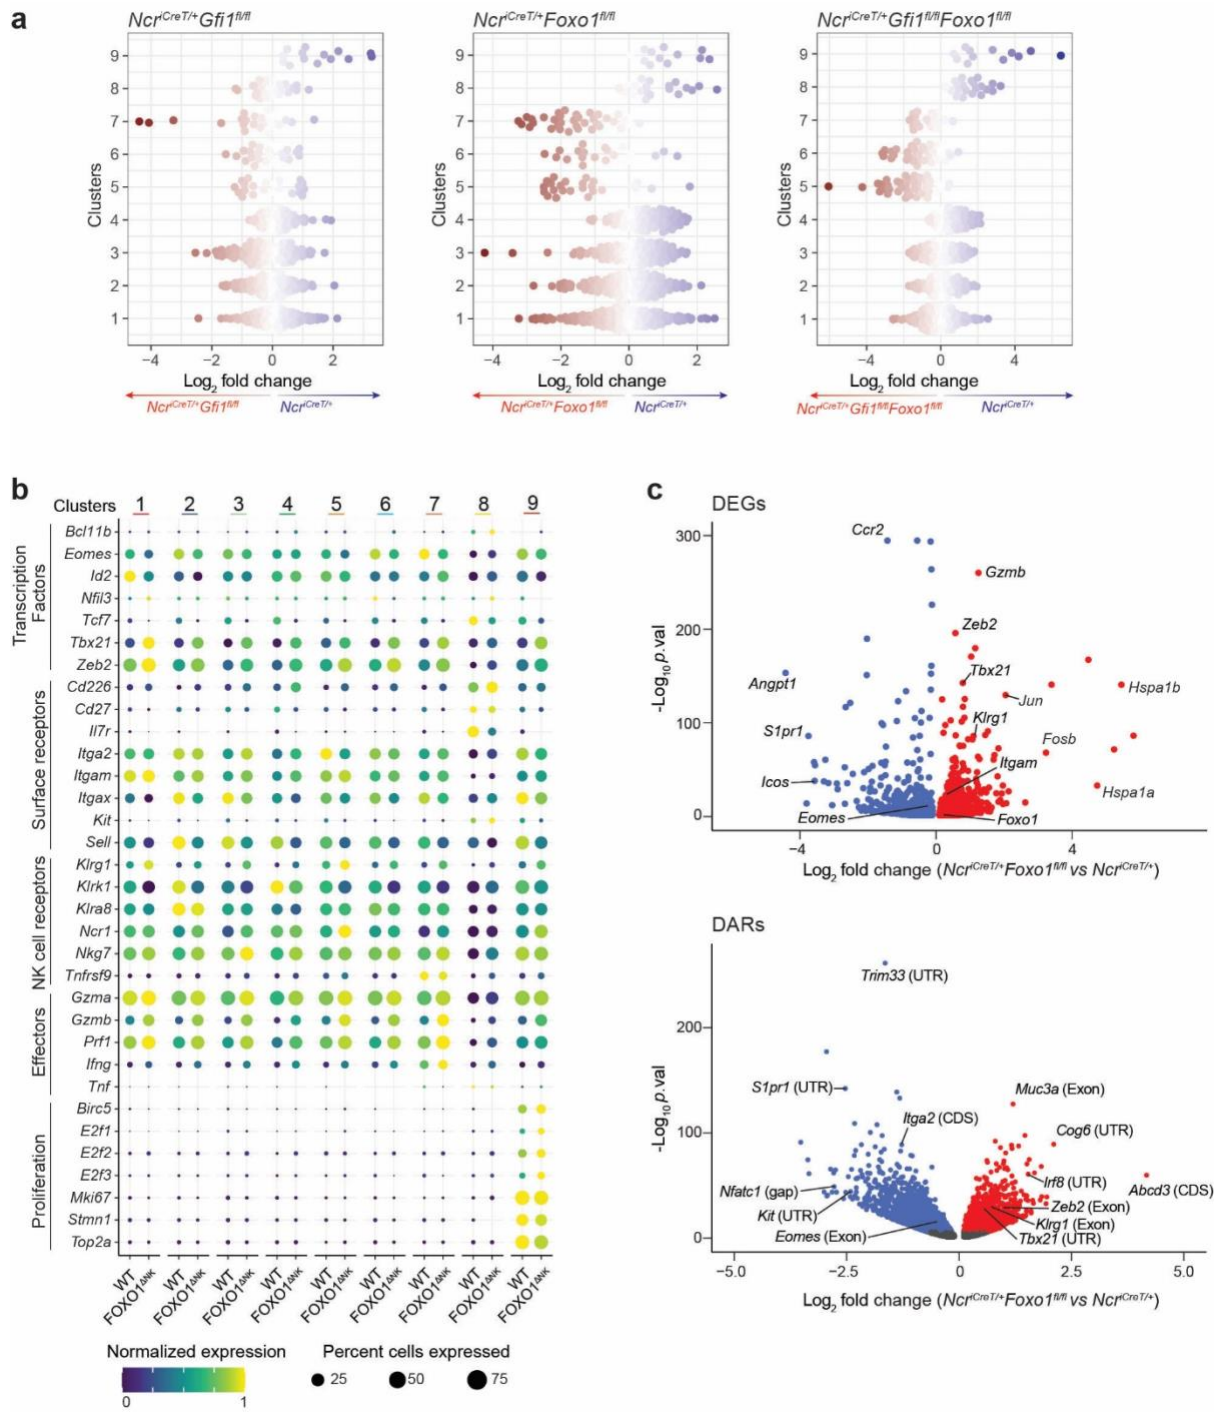

**Supplemental Figure 9. FOXO1-mediated transcriptional regulation of NK cells.** **a**, Differential neighbourhood abundance (Log<sub>2</sub>FC), calculated using scRNA-seq data, is shown on the beeswarm plots. Blue dots indicate neighbourhoods significant enriched ( $p < 0.05$ ) for *Ncr<sup>iCreT/+</sup>*, while red dots indicate neighbourhoods enriched for *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* (left), *Ncr<sup>iCreT/+</sup>Foxo1<sup>fl/fl</sup>* (middle) or *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>Foxo1<sup>fl/fl</sup>* (right) NK cells. Clusters were calculated after RPCA integration of NK cell scRNA-seq data. **b**, Dot plot showing expression of selected genes in WT (*Ncr<sup>iCreT/+</sup>*) and FOXO1<sup>ΔNK</sup> (*Ncr<sup>iCreT/+</sup>Foxo1<sup>fl/fl</sup>*) NK cells within different clusters calculated after RPCA integration of scRNA-seq data, with dot size indicating fraction of cells expressing gene and colour representing mean expression. **c**, Differentially expressed genes (top) and differentially accessible regions (bottom) in total NK cells detected using single-cell RNA-seq and single-cell ATAC-seq pseudobulk analysis, respectively. Blue dots indicate genes (DEGs) or regions (DARs) significantly upregulated in *Ncr<sup>iCreT/+</sup>* NK cells, while red dots indicate those significantly upregulated in *Ncr<sup>iCreT/+</sup>Foxo1<sup>fl/fl</sup>* NK cells.

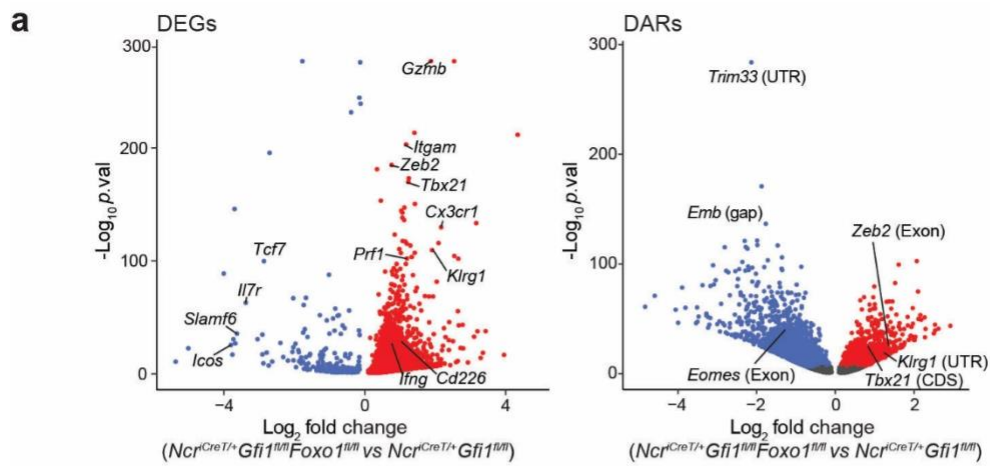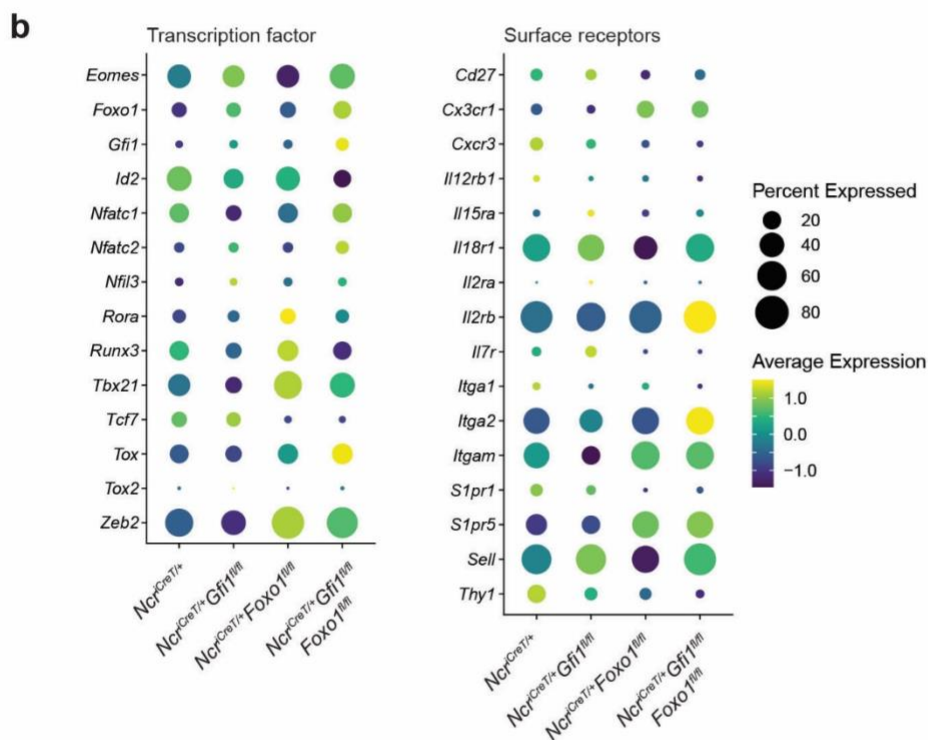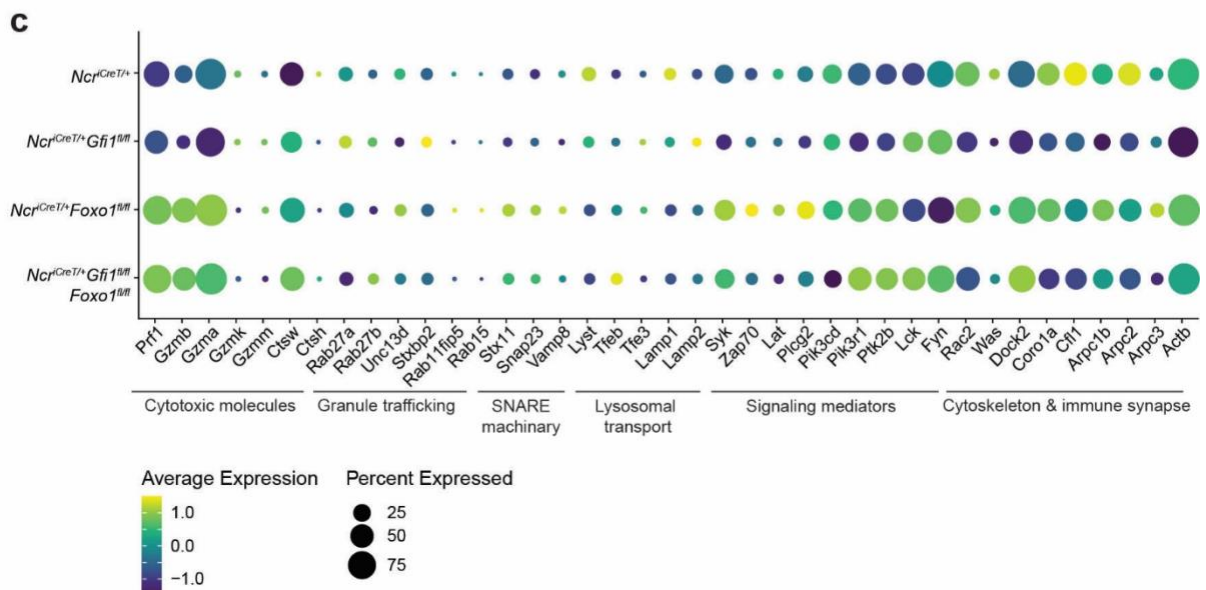

**Supplemental Figure 10. Genetic abrogation of FOXO1 partially restores NK cell differentiation.** **a**, Differentially expressed genes (right) and differentially accessible regions (left) in total NK cells detected using single-cell RNA-seq and single-cell ATAC-seq pseudobulk analysis, respectively. Blue dots indicate genes (DEGs) or regions (DARs) significantly upregulated in *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>Foxo1<sup>fl/fl</sup>* NK cells, while red dots indicate those significantly upregulated in *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* NK cells. **b**, Dot plot showing expression of selected transcription factor (left) and surface receptor (right) genes in total splenic NK cells, with dot size indicating fraction of cells expressing gene and colour representing mean expression. **c**, Dot plot showing expression of selected genes involved in degranulation in total splenic NK cells, with dot size indicating fraction of cells expressing gene and colour representing mean expression.

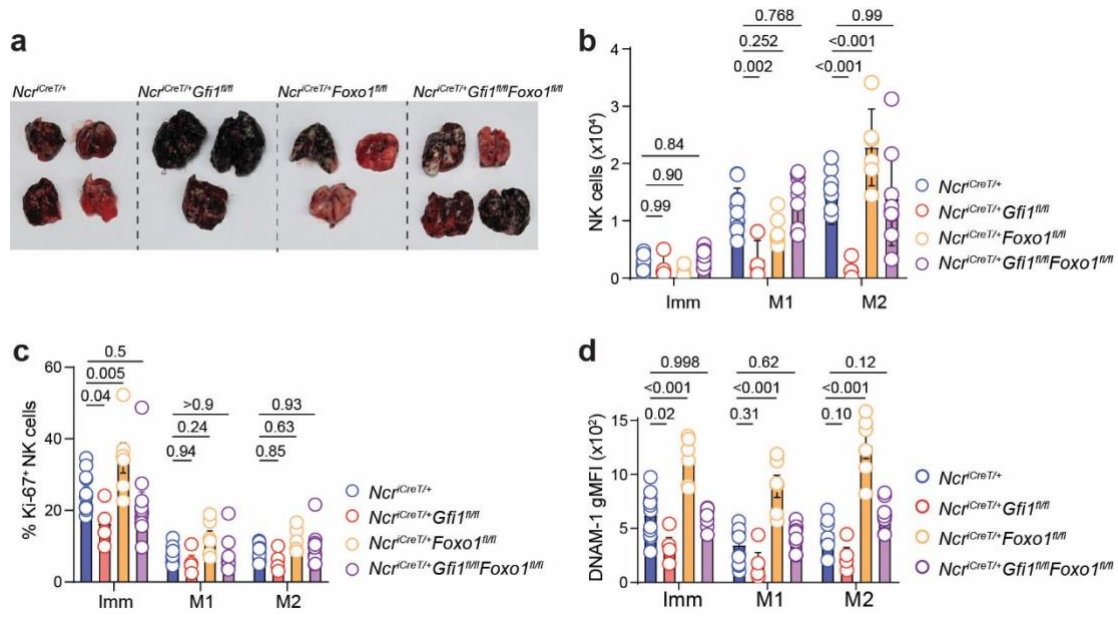

**Supplemental Figure 11. Combined loss of GF11 and FOXO-1 restores NK cell tumour control.** **a**, Infiltration of B16-F10 tumour cells in the lungs of *Ncr<sup>iCreT/+</sup>*, *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>*, *Ncr<sup>iCreT/+</sup>Foxo1<sup>fl/fl</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>Foxo1<sup>fl/fl</sup>* mice at 14 days after tumour inoculation. Representative images show tumour metastases. Data representative of two independent experiments ( $n=6, 9$  or  $11$  biologically independent mice/ genotype)/ independent experiment. **b**, Total number of NK cell subsets isolated from lungs 14 days after B16-F10 tumour cell inoculation intravenously as in **a**. **c**, Frequency of Ki-67<sup>+</sup> NK cells in lungs as in **a**. **d**, DNAM-1 expression quantification in NK cell subsets in lungs as in **a**. **b-c**, Data pooled from two independent experiments shown as mean  $\pm$  s.e.m. ( $n=4, 6, 9$  or  $11$  biologically independent mice/ genotype/ independent experiment). Statistical significance was calculated using a two-way ANOVA test with Dunnet's post-test (**b-d**).

## References

1. Narni-Mancinelli, E. *et al.* Fate mapping analysis of lymphoid cells expressing the NKp46 cell surface receptor. *PNAS* **108**, 18324-18329 (2011).
2. Thambyrajah, R. *et al.* GFI1 proteins orchestrate the emergence of haematopoietic stem cells through recruitment of LSD1. *Nat Cell Biol* **18**, 21-32 (2016).
3. Zhu, J., Jankovic, D., Grinberg, A., Guo, L. & Paul, W.E. Gfi-1 plays an important role in IL-2-mediated Th2 cell expansion. *Proceedings of the National Academy of Sciences of the United States of America* **103**, 18214-18219 (2006).
4. Kara, E.E. *et al.* CCR2 defines in vivo development and homing of IL-23-driven GM-CSF-producing Th17 cells. *Nat Commun* **6**, 8644 (2015).

# Supplementary material for: The GFI1–FOXO1 axis regulates NK cell maturation and function
**Source:** Nat Commun. 2026 Apr 22;17:5593. doi: 10.1038/s41467-026-72022-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplemental Data 1.** Pseudobulk RNA-seq analysis of total, cluster 1 (differentiated) and cluster 6 (immature) *Ncr<sup>iCreT/+</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* NK cells isolated from naïve mice. DEGs ( $p<0.05$ ) for *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* vs *Ncr<sup>iCreT/+</sup>* NK cells. Significance was determined by Wilcoxon Rank Sum test followed by Benjamini-Hochberg FDR testing.

**Supplemental Data 2.** Bulk RNA-seq of NK cells isolated from spleen of *Ncr<sup>iCreT/+</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* naïve mice. DEGs ( $p<0.05$ ) for *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* vs *Ncr<sup>iCreT/+</sup>* NK cells. Significance was determined by Wald's test followed by Benjamini-Hochberg FDR testing.

**Supplemental Data 3.** Pseudobulk ATAC-seq analysis of total, cluster 1 (differentiated) and cluster 6 (immature) *Ncr<sup>iCreT/+</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* NK cells isolated from naïve mice. DARs ( $p<0.05$ ) for *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>* vs *Ncr<sup>iCreT/+</sup>* NK cells. 

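The part of this table used here, the first 1992 of at least 21118 rows, includes comparisons of total NK cells. Because the table was used only in part, no overlap or enrichment was computed from it. In the study's values for these regions, 147 are higher and 1845 lower in GFI1-deficient cells. Insertions of the filtered nuclei were counted in the same regions. Each had the same sign as in the table, although with the median of ratios 23 regions that are lower in the study were higher here. As reported, Pearson's r between the study's log2 fold changes and the log2 ratios was 0.993 (Spearman's rho 0.93) across regions, which are not independent replicates and had been selected by the study on these libraries. The median log2 ratio was -0.21 here and -0.47 in the study. The study's value minus that found here had a median of -0.26, with quartiles of -0.30 and -0.23. Of the 1992 regions, 44 overlapped no consensus peak. Among genes the study singles out and the held part lists, the log2 ratio was 1.32 (1.22 to 1.41) at Cxcr4 on chromosome 1 from 128535668 to 128536268, 0.89 (0.82 to 0.95) at Emb on chromosome 13 from 117352229 to 117353058, 1.01 at Sgk1, and 1.37 at Ptpn5. It was -2.86 (-3.07 to -2.63) at Nfatc1 on chromosome 18 from 80748009 to 80748282, -1.43 (-1.53 to -1.33) at Gpc1 on chromosome 1 from 92758819 to 92760150, and -0.84 at Itgax. Regions of Trim33, Jun, Itga4 and Id2 had log2 ratios from -0.37 to -0.24. At Emb, FOXO1-deficient nuclei had -1.63 and DKO nuclei -0.89 over the control. The Nfatc1 region was also low with Gfi1 intact, with 81 insertions in FOXO1-deficient nuclei against 948 in the control, a log2 ratio of -2.60, and 50 in DKO nuclei.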

Significance was determined by Wilcoxon Rank Sum test followed by Benjamini-Hochberg FDR testing.

**Supplemental Data 4.** Cluster-wise NK cell frequencies per genotype within each cluster across integrated dataset for *Ncr<sup>iCreT/+</sup>*, *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>*, *Ncr<sup>iCreT/+</sup>Foxo1<sup>fl/fl</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>Foxo1<sup>fl/fl</sup>* NK cells.

**Supplemental Data 5.** Cluster-specific marker genes identified by FindAllMarkers analysis for *Ncr<sup>iCreT/+</sup>*, *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>*, *Ncr<sup>iCreT/+</sup>Foxo1<sup>fl/fl</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>Foxo1<sup>fl/fl</sup>* NK cells after integration of four datasets. Significance was determined by Wilcoxon Rank Sum test followed by Benjamini-Hochberg FDR testing.

**Supplemental Data 6.** Pseudobulk RNA-seq analysis of *Ncr<sup>iCreT/+</sup>*, *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>*, *Ncr<sup>iCreT/+</sup>Foxo1<sup>fl/fl</sup>* and *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>Foxo1<sup>fl/fl</sup>* NK cells isolated from naïve mice. DEGs ( $p<0.05$ ) for *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>Foxo1<sup>fl/fl</sup>* vs *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>*, *Ncr<sup>iCreT/+</sup>Gfi1<sup>fl/fl</sup>Foxo1<sup>fl/fl</sup>* vs *Ncr<sup>iCreT/+</sup>* and *Ncr<sup>iCreT/+</sup>Foxo1<sup>fl/fl</sup>* vs *Ncr<sup>iCreT/+</sup>* NK cells is shown. Significance was determined by Wilcoxon Rank Sum test followed by Benjamini-Hochberg FDR testing.

**Supplemental Data 7.** List of mouse strains and genotyping.

**Supplemental Data 8.** List of anti-mouse antibodies.

**Supplemental Data 9.** Reagent list.

# Supplementary material for: The GFI1–FOXO1 axis regulates NK cell maturation and function
**Source:** Nat Commun. 2026 Apr 22;17:5593. doi: 10.1038/s41467-026-72022-6
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry analysis was performed on a Cytex Aurora (Cytex Biosciences) or LSRFortessa X-20 (BD Biosciences). Bulk RNA-seq and 10X single-cell multiome-seq libraries were sequenced using NovaSeq S1 PE100 flow cell (Illumina) or NovaSeq SP 100 flow cell (Illumina).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Data analysis   | <p>All flow cytometry data were analysed using FlowJo analysis software v.10.10 (BD Biosciences). Statistical analysis was performed using Prism v10.0 software (GraphPad Software).</p> <p>For bulk RNA-seq, RNA-seq read quality was assessed and low quality reads trimmed with fastp v0.22.0. Reads were mapped to the mouse genome (mm10) using STAR v2.7.10 and quantified with featureCounts v2.0.1. Read counts were normalized and differential gene expression quantified with DESeq2 v1.4.0. A log-fold change larger than one and a false discovery rate cut-off of 5% was used to select significantly over- and under-represented genes. Geneset enrichment analysis was performed using clusterProfiler v4.8.3. Volcano plots and heatmaps were plotted using EnhancedVolcano v1.18.0 and pheatmap v1.0.12 packages, respectively.</p> <p>Single-cell multiome sequencing data was analysed using CellRanger-arc, Seurat v5.0.3 and Signac v1.12.0. SCENIC+ v1.0a1 was used to identify gene regulatory networks. Topic modelling, dimensionality reduction, dropout imputation and differential accessibility region inference were performed using pycisTopic v2.0 with default parameters. Serial latent dirichlet allocation model with collapsed Gibbs sampler (500 iterations) was used for topic modelling. Topics ranged from 2 to 500, with the final model comprising 200 topics. PycisTarget v1.0 was used with default settings to incorporate cisTarget and differential enrichment of motifs using bulk consensus peaks motif database. The SCENIC+ was run with default parameters and <a href="http://ensembl.org/biomart/">http://ensembl.org/biomart/</a> was used as the biomaRt host. eRegulon results were filtered based on both the correlation between gene-based regulon area under the curve (AUC) and region-based regulon AUC with the cut off AUC &gt; 0.7. Gene regulatory networks identified by SCENIC+ analysis were plotted using Cytoscape v3.10.0.</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw data files for the bulk RNA sequencing have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE278867. Single-cell multiomic-seq data can be assessed from NCBI GEO accession number GSE313719.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Animal models used in this study are well established and based on prior research conducted in our laboratories to use sufficient numbers of mice or cells in each group. For each experiment 3-5 animals were used and experiments were repeated |
| Data exclusions | No data points were excluded.                                                                                                                                                                                                                     |
| Replication     | All experiments were performed at least twice. The presented data were successfully replicated.                                                                                                                                                   |
| Randomization   | Age- and sex-matched mice were allocated to groups based on the experimental treatment (no randomisation).                                                                                                                                        |
| Blinding        | Blinding was not performed in this study as data analysis is strictly quantitative (and not subjective) and data acquisition occurred based on fixed protocols. Thus, introduction of investigator bias is unlikely.                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

a4b7, clone DATK32, APC Thermo Fisher Scientific Cat# 17-5887-80 1/200  
 BCL2, clone 10C4, PE/Cy7 Thermo Fisher Scientific Cat# 25-6992-42 1/100  
 CD11b, clone M1/70, FITC BD Biosciences Cat# 553310 1/400  
 CD11b, clone M1/70, BV510 BD Biosciences Cat# 562950 1/200  
 CD11b, clone M1/70, eFluoro450 BD Biosciences Cat# 560455 1/200  
 CD11b, clone M1/70, BUV737 BD Biosciences Cat# 612801 1/200  
 CD122, clone TM-b1, PerCP-eFluor 710 Thermo Fisher Scientific Cat# 46-1222-82 1/100  
 CD122, clone TM-b1, BV650 BD Biosciences Cat# 740475 1/100  
 CD117 (c-Kit) clone 2B8, PerCP-eFluor 710, Thermo Fisher Scientific Cat# 46-1171-80 1/100  
 CD16/32, clone 2.4G2 BD Biosciences Cat# 553142 1/200  
 CD19, clone 1D3, BUV395 BD Biosciences Cat# 563557 1/200  
 CD19, clone 1D3, BV605 BD Biosciences Cat# 563148 1/200  
 CD127 (IL-7R $\alpha$ ), clone A7R34, BV421 BioLegend Cat# 135024 1/200  
 CD127 (IL-7R $\alpha$ ), clone SB/199, PE/Cy7 BD Biosciences Cat# 560733 1/200  
 CD226 (DNAM1), clone TX42.1, BV421 BioLegend Cat# 133615 1/100  
 CD253 (TRAIL), clone N2B2, PE Thermo Fisher Scientific Cat# 12-5951-82 1/100  
 CD27, clone LG.3A10, BV510 BioLegend Cat# 124229 1/100  
 CD3e, clone 145-2C11, BUV395 BD Biosciences Cat# 563565 1/200  
 CD3e, clone 145-2C11, BUV615 Thermo Fisher Scientific Cat# 366-0031-82 1/200  
 CD335 (NKp46) clone 29A1.4, PE, Thermo Fisher Scientific Cat# 12-3351-82 1/200  
 CD335 (NKp46) clone 29A1.4, PE/Cy7 Thermo Fisher Scientific Cat# 25-3351-82 1/200  
 CD335 (NKp46) clone 29A1.4, APC Thermo Fisher Scientific Cat# 17-3351-82 1/200  
 CD4, clone GK1.5, BUV496 BD Biosciences Cat# 564667 1/200  
 CD4, clone RM4-5, AF700 Thermo Fisher Scientific Cat# 11-0041-85 1/200  
 CD44, clone IM7, BUV496 BD Biosciences Cat# 741057 1/500  
 CD45, clone 30-F11, BV786 BD Biosciences Cat# 748370 1/1000  
 CD45.1, clone A20, FITC BD Biosciences Cat# 553775 1/200  
 CD45.1, clone A20, APC/eFluor 780 Thermo Fisher Scientific Cat# 47-0453-82 1/200  
 CD45.2, clone 104, eFluor 450 Thermo Fisher Scientific Cat# 48-0454-82 1/200  
 CD45.2, clone 104, Pacific Blue BioLegend Cat# 109832 1/200  
 CD49a, clone Ha31/8, BUV496 BD Biosciences Cat# 741111 1/200  
 CD49a, clone Ha31/8, AF647 BD Biosciences Cat# 562113 1/200  
 CD49b, clone HMA2, BUV661 BD Biosciences Cat# 741523 1/200  
 CD49b, clone DX5, BV421 BD Biosciences Cat# 563063 1/200  
 CD49b, clone DX5, PE/eFluor 610 Thermo Fisher Scientific Cat# 61-5971-82 1/200  
 CD62L, clone MEL-14, Pacific Blue Thermo Fisher Scientific Cat# PA5-60507 1/1000  
 CD62L, clone MEL-14, BV786 BD Biosciences Cat# 564109 1/1000  
 CD8a, clone 53-6.7, PerCP/Cy5.5 BD Biosciences Cat# 551162 1/100  
 CD8a, clone 53-6.7, BUV737 BD Biosciences Cat# 564297 1/200  
 CX3CR1, clone SA011F11, BV605 BioLegend Cat# 149027 1/500  
 CXCR3, clone CXCR3-173, BUV737 BD Biosciences Cat# 741895 1/200  
 EOMES, clone Dan11mag, PE/Cy5 BD Biosciences Cat# 15-4875-82 1/100  
 EOMES, clone Dan11mag, PE-eFluor 610 BD Biosciences Cat# 61-4875-82 1/100  
 FOXO1, clone C29H4, PE Cell Signaling Technology Cat# 14262 1/100  
 Granzyme B, clone NGZB, PE/Cy7 Thermo Fisher Scientific Cat# 25-8898-82 1/100  
 IFNg, clone XMGI.2, PE BioLegend Cat# 505808 1/100  
 Ki-67, clone SolA15, AF488 Thermo Fisher Scientific Cat# 53-5698-82 1/200  
 Ki-67, clone B56, BUV395 BD Biosciences Cat# 564071 1/100  
 KLRG1, clone 2F1, BV711 BD Biosciences Cat# 564014 1/200  
 KLRG1, clone 2F1, PE/Cy7 Thermo Fisher Scientific Cat# 25-5893-82 1/500  
 NK1.1, clone PK136, BV650 BD Biosciences Cat# 564143 1/500  
 NK1.1, clone PK136, APC Thermo Fisher Scientific Cat# 17-5941-82 1/500

Perforin, clone eBioOMAK-D, APC Thermo Fisher Scientific Cat# 17-9392-80 1/100  
 PD1, clone J43, PE/CF594 BD Biosciences Cat# 562523 1/100  
 RORgt, clone Q31-378, BV421 BD Biosciences Cat# 562894 1/300  
 Sca-1, clone D7, V500 BD Biosciences Cat# 561228 1/500  
 Sca-1, clone D7 SB645 Thermo Fisher Scientific Cat# 64-5981-82 1/100  
 T-BET, clone eBio4B10, PE/Cy5 Thermo Fisher Scientific Cat# 15-5825-82 1/100  
 T-BET, clone eBio4B10, PE/Cy7 Thermo Fisher Scientific Cat# 25-5825-82 1/100  
 TCF1, clone S33-966, AF488 BD Biosciences Cat# 567018 1/100  
 TCF1, clone S33-966, PE BD Biosciences Cat# 564217 1/200  
 TCR  $\beta$  clone H57-597, APC-eFluor 780 Thermo Fisher Scientific Cat# 47-5961-82 1/200  
 TCR  $\beta$  clone H57-597, PE/Cy7 BioLegend Cat# 109222 1/500  
 TNF, clone MP6-XT22, BV421 BD Biosciences Cat# 563387 1/100  
 TNF, clone MP6-XT22, APC Thermo Fisher Scientific Cat# 17-7321-82 1/100  
 TIM3, clone 5D12, PE BD Biosciences Cat# 566346 1/200  
 TOX, clone TRRX10, eFluor 660 Thermo Fisher Scientific Cat# 50-6502-82 1/100

Validation

All antibodies were titrated and validated using appropriate controls.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

B16-F10 (CRL-6475) and M2-10B4 (CRL-1972) were originally obtained from ATCC.

Authentication

Not authenticated

Mycoplasma contamination

None detected.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified lines were used in this study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

C57BL/6 (CD45.1+ or CD45.2+), Gfi1-tdTomato, Gfi1fl/fl, Foxo1tm1Rdp, Eomestm1Gtbz (Eomesfl/fl) and NcriCre were used. Both, male and female mice were used at 6-16 weeks old age. All mice were bred and maintained under specific pathogen-free conditions at the animal facility of The University of Queensland. Mice were housed under a 12-hours light/12-hours dark cycle at 22°C  $\pm$  2°C and 55%  $\pm$  15% humidity.

Wild animals

No wild animals were used in this project.

Reporting on sex

Both, male and female mice were used.

Field-collected samples

None

Ethics oversight

The University of Queensland ethics committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Single cell suspensions were generated by forcing tissues through 70µm cell strainers, and red blood cells (RBC) were removed using hypotonic lysis using ACK buffer. Cell suspensions were blocked with PBS containing 5µg/ml anti-CD16/CD32 and stained (30 min on ice) with fluorophore-conjugated antibodies or reagents in FACS buffer. For intracellular staining, surface-labelled cells were fixed using eBioscience Foxp3/Transcription Factor Staining Buffer (Thermo Fisher) then stained for intracellular cytokines or transcription factors. Live cells were identified by exclusion staining with a fixable viability dye (BD Biosciences or BioLegend) or 7-AAD (BD Biosciences).

Instrument

Flow cytometry analysis was performed on a Cytex Aurora (Cytex Biosciences) or LSRFortessa X-20 (BD Biosciences). Cell Sorting was performed using BD FACS aria II (BD Biosciences).

Software

All flow cytometry data were analysed using FlowJo analysis software v.10.10 (BD Biosciences). Statistical analysis was performed using Prism v10.0 software (GraphPad Software).

Cell population abundance

Cell populations analysed ranged from 50-1000000 cells/mouse.

Gating strategy

1. FSC-A/SSC-A were used to select lymphocyte populations.
2. FSC-A/FSC-H were used to select singlets.
3. FSC-A/viability were used to identify live cells.
4. TCRb/CD19 were used to gate CD19-TCRb- cells.
5. NK1.1/Nkp46 were used to gate NKp46+ cells.
6. CD49a/CD49b were used to gate NK cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

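Chromatin accessibility was analysed in nuclei of splenic NK cells of 4 genotypes: control (NcriCreT/+, WT), GFI1-deficient, FOXO1-deficient, and deficient in both (DKO). Each genotype was a single library made from a pool of 3 to 5 mice. The RNA part of the experiment was not used here. The authors mapped the reads to mm39 with the BD Rhapsody Sequence Analysis Pipeline according to the methods (the reporting summary names another platform and pipeline) and provided, for each library, the unique fragments with their barcode and the number of reads behind each. The values are counts as deposited by the authors: the number of reads behind each unique fragment, with duplicate reads collapsed, no normalization and no selection of cells. Fragments rather than these reads were counted. Coordinates are those of GRCm39, counted from 1. The gene annotation at hand is of GRCm38.p6, so it was used only for the order of genes beside Gfi1, and neither its coordinates nor its sequence entered any value.

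Fragments on chromosomes 1 to 19, X and Y were kept, and no fragment lay on the mitochondrial genome. For peak calling each library was thinned to 37641900 fragments. Summits of the insertion density, smoothed over 150 bp, were kept where the 501 bp around them held at least 5 times the mean density of the surrounding 10 kb and of the genome, with a Poisson probability of at most 1e-05. Peaks of all libraries were merged, the highest first and without overlap, into 53945 consensus peaks, of which 52755 are autosomal and 34663 pass a stricter threshold of 10 times the background. Because the background is taken locally, smaller peaks beside large ones are missed: 44 of 1992 regions listed by the study overlap no consensus peak. Barcodes with 1000 to 20000 fragments in peaks were kept as nuclei. The authors' limits on RNA features and mitochondrial RNA were not applied and no doublet caller was run. The number of nuclei was 7316, 6649, 5838 and 5572 for the control, GFI1-deficient, FOXO1-deficient and DKO libraries, against 6225, 5654, 4909 and 4839 cells in the study, and the nuclei held 74560581, 48270948, 64249769 and 39624433 insertions in peaks.

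Insertions at both ends of each fragment were summed over the nuclei of a library and scaled to insertions per 1000000 insertions in peaks (IPM). Log2 ratios carry a pseudocount of 1 IPM, which shrinks ratios of weak peaks. With 1 library per genotype no p-value was computed. Intervals of counts and log2 ratios are exact 95% Poisson or conditional binomial intervals and cover counting error only, not differences between mice or preparations. Peaks were counted as changed at 2-fold or more among autosomal peaks with at least 100 insertions over both libraries, beside the number that counting error alone gives in 20 simulated draws. In data simulated at these depths, where 200 peaks were changed by design in each comparison, between 42 and 47 of 50 peaks with a 3-fold increase were called, all 50 with a 6-fold increase, and none of the unchanged peaks. Counts of peaks changed less than 2-fold are not reached by this rule.

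The window of a locus runs from the first to the last position printed on the authors' track for that gene, extended at both ends by 0.5 times the spacing of the printed positions. A window from the gene annotation had been planned but needs an annotation of GRCm39. The rule was set after exploratory values over slightly different windows had been seen. Named peaks are the 5 highest and 5 lowest in each comparison among those with at least 200 insertions, with the gene for which the study lists an overlapping region. Named genes are those whose accessibility the study states or plots, those labelled in its plots of accessible regions, Gfi1, and those whose RNA it singles out. This rule was written with the study's tables and figures at hand. Of these 51 genes, 14 are listed in the part of Supplementary Data 3 used here, the first 1992 of at least 21118 rows, and the region with the smallest p-value of each was counted in these libraries.

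Intervals deleted at Gfi1 and Foxo1 were placed by fragments of at least 1200 bp that span them, which makes them the smallest stretch common to those fragments. Their insertions are given per 1000000 insertions of the nuclei, and the signal left is relative to both libraries in which that gene is intact, combined. For the correlation of the Gfi1 and Foxo1 effects and for the restoration slope, control nuclei were split at random into 2 equal parts. Shares of changed peaks were compared between the 20 Mb on both sides of a targeted gene and the rest of the genome. Intervals of these shares are exact binomial and treat neighbouring peaks as independent.

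Alternatives chosen before the data were examined were scaling to all insertions, the median of ratios, all barcodes, the barcodes with the most fragments up to the study's number of cells, nuclei thinned to 1000 fragments in peaks, fragments instead of insertions, stricter peaks, a pseudocount of 0.1, other limits of counts and fold, all insertions of a window, and other distances. Insertions per nucleus without scaling for depth, centring on peaks of the same accessibility, all insertions of a window scaled to all insertions, and mean effects over the 4 libraries were added later. Enrichment at transcription start sites, promoters, motifs, GC content, the Zeb2 and Tigit loci and genes nearest to a peak were not analysed here, since they need the sequence or annotation of GRCm39, and nuclei were not divided by chromatin state, since that division was to be named by marker loci. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used.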

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

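The tests in this part were chosen after the results had been seen, except the shares of peaks near Gfi1 and the alternatives at E2f2, whose reading was fixed only then. For the peaks on chromosomes 4, 7 and 17 the comparison of insertions outside peaks with the genome's mean density replaced an earlier reading by the ratio between libraries alone, which was 0.083, 0.165 and 0.223, would have counted all 3 as missing DNA, and can also fall when a whole neighbourhood closes. The reading of peaks near Gfi1 was made stricter at the same time: a raised share in every comparison in which the allele differs was then required, where a raised share in any had been enough.

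The peak on chromosome 4 from 152841725 to 152842225, in a region the text of the paper does not discuss, was nearly absent in the control library, with 2 insertions. Its log2 ratio over the control was 3.83 in GFI1-deficient and 3.71 in FOXO1-deficient nuclei. The latter argues against loss of GFI1 as its source, since Gfi1 is intact in that library. It is 1 of 4 peaks within the same stretch with 8 insertions or fewer in the control. Outside peaks, the control held 12 insertions over 19332 bp there, 4.39% of what its mean density outside peaks gives (2.27% to 7.67%), whereas the other libraries held 78, 143 and 68. A deletion or another sequence variant in the mice of the control pool is therefore a candidate explanation. A region closed over its whole length in that pool was not excluded.

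The peak on chromosome 7 from 112427582 to 112428082 had a log2 ratio of 4.14 in DKO nuclei over the control and was also high in GFI1-deficient nuclei, with 524 insertions against 13 in the control and 22 in FOXO1-deficient nuclei. DNA missing from the libraries with the low peak would leave few insertions around it. The control and FOXO1-deficient libraries together held 114 insertions outside peaks over 8581 bp, 51.5% of the mean density (42.4% to 61.8%), which argues against missing DNA. Depth per nucleus cannot produce a change of this size, since the largest shift from it is -0.63 on the log2 scale. An effect of losing GFI1 remains open, as does a smaller variant within the peak, and neither was tested with more mice.

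The peak on chromosome 17 from 68526527 to 68527027 had a log2 ratio of 2.83 in DKO over GFI1-deficient nuclei, with 312 insertions against 12, and 15 and 92 in the control and FOXO1-deficient libraries. The libraries other than DKO held 39 insertions outside peaks over 9000 bp, 12.8% of the mean density (9.13% to 17.5%). Missing DNA and a closed region cannot be told apart there, because the counts are too few, and DKO nuclei themselves held 37.

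The peak beside the deleted Gfi1 interval, on chromosome 5 from 107865774 to 107866274, had a log2 ratio of 1.66 (1.47 to 1.85) in GFI1-deficient nuclei over the control, and 2.22 in DKO nuclei. The text of the paper does not discuss accessibility at Gfi1, but states that Gfi1 transcripts rise when functional GFI1 is lost and attributes this to an autoregulatory loop. Peaks from 107873049 and 107873613 had 0.72 and 0.56. The flank on the floxed allele cannot be separated from loss of the protein, because they come together in every library with the deletion, and no test here parts them. Flanking DNA of another strain was examined through the peaks within 20 Mb of Gfi1. In GFI1-deficient nuclei over the control the share changed was 1.90 times that elsewhere, 2.08% against 1.10%, and 3.86% against 2.75% in DKO over FOXO1-deficient nuclei. Where the Gfi1 allele does not differ the ratio was 0.85 and 0.82. In DKO nuclei over the control, 8.20% (6.76% to 9.83%) against 6.94% could be chance. In GFI1-deficient nuclei over the control, so could the shares within 10 Mb, 1.69% (0.88% to 2.94%) against 1.11%, and within 40 Mb, 1.35% (0.91% to 1.92%) against 1.11%. From 90 to 100 Mb on chromosome 5, where Scarb2 and Rchy1 are listed, 11.0% of the peaks were changed in GFI1-deficient nuclei over the control, 21.1% in DKO nuclei over the control and 16.1% in DKO over FOXO1-deficient nuclei. This stretch was picked for its high share, so it decides nothing by itself. In GFI1-deficient nuclei over the control, the stretch from 40 to 50 Mb on chromosome 5, more than 20 Mb from Gfi1, had 13.6%. Chromosome 9 from 10 to 20 Mb had 9.73%. Strain differences cannot be told apart from effects of GFI1 near the gene, because the reading depends on the fold. Chance is judged here by binomial intervals that treat neighbouring peaks as independent, so a raised share may still reflect a few clusters. At 2-fold the shares over the whole neighbourhood are not raised beyond chance in every comparison in which the allele differs. At 1.5-fold within 20 Mb they are, with 8.02% (6.60% to 9.64%) against 5.58% elsewhere in GFI1-deficient nuclei over the control. DKO nuclei had 24.7% (22.3% to 27.1%) against 20.6% over the control, and 12.4% (10.6% to 14.4%) against 10.4% over FOXO1-deficient nuclei. Where the allele does not differ, 16.3% (14.3% to 18.4%) against 15.9% and 18.1% (15.9% to 20.4%) against 17.6% could be chance.

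At the E2f2 window deletion of Gfi1 lowered accessibility when Foxo1 was present, with a log2 ratio of -0.24, and not when it was absent, with 0.073 in DKO over FOXO1-deficient nuclei. The difference was 0.31 and was not tested, since each genotype is 1 library. Under stricter peaks the value in the absence of Foxo1 was -0.064, so that the opposite directions depend on the set of peaks. A dependence of the Gfi1 effect on Foxo1 may exist at this locus, but these libraries do not decide it.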

How the results depend on the processing

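Insertions per nucleus without scaling for depth, centring on peaks of the same accessibility, all insertions of a window scaled to all insertions, and mean effects over the 4 libraries were chosen after the data had been seen. No paired analysis was possible because there is 1 library per genotype, and no library could be left out for the same reason. A value counts as kept when it stays within its own 95% interval for counting error, and a number of peaks when it stays within 1.5 times the reported number. Intervals of correlations and slopes come from redrawn counts, and a sign counts as changed only where the reported interval excludes 0.

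Of the values of 41 locus comparisons under the alternatives set at the start, 279 were kept, 74 moved and 12 changed sign. Under those added later, 48 were kept, 58 moved and 17 changed sign. All barcodes, the barcodes with the most fragments, fragments instead of insertions and a pseudocount of 0.1 moved none of them. Values of 14 regions listed by the study were kept in 69 and moved in 15 cases under the alternatives set at the start, and moved in all 14 without scaling for depth. The cause of the changes below was not tested, apart from a lower fold, which calls more peaks by construction, thinning, which leaves fewer peaks to test, and a smaller pseudocount, which shrinks weak peaks less.

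Signs changed as follows. For GFI1-deficient nuclei over the control, the Klrg1 window had 0.017 scaled to all insertions, 0.049 with the median of ratios and 0.00097 centred, against -0.048 as reported, and Mki67 had 0.025 with the median of ratios, against -0.071. For FOXO1-deficient nuclei over the control, Foxo1 had 0.033 with the median of ratios, 0.022 with thinned nuclei and 0.036 per nucleus, E2f1 had -0.022 with thinned nuclei, -0.038 centred, -0.034 with all insertions and -0.014 with these scaled to all insertions, E2f2 had -0.091 with stricter peaks, and Mki67 had -0.019 centred. For DKO over GFI1-deficient nuclei, Mki67 had -0.00085 centred, E2f1 -0.029 with all insertions scaled to all insertions, and Gzmb -0.020 with thinned nuclei and -0.0061 centred. For DKO nuclei over the control, Itgam had 0.026 with the median of ratios, against -0.11 as reported, and E2f2 -0.15 with stricter peaks, and E2f2 in DKO over FOXO1-deficient nuclei had -0.064 with stricter peaks. Most of these values lie near 0, where the sign is not decided at this depth and scaling.

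Per nucleus without scaling for depth, Foxo1 and Gzmb in GFI1-deficient nuclei over the control had -0.23 and -0.34. In DKO nuclei over the control, Eomes had -0.37, Tbx21 -0.086, Klrg1 -0.36, Foxo1 -0.35, E2f2 -0.34 and Gzmb -0.30, and E2f2 in DKO over FOXO1-deficient nuclei had -0.55. This alternative shifts the median of all peaks from -0.082 to -0.50 in the first comparison and from -0.11 to -0.55 in DKO nuclei over the control, and the values follow that shift. The median of ratios shifts the latter median to -0.0034, by more than 0.1.

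Numbers of peaks at least 2-fold higher and lower depended on the pseudocount, the fold and the scaling. A pseudocount of 0.1 gave 907 and 670 in GFI1-deficient nuclei over the control, 482 and 4849 in FOXO1-deficient nuclei over the control, 1028 and 4178 in DKO over GFI1-deficient nuclei, and 1391 and 5741 in DKO nuclei over the control. At 1.5-fold they were 1709 and 1238, 1054 and 7236, 2037 and 6543, and 2405 and 8404 in the same order. Scaled to all insertions, lower peaks numbered 26 in GFI1-deficient and 1132 in FOXO1-deficient nuclei, each over the control, and 1818 in DKO nuclei over the control. Thinned nuclei gave 1191 and 1609 lower peaks in FOXO1-deficient and DKO nuclei over the control. Centred, GFI1-deficient nuclei had 33 lower peaks, FOXO1-deficient nuclei 411 higher and 935 lower, and DKO nuclei 1377 higher and 1458 lower, each over the control. Per nucleus without scaling for depth, GFI1-deficient nuclei had 217 higher and 728 lower, FOXO1-deficient nuclei 288 higher, and DKO nuclei 357 higher and 7579 lower. Higher peaks outnumbered lower ones in GFI1-deficient nuclei under every alternative but this last one, and lower outnumbered higher in FOXO1-deficient and DKO nuclei over the control and in DKO over GFI1-deficient nuclei under all alternatives. In DKO over FOXO1-deficient nuclei higher peaks outnumbered lower ones, 980 to 374, except per nucleus without scaling for depth, with 366 to 3266.

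The correlation of the Gfi1 and Foxo1 effects was -0.15 with at least 500 insertions, -0.11 with thinned nuclei, -0.089 centred, and -0.034 for mean effects over the 4 libraries, where counting error without any effect gives a mean of 0.031. It was negative under each alternative and small in all of them. The correlation of the Gfi1 effect with and without Foxo1 was 0.56 with at least 500 insertions, 0.39 with thinned nuclei and 0.49 centred, and that of the Foxo1 effect with and without Gfi1 was 0.73 and 0.57 under the first 2 of these. The restoration slope was 0.68 without the peaks within 20 Mb of Gfi1 and Foxo1, 0.56 with thinned nuclei and 0.75 centred. Simulations without any effect of Foxo1, drawn for each of these settings, gave 0.964 to 0.977, 0.903 to 0.936 and 0.966 to 0.985. Signal left in the Gfi1 interval of DKO nuclei was 5.26% per insertion in the flanking 50 kb.

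Shares of changed peaks near the targeted genes moved with the distance and the fold. Near Gfi1 the share in GFI1-deficient nuclei over the control was 1.35% within 40 Mb. At 1.5-fold the shares within 20 Mb of Gfi1 were 8.02% in GFI1-deficient and 16.3% in FOXO1-deficient nuclei over the control, 18.1% in DKO over GFI1-deficient nuclei, 24.7% in DKO nuclei over the control and 12.4% in DKO over FOXO1-deficient nuclei. At this fold the shares elsewhere were 5.58%, 15.9%, 17.6%, 20.6% and 10.4% in the same order. Centred, the shares within 20 Mb of Gfi1 were 2.49% in FOXO1-deficient nuclei and 6.42% in DKO nuclei over the control. Near Foxo1, FOXO1-deficient nuclei over the control had 11.1% within 10 Mb, 5.46% within 40 Mb and 4.35% centred, DKO nuclei over the control 7.71% within 40 Mb, and DKO over FOXO1-deficient nuclei 1.96% within 10 Mb. At 1.5-fold the shares near Foxo1 were 6.77%, 21.6%, 24.5%, 27.1% and 12.7% in the same order of comparisons as near Gfi1. The shares elsewhere were 5.63%, 15.8%, 17.5%, 20.7% and 10.4%.

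Stricter peaks left none in the Eomes window. Stricter peaks, centring and thinning are defined on the consensus peaks and were not run for the regions listed by the study. Planned but not run for lack of a GRCm39 sequence or annotation were promoter and gene-body windows, distal peaks alone, motifs, the GC part of the centring, an interval of exons placed by primers, and clustering of nuclei by chromatin state with its marker loci.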

Differences from the paper's values

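The study's log2 fold changes in the held part of Supplementary Data 3 were compared with log2 ratios counted here in the same regions, GFI1-deficient over control, for the 14 named genes listed there. The study's Wilcoxon test took cells as replicates, while the libraries here are summed over nuclei. Its methods also describe a term-frequency inverse-document-frequency step and filters on RNA, which were not applied here. The measures are therefore unlike, and a difference beyond counting error need not come from the libraries. All 14 have the same sign. Apart from Eomes, where the paper's value is 1.73 and that found here 1.86, each differed by more than its counting error. The paper's values are -0.33 at E2f1, -4.39 at Scarb2, 1.15 at Cxcr4, -0.52 at Trim33, -3.63 at Nfatc1, 0.62 at Emb, -0.49 at Jun, 0.73 at Sgk1, -1.36 at Itgax, -0.47 at Itga4, -0.62 at Id2, 1.08 at Ptpn5 and -1.76 at Gpc1. The values found here are -0.13 at E2f1, -3.24 at Scarb2, 1.32 at Cxcr4, -0.25 at Trim33, -2.86 at Nfatc1, 0.89 at Emb, -0.24 at Jun, 1.01 at Sgk1, -0.84 at Itgax, -0.34 at Itga4, -0.37 at Id2, 1.37 at Ptpn5 and -1.43 at Gpc1. Of the alternatives set before the data were examined, a pseudocount of 0.1 brings Nfatc1, at -3.69, within its error of the paper's value. Scaling to all insertions, the median of ratios, all barcodes, the barcodes with the most fragments and fragments instead of insertions leave all 13 different, as does the pseudocount for the other 12. At Eomes, the median of ratios gives 1.94 and the pseudocount of 0.1 gives 2.06, both outside their error of the paper's value. The median of ratios changes the sign of 23 of the 1992 regions. Insertions per nucleus without scaling for depth, chosen after seeing the values, bring Itgax to -1.28, within its error, change the sign of none of the 1992 regions, and also move Eomes, at 1.42, away from the paper's value.

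The paper states that accessibility at Tbx21 is reduced in GFI1-deficient NK cells. The log2 ratio of the window was 0.030 (-0.011 to 0.071). With thinned nuclei it was -0.011, with all insertions of the window -0.10, scaled to all insertions 0.096 and with the median of ratios 0.13, each set before the data were examined. Chosen after seeing the values, all insertions of the window scaled to all insertions gave -0.038, and insertions per nucleus without scaling for depth gave -0.46. At Klrg1, which the paper also calls reduced, 3 of 4 peaks were lower, down to -0.30, and 1 was higher, with 0.11. The value of the window was -0.048. It was 0.017 scaled to all insertions, 0.049 with the median of ratios and -0.14 with all insertions of the window, each set before the data were examined. Chosen after seeing the values, all insertions of the window scaled to all insertions gave -0.072, centring 0.00097, and insertions per nucleus without scaling for depth -0.53. At Itgam, the other gene of that list analysed here, it was -0.16, in the paper's direction, with the largest falls at the last 3 peaks of the window and 0.058 at its most accessible peak.

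Accessibility at Eomes is increased in GFI1-deficient cells according to the paper. The window on its track had 0.010 (-0.051 to 0.070), and 0.11 with the median of ratios. All insertions of the window scaled to all insertions, chosen after seeing the values, gave 0.15, while the listed region upstream had 1.86. For DKO nuclei the paper states that accessibility at Eomes was restored. The window had 0.14 over the control and the upstream region 1.87 (1.71 to 2.04), against 0.015 over GFI1-deficient nuclei in that region.

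The paper states that Gzmb accessibility is reduced without GFI1. The paper's tracks show single clusters, while the value here covers all nuclei. It was 0.15 (0.094 to 0.20) here, and between 0.064 and 0.24 under the alternatives set before the data were examined. All insertions of the window scaled to all insertions, chosen after seeing the values, gave 0.13. Per nucleus without scaling for depth, chosen after seeing the values, it was -0.34, but Foxo1 and the Eomes window, which the paper calls increased, were then -0.23 and -0.47.

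The paper describes reduced Mki67 accessibility in GFI1-deficient cells. The window had -0.071 (-0.13 to -0.012), and 0.025 with the median of ratios. The group used here, all nuclei, is wider than single clusters of the paper.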

Other observations

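The tests in this part were chosen after the results had been seen, except thinning and the shares near Foxo1 at several distances, whose reading was fixed only then.

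More peaks were at least 2-fold higher than lower in GFI1-deficient nuclei over the control. A difference in depth per nucleus was tested by thinning every nucleus to the same number of fragments in peaks. The share of lower peaks among those changed was then 15.8%. About as many lower as higher peaks were predicted if depth were the cause. The values were already scaled to each library, so thinning mainly changes the weight of each nucleus and cannot exclude depth. This share also depended on the rule, with 42.5% under a pseudocount of 0.1 and 42.0% at 1.5-fold. Insertions per nucleus without scaling reversed the split, so the statement holds for accessibility relative to the library and not for the number of insertions per nucleus. Whether a different mix of maturation states among the nuclei explains the change was not tested.

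The 547 peaks higher in GFI1-deficient nuclei had a median log2 ratio of -0.47 in FOXO1-deficient nuclei over the second part of the control, at percentile 0 among 10000 random lists of peaks matched on accessibility. A hypothesis that FOXO1 maintains accessibility at peaks that open without GFI1 may account for this percentile of 0. Their median in DKO nuclei was 0.94, still above the control. Lower peaks, 75 in number, had -0.14, at percentile 83.0. A different mix of maturation states in each genotype would also move such peaks in opposite directions and stays open, untested.

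Near Foxo1, 7.94% of the peaks within 20 Mb were changed in FOXO1-deficient nuclei over the control, 1.95 times the share elsewhere, and 11.3% in DKO over GFI1-deficient nuclei. Of the comparisons in which the Foxo1 allele does not differ, DKO over FOXO1-deficient nuclei had a raised share, 4.56% (2.88% to 6.83%) against 2.76%, whereas 1.69% (0.78% to 3.19%) against 1.12% in GFI1-deficient nuclei over the control could be chance. Within 10 Mb neither was raised beyond chance, with 1.96% (0.64% to 4.52%) against 2.78% and 1.73% (0.56% to 3.99%) against 1.12%. The comparisons in which the allele differs stayed raised there, at 11.1%, 11.2% and 11.8%, or 2.72, 1.83 and 1.71 times the share elsewhere. At 1.5-fold the comparisons in which the allele differs were raised within 20 Mb. FOXO1-deficient nuclei over the control had 21.6% (18.1% to 25.3%) against 15.8%. DKO nuclei had 24.5% (20.8% to 28.6%) against 17.5% over GFI1-deficient nuclei and 27.1% (23.3% to 31.1%) against 20.7% over the control. Where the allele does not differ, 6.77% (4.78% to 9.25%) against 5.63% and 12.7% (9.82% to 16.0%) against 10.4% could be chance. Flanking DNA of another strain and other sources of the raised share cannot be told apart, because the reading depends on fold and distance. The intervals also treat neighbouring peaks as independent, so clustered changes can pass for a raised share. DKO over FOXO1-deficient nuclei was raised at 2-fold within 20 Mb, on few changed peaks, and not within 10 Mb or at 1.5-fold.

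Fragments on chromosome Y numbered 29.2, 6.06, 34.0 and 24.3 per 1000000 fragments in control, GFI1-deficient, FOXO1-deficient and DKO nuclei. The paper used male and female mice. Fewer males in the GFI1-deficient pool would lower the share on chromosome Y. Chromosome X held 1.64% of the fragments of GFI1-deficient nuclei and 1.71% of those of the control, and since 1 X chromosome is inactive and little accessible in females, the share on chromosome X decides little. Fewer males in that pool stay open as an explanation, and no difference in preparation that would lower chromosome Y alone was tested.

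The study's log2 fold changes in the held regions lie below the log2 ratios here, by -0.26 in the median. The absence of scaling for depth per nucleus in the study's values was tested as a cause. The term-frequency inverse-document-frequency step in the study's methods was not tested. Insertions per nucleus without scaling left a median difference of 0.22, with quartiles of 0.17 and 0.26, on the other side of 0, which argues against it as the whole cause.

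Insertions in the Gfi1 interval were 8.63 per 1000000 in FOXO1-deficient nuclei (8.05 to 9.24), above the control. In the E2f1, E2f2 and Cd226 windows, FOXO1-deficient nuclei over the control had log2 ratios of 0.051, 0.10 and 0.29, and DKO nuclei over the control -0.0084, 0.18 and -0.34. At Foxo1 they had -0.074 and 0.16, and at Gzmb 0.24 and 0.22. The listed region of Scarb2 was low in both libraries without Gfi1 and not in FOXO1-deficient nuclei, with -3.40 in DKO nuclei and 0.061 in FOXO1-deficient nuclei over the control.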
